# Reduced changes in protein compared to mRNA levels across non-proliferating tissues

**DOI:** 10.1186/s12864-017-3683-9

**Published:** 2017-04-18

**Authors:** Kobi Perl, Kathy Ushakov, Yair Pozniak, Ofer Yizhar-Barnea, Yoni Bhonker, Shaked Shivatzki, Tamar Geiger, Karen B. Avraham, Ron Shamir

**Keywords:** Inner ear, Cochlea, Mass spectrometry, RNA-seq, Translation

## Abstract

**Background:**

The quantitative relations between RNA and protein are fundamental to biology and are still not fully understood. Across taxa, it was demonstrated that the protein-to-mRNA ratio in steady state varies in a direction that lessens the change in protein levels as a result of changes in the transcript abundance. Evidence for this behavior in tissues is sparse. We tested this phenomenon in new data that we produced for the mouse auditory system, and in previously published tissue datasets. A joint analysis of the transcriptome and proteome was performed across four datasets: inner-ear mouse tissues, mouse organ tissues, lymphoblastoid primate samples and human cancer cell lines.

**Results:**

We show that the protein levels are more conserved than the mRNA levels in all datasets, and that changes in transcription are associated with translational changes that exert opposite effects on the final protein level, in all tissues except cancer. Finally, we observe that some functions are enriched in the inner ear on the mRNA level but not in protein.

**Conclusions:**

We suggest that partial buffering between transcription and translation ensures that proteins can be made rapidly in response to a stimulus. Accounting for the buffering can improve the prediction of protein levels from mRNA levels.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3683-9) contains supplementary material, which is available to authorized users.

## Background

The correlation between expression levels of protein and mRNA in mammals is relatively low, with a Pearson correlation coefficient of ~0.40 [1, 2]. Suggested explanations for this low correlation include post-transcriptional regulation and measurement noise [1]. This low correlation makes it difficult to integrate protein and mRNA data. Tools for this integration are sparse and not yet adopted by the bioinformatics community (reviewed in [3]). Initial findings from such tools suggest that the transcriptional and the translational regulation evolved independently, except in the rare occasions where strong selection in favor of correlation was present [4]. However, such claims are based on data from perturbed systems, where the observed discordance between the transcriptome and the proteome is strongly affected by the lack of temporal synchronization between the transcriptional and translational regulation levels [5]. In this study we focus on the connection of mRNA and protein levels in non-proliferating tissues, through the example of the mammalian inner ear. By performing joint analysis of RNA-seq and protein mass spectrometry (MS) data from the mouse cochlea and vestibule, we aimed to shed light on the regulation of these two expression levels, identify genes that are mainly regulated in one system, and infer their general features. The two tissues are quite similar in structure, but have distinct roles in hearing and balance. This allows us to ask questions about the contribution of each of these two systems of regulation with respect to different cellular roles.

We will refer to a gene’s protein level divided by its transcript level as the gene’s protein-transcript ratio or PTR, also called the gene’s translation efficiency [6]. We note that this measure is affected by both translation and protein degradation rates, and under steady-state conditions it should be equal to the ratio of the rates [7]. It was observed that across taxa, protein levels are more conserved than mRNA levels [8], although some exceptions exist [9]. Also, it was noticed that differences in protein levels between primates are less common than differences in mRNA levels [10]. While PTR was claimed to be highly conserved between tissues for each given protein [11], it was demonstrated that it somewhat varies between tissues in a direction that buffers or compensates for the change in protein levels from changes in the transcript abundance [7], similar to what was shown across taxa. However, these observations originated from a small number of tissues, and were based mainly on regression coefficients that are affected by regression dilution bias [12]. In the first part of this study we will ask whether this phenomenon is evident in our mammalian inner ear data, and in previously obtained transcriptomic and proteomic data from different tissues. We will then use our discoveries to improve the prediction of protein levels from mRNA levels.

Many experiments only measure transcript abundance in a tissue and use it as a proxy for protein levels. Previous articles that predicted protein levels from mRNA [6, 13] did not use PTR measured in other tissues, and relied mainly on sequence related features; they reached a correlation of 0.75 between the predicted and the observed levels. It has been suggested to use the average PTRs measured in other tissues in order to predict the protein levels for the tissue in question [8]. This assumes the PTR of a gene is constant across tissues. We suggest, instead, a model that assigns a higher PTR in a tissue where the mRNA level is lower.

In the second part of this study we use functional analysis to compare differential expression across tissues in mRNA and protein. We give examples where inner-ear tissues maintain different levels of mRNA and similar levels of protein at rest, and hypothesize that this is done in preparation for a stimulus.

## Results

Previous examinations of mRNA-protein relationships were mainly performed in yeast and in cancer cell lines. Aiming to examine these associations in non-transformed cells and differentiated tissue samples, we analyzed four different paired datasets of mRNA and protein. For the first dataset we generated transcriptomic and proteomics data from the cochlea and vestibule of mouse inner ear (dataset termed EAR). 

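The cochlea is the hearing organ of the inner ear and the vestibule its balance organ, and from each the sensory epithelium of newborn mice was taken, the sheet of hair cells with the supporting cells around them. RNA was sequenced in 3 cochlear and 3 vestibular libraries, each made with a stranded mRNA kit. The authors aligned the reads to the mouse genome GRCm38, counted the read pairs on each Ensembl gene with htseq-count, and deposited these counts without normalization, with a matrix of log2 RPKM (reads per kilobase of gene, scaled to the counted reads of the library) for the genes past their filter. The counts on genes were between 24464483 and 29225105 per cochlear library, with a median of 28803864, and between 25476572 and 33664793 per vestibular library, with a median of 25681329. A further 18.5% to 20.6% of the listed counts belonged to no single gene and stayed out of library sizes and tests. At these depths 1 CPM (a count scaled to library size) stands for 24.5 to 33.7 counts. The 10 genes with the most counts took between 6.72% and 10.1% of a library, so no few genes held most of the counts. All pairs of libraries differed by more than the sampling noise: the chi-square of their counts per degree of freedom was 31.1 to 111 within a tissue and 169 to 338 between the tissues, where sampling alone gives about 1. The 3 libraries of a tissue were used as replicates, as the study labels them, and this spread does not tell whether they came from separate RNA pools. Differential expression (DE) was tested on the counts with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment at an FDR of 0.05, over the genes with at least 1 CPM in 3 or more libraries. The paper names edgeR, this filter and this FDR, and its text does not name which of edgeR's tests was run. Fold changes are given on the log2 scale as vestibule minus cochlea, so that a negative value is higher in the cochlea. On counts simulated with 2-fold changes in 196 of 14522 genes, the test called 109 of the changed genes (55.6%), all in the right direction, and 7 unchanged ones. Changes of that size can thus be missed. The adjustment is stricter where few genes change, and a far larger share was called in the data, so 55.6% is not the share found there. The protein values are the study's label-free quantification (LFQ) intensities in Table S1, for 3 cochlear and 3 vestibular samples, divided by the molecular weight in kDa and log2-transformed. The copy of that table used here holds the first 1997 of 7242 rows (27.6%), so protein results cover that part only and no test was run on it. In it, 1141 genes had a protein value in at least 1 sample of each tissue and an mRNA value in each, and 762 of these had a value in all 6 protein samples.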

The three other datasets were publicly available: (i) multiple mouse tissues (termed MMT; RNA-seq [14] and proteomics [15]); (ii) primate lymphoblastoid cells (PRIMATE; [10]); and (iii) a panel of human cancer cell lines (NCI60; transcription microarrays [16] and proteomics [17]). The results obtained for the NCI60 dataset were compared with those obtained for datasets of non-transformed cells.

The EAR RNA-seq analysis identified 39,178 genes, 14,722 of which have at least one read per million in three or more of the samples and were included in the analysis. 

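The count files list 39179 genes, and 14723 of them had at least 1 CPM in 3 or more of the 6 libraries. A single library had between 14067 and 14780 genes at 1 CPM or more. With each library left out in turn, between 14212 and 14548 genes passed. The matrix of log2 RPKM holds 14722 genes, all among those that passed. The gene that passed and is not in the matrix is Gnai3 (ENSMUSG00000000001), on chromosome 3 from 108107280 to 108146146 of GRCm38 (GENCODE vM21), and it is on line 1 of each count file. Its counts were 7716, 7927 and 7436 in the cochlea and 6398, 5352 and 6161 in the vestibule. Gnai3 is named because it is the 1 gene that differs, which was seen only in the values.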

MS analysis identified 7244 proteins (Additional file 1: Table S1). Six thousand eight hundred thirty-two genes were common between the two tissues.

The MMT dataset contains mRNA and protein levels taken from mouse tissues. In the proteomic data [15], the stable isotope labeling with amino acids in cell culture (SILAC) technique was used as an internal standard for relative quantification of proteins across 28 mouse tissues. We used five tissues that had both mRNA and protein data: brain, cerebellum, heart, kidney, and liver. There were three proteomic samples for brain (cortex, medulla, and midbrain) and two for kidney (cortex and medulla), and we weighted the samples’ contribution by the volumes of the subregions to obtain the tissue protein levels. mRNA measurements had three replicates per tissue, and six for the brain.

The PRIMATE dataset includes transcriptomics (RNA-seq) and proteomics (SILAC-based) data from lymphoblastoid cell lines (LCLs) derived from five human, five chimpanzee, and five rhesus macaque. The species is analogous in the subsequent analysis to the tissue. We downloaded the data from [10], and processed it as described in the article, to obtain expression levels of (orthologous) genes that have at least three measurements from each of the three species, for both mRNA (12,079 genes) and protein (3688 genes). Three thousand three hundred ninety-four genes were common between mRNA and protein.

NCI60 is a panel of 59 diverse human cancer cell lines. The type of cancer is analogous in the subsequent analysis to the tissue. We note that we do not necessarily expect to see the same phenomena in cancer cell lines as in healthy tissues, due to the pathological state of the tissues, and as the cell lines of the same cancer are different samples and not real replicates as the healthy tissues. One manifestation of these differences is a lesser ability to separate NCI60 samples based on their origin, compared to the EAR and MMT datasets. Indeed, multi-dimensional scaling (MDS) plots show better separation of the latter datasets on both mRNA and protein levels, even between very similar tissues (Additional file 2: Figure S1). Moreover, poor results were reported when hierarchical clustering was used to perform such a separation for breast, ovary, renal, and prostate cancers using proteomic data [17].

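A principal component analysis of the log2 CPM of the 6 libraries placed 78.1% of the variance on a component that separates the cochlea from the vestibule and 11.1% on the next. On that next component cochlea replicate 3 lay at -36.8, while the other 2 cochlear libraries lay at 20.1 and 10.2 and the 3 vestibular libraries at -16.4, -5.88 and 28.8. The root mean square difference in log2 CPM was 0.37 to 0.56 between libraries of the same tissue (6 pairs) and 0.95 to 1.10 between libraries of different tissues (9 pairs). Each between-tissue distance was thus larger than each distance between replicates. With 3 libraries against 3 an exact test of such a separation cannot go below 0.1.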

We refer to the tissue type (in EAR and MMT), species (in PRIMATE), or cancer type (in NCI60) as a *group*. We refer to samples of the same group as *replicates*. We refer to mRNA and protein as *domains*.

### Protein levels are more conserved than mRNA levels

mRNA and protein levels were log_2_ -transformed, and averaged across all samples from the same group, disregarding missing values. A comparison of the proteomic and transcriptomic data showed, in agreement with previous studies [18], that the overall dynamic range of mRNA is significantly lower than protein, as marked by a higher variability in protein expression compared with mRNA in all datasets (Additional file 2: Figure S2, Additional file 3: Table S2).

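Across the 14721 genes with an mRNA value in each tissue, the SD of the mean log2 RPKM was 2.35 in the cochlea and 2.19 in the vestibule. With each library of the tissue left out in turn, it stayed between 2.34 and 2.39 in the cochlea and between 2.15 and 2.24 in the vestibule. These are SDs across genes, with genes at 0 counts in all libraries of a tissue treated as missing. The largest change came from restricting the genes to those with protein in the part of Table S1 used here, where the SD of mRNA was 1.67 over 1194 genes in the cochlea and 1.61 over 1686 genes in the vestibule. Over these same genes the SD of the log2 protein level was 2.39 in the cochlea and 2.53 in the vestibule. With 1 added to each RPKM before the log, the SD of mRNA over all genes was 1.79 in the cochlea and 1.73 in the vestibule. From the larger SD in protein, the paper concludes that the dynamic range of mRNA is the smaller.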

We calculated protein-mRNA correlations for each group (see Additional file 2: Supplementary Methods). The average correlations between the two layers were 0.58, 0.44, 0.42, and 0.42 for the EAR, MMT, NCI60 and PRIMATE datasets, respectively, similar to the mRNA-protein correlations reported in the literature [1]. 

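In the part of Table S1 used here, Pearson's r between the mean log2 protein level and the mean log2 RPKM was 0.493 across 1194 genes in the cochlea and 0.481 across 1686 genes in the vestibule, with a mean of 0.487. The correlations are across genes, which are not independent replicates. With only proteins measured in all 6 samples, r was 0.545 in the cochlea and 0.534 in the vestibule. With each mRNA library or protein sample left out in turn, r stayed between 0.474 and 0.509 in the cochlea and between 0.464 and 0.509 in the vestibule.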

Then, we calculated correlations between pairs of groups for mRNA and protein separately. We observed that in all datasets, all the protein-protein and the mRNA-mRNA correlations between groups were higher than the protein-mRNA correlations within each group (Additional file 2: Figure S3). This last trend was somewhat weaker in the MMT dataset, which includes less similar tissues.

Figure 1 demonstrates a comparison of the correlation between group pairs in each dataset. 

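The cochlea and the vestibule were compared over the 1141 genes with protein and mRNA values in each tissue, in the part of Table S1 used here. Pearson's r across these genes was 0.928 between the mean log2 RPKM of the tissues and 0.964 between their mean log2 protein levels. With each sample left out in turn, r for mRNA stayed between 0.917 and 0.932 and r for protein between 0.958 and 0.972, so the ranges did not overlap. The SD of the log2 fold change between the tissues was nevertheless 0.62 in mRNA and 0.64 in protein. Among genes with protein in the tissue, levels spread more in protein (SD 2.39 in the cochlea, 2.53 in the vestibule) than in mRNA (1.67, 1.61). A wider spread raises r for differences of the same size, so the higher r does not by itself mean smaller differences in protein. Over the 762 genes with all 6 protein values, r was 0.950 for mRNA and 0.973 for protein. Across all 14721 genes r for mRNA was 0.905, and it moved most with 1 added to each RPKM, to 0.939. Single libraries of the 2 tissues gave r between 0.884 and 0.906 across all genes. There is 1 pair of tissues, so the difference between the domains was not tested across pairs.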

For the EAR dataset the correlation in the protein between the cochlea and the vestibule is higher than the correlation in the mRNA (0.97 versus 0.94). This is also the case for the PRIMATE dataset (3/3 pairs), the MMT dataset (9/10 pairs), and the NCI60 dataset (24/36). For the MMT and NCI60 datasets the protein correlations were significantly higher (*p − value*s = 2.9 × 10^−3^ and 8.0 × 10^−3^ respectively, Wilcoxon signed-rank test). 

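Spearman's correction was taken as the geometric mean of the correlations between single samples of the 2 tissues divided by the square root of the product of the geometric means of the replicate correlations. The formula printed in the Methods has sums under the roots, which were read here as products. It was computed here in this form after the data had been seen. Over the 1141 genes the corrected r was 0.937 for mRNA and 0.983 for protein. Over the 762 genes with all 6 protein values it was 0.959 for mRNA and 0.982 for protein. Across all genes the corrected r for mRNA was 0.913.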

To account for some of the platform differences between RNA-seq and mass spectrometry, which manifest in higher correlation between replicates of RNA-seq (Additional file 2: Supplementary Results, Figure S4), we applied the Spearman’s correction in our calculations, except for MMT where it was inapplicable (see correction example in Additional file 2: Figure S5; explanation for MMT in Supplementary Results).

**Fig. 1:**
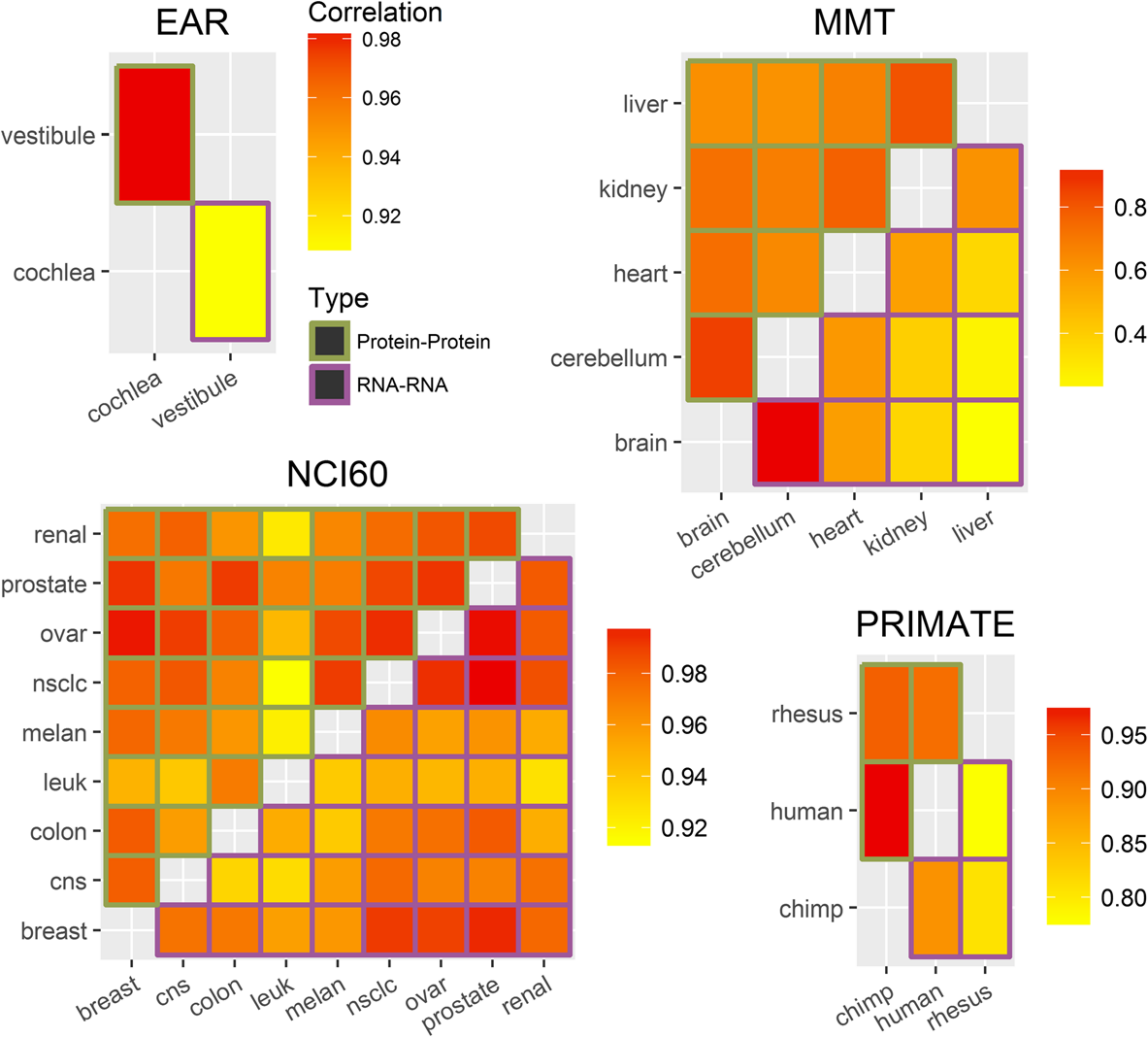
Protein and mRNA correlation between group pairs. Each subfigure describes the correlation between expression levels of different groups in one dataset. The *upper and lower triangles* show the protein-protein and mRNA-mRNA correlations between groups, respectively. *Darker color* corresponds to higher correlation. Pearson’s correlation coefficients (r) were corrected using Spearman’s method except in the MMT dataset (due to the lack of replicates in protein). See Additional file 2: Figure S3 for intra group protein-mRNA correlations

### PTRs vary in a direction that reduces protein divergence

The higher correlation between pairs of groups in the protein domain suggests that changes in transcription between tissues are coupled to protein-level changes that exert opposite effects on the final protein level, hence producing higher similarity between groups. We call the phenomenon of reduced (“compressed”) change in protein levels compared to the change in mRNA levels *buffering*. Spangenberg et al. showed this phenomenon in the initial phases of adipocyte differentiation of adipose-derived human mesenchymal stem cells, by comparing differentiating cells at two time points [7]. Regressing the fold change (FC) of the protein levels to the FC of the mRNA levels on a log-log scale led to the observation of a slope lower than 1, or, in other words, range compression between protein FC and mRNA FC. They hypothesized that a trend of lower PTR with increasing mRNA levels is the cause.

To test this hypothesis on our data, for all pairs of groups in all datasets, we regressed log *FC*_*protein*_ on log *FC*_*mRNA*_ using a variant of major axis (MA) regression, and tested whether the slope is significantly different from 1 (Additional file 4: Table S3). All slopes were significantly less than 1 for the EAR and PRIMATE datasets, and for all except one pair in the MMT dataset (see Fig. 2 for examples). 

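The fold change of protein was regressed on that of mRNA over the 1141 genes of the part of Table S1 used here, with each fold change taken as the difference between the tissues' mean log2 levels. The MA slope was 1.06, with a 95% bootstrap interval over genes of 0.805 to 1.36 (1000 draws). Over the 762 genes with all 6 protein values it was 1.10, with an interval of 0.919 to 1.30. Both intervals include 1, so on this part of the table a slope under 1 was not detectable by MA. With each sample left out in turn the MA slope was between 0.847, without cochlea replicate 3, and 1.35, without protein sample C55. Deming regression, which weights the 2 axes by their error variances, gave the value that moved most, 0.600. The correlation of the fold changes was 0.384 over the 1141 genes and 0.568 over the 762. In the paper, slopes under 1 are read as range compression between the mRNA and the protein fold changes.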

For the NCI60 and brain-cerebellum [MMT] the slopes were significantly higher than 1. 

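Ordinary least squares, which assigns all the error to the protein axis, gave a slope of 0.393 for the cochlea and vestibule over the 1141 genes, with a 95% bootstrap interval of 0.219 to 0.538. Over the 762 genes with all 6 protein values the slope was 0.601, with an interval of 0.468 to 0.736. With at least 1 RPKM on average it was 0.466. With each sample left out in turn it was between 0.330 and 0.537. The upper end of each interval lies below 1.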

When using ordinary least square (OLS) regression, all the slopes calculated were significantly less than 1 (*q − value* ≤ 0.01), consistent with the aforementioned range compression phenomenon (discordance between the regression methods is demonstrated in Figure S6 [Additional file 2]). However, MA regression is not sensitive to regression dilution bias, which can severely lower the estimate of the slope in OLS regression [19]. Using MA, it appears that the range compression is a common phenomenon for pairs of tissues, or species. For cell lines, an opposite phenomenon of range expansion occurs.

**Fig. 2:**
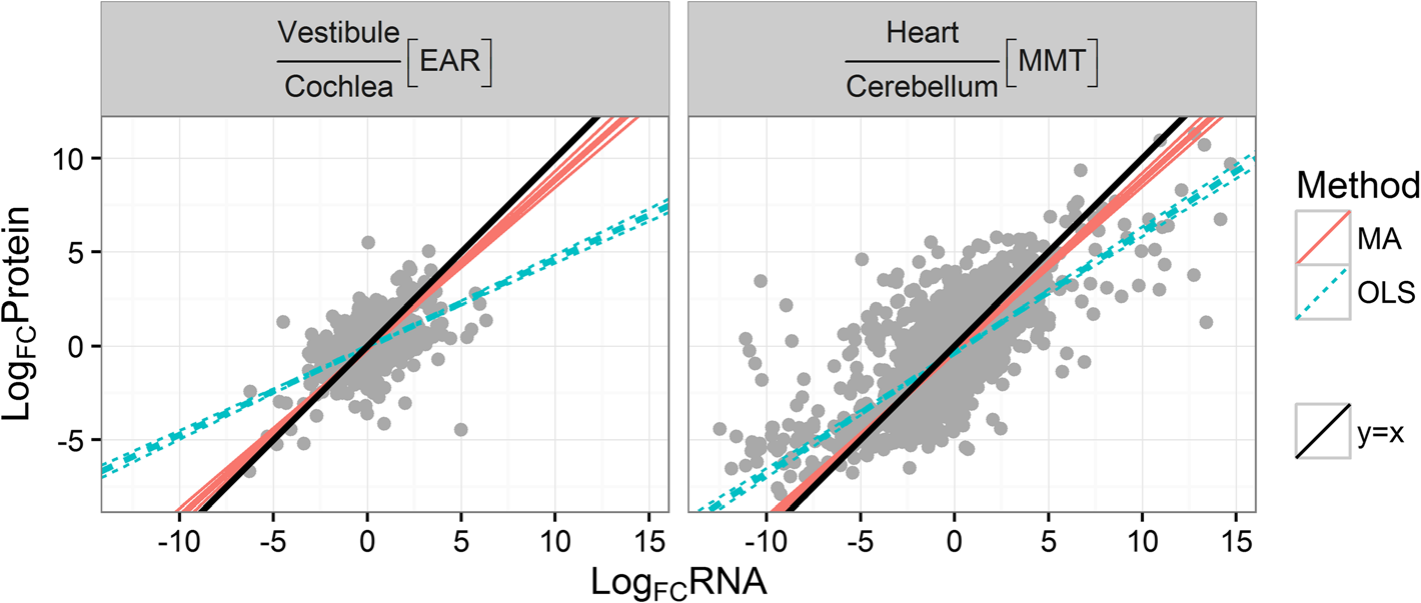
Examples of range compression. Comparing either the cochlea and the vestibule EAR tissues (*left*), or the heart and the cerebellum MMT tissues (*right*), the protein fold changes (*y-axis*) were regressed on the mRNA fold changes (*x-axis*). The fitted regression lines using ordinary least squares (OLS, *red*, *solid*) and major axis regression (MA, *blue, dashed*) were plotted, along with their 95% confidence interval (*thinner lines*). The black line is y = x. Both OLS and MA slopes are significantly lower than 1, suggesting range compression

Next, we used a nonparametric approach to test whether genes that are up-regulated in one group versus the other in the mRNA domain will show lower PTR in that same group versus the other. If this hypothesis is correct, it can explain the compressed ratios in the non-cancerous datasets. We formulated two complementary testing approaches: A global test that considers all the genes ranked by their mRNA *differential expression (DE) values*, and a local test that focuses on those that are DE. Importantly, we separated the repeats on which PTR and DE values are computed in order to avoid bias in the significance evaluation (see Additional file 2: Supplementary Methods, Figure S7). Figure 3 provides an example of the DE-PTR comparison in inner-ear tissues. The PTRs in the cochlea were plotted against the PTRs in the vestibule, with the genes DE between the tissues highlighted. We observe that genes up-regulated in one tissue tend to have higher PTRs in the other tissue. This property is tested by the local approach.

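One mRNA library of each tissue was held out to compute the PTR, and genes were called up-regulated from the other 2 libraries of each tissue, for the 9 choices of held-out libraries. A median over the 9 choices of 13 genes (range 6 to 98) were called up in the cochlea and 23 (range 12 to 225) in the vestibule, among the 1141 genes with protein. The log2 PTR of the vestibule minus that of the cochlea had a median of 0.12 for genes up in the cochlea, with values from -0.20 to 0.48 over the choices. For genes up in the vestibule it had a median of -0.98, with values from -1.93 to 0.28. With 1 library or protein sample left out altogether, that median ran from -1.12 (without cochlea replicate 3) to -0.54 (without protein sample C15), and it was -0.58 without cochlea replicate 2 and -0.62 without protein sample C55. The sets of genes up in the cochlea are small, and the range of their value includes 0. The positive value for genes up in the vestibule came only from holding out replicate 3 of each tissue.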

**Fig. 3:**
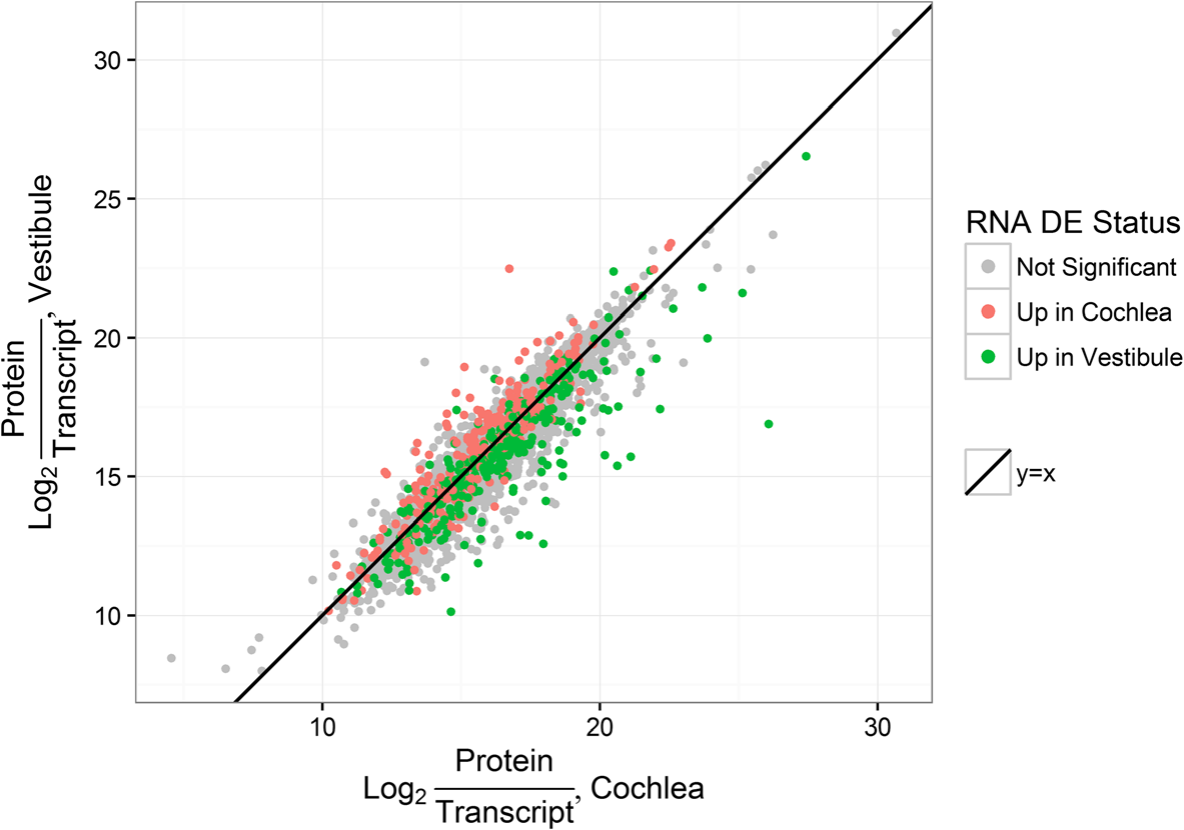
Protein-transcript ratio (PTR) and differential expression between two inner-ear tissues. The PTRs in the cochlea (*x-axis*) are plotted against the PTRs in the vestibule (*y-axis*), where the PTRs were calculated using mRNA data of samples SA623 and SA626 respectively. Marked in *red* are genes that are up-regulated in the cochlea, and in *green* are genes that are up-regulated in the vestibule (edgeR, *q − value* ≤ 0.05). Samples SA623 and SA626 were excluded from the differential expression analysis. The *black line* is *y* = *x*. There is a clear tendency for the genes that are up-regulated in the cochlea (*red points*) to have higher PTR in the vestibule (be above the *black line*), and vice versa. Note that to emphasize the DE status, significant (*colored*) genes are drawn at the front and may occlude some non-significant ones

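Holding out the 2 libraries named in the legend, replicate 1 of each tissue, left 40 genes up in the cochlea and 41 up in the vestibule among the genes with protein used here. The median log2 PTR difference, vestibule minus cochlea, was -0.087 for the genes up in the cochlea and -0.99 for the genes up in the vestibule. The genes up in the cochlea thus lay about on the line of equal PTRs, and the genes up in the vestibule below it.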

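For the cochlea and vestibule, Spearman's rho across the 1141 genes between the PTR difference and the mRNA fold change was computed for each of the 9 choices of held-out libraries. Its median was -0.303, and 8 of the 9 values lay between -0.384 and -0.170. The remaining value, with replicate 3 of each tissue held out, was 0.142. With each library left out in turn the median stayed between -0.423 and -0.0937. No p-value is given, since the protein table was used in part.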

The global tests were significant for all group pairs in the EAR, MMT, and PRIMATE datasets (*q − value* ≤ 0.01, Additional file 5: Table S4). The results were in complete agreement with those of the local approach. The positive results support the buffering observation for all these datasets, and those of the local approach specifically indicate that within these datasets reduced protein expression changes have a major effect on the DE genes. 

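The separation of the libraries used for the PTR from those used for the fold change matters for these values: with the same libraries in both, rho was -0.517, since errors in mRNA then enter both with opposite signs. With only proteins measured in all 6 samples, the median PTR difference of genes up in the vestibule was -0.21. From lower PTRs in the tissue with more mRNA, the paper reasons that protein changes between tissues are smaller than the mRNA changes, which it calls buffering.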

For the NCI60 dataset, none of the pairs were significant, and all the correlations were very close to zero. Therefore, we cannot determine the presence of a compression or an amplification effect based on this approach. As mentioned before, the different cell lines have very similar expression profiles, and this might cause a low signal-to-noise ratio.

### Predicting protein abundance from mRNA levels

Next, we examined whether we can predict protein levels based on the mRNA data. We compared three estimators all of which are trained on a subset of each dataset, and examined their ability to predict the protein level in the rest of the samples. The first estimator was built on the average PTR (APTR); the second estimator, which is fold change based (FCB), assumes a constant compression ratio of the fold changes between protein and RNA; the third infers the protein levels from the average protein (AP) levels in other tissues. AP and APTR also have a weighted version, which gives higher weight to the tissues with higher similarity, and FCB has a relaxed version (RFCB) that allowed for protein levels to change exponentially between groups, independent of change in mRNA. This accounts for differences between groups in the activity of the translational mechanisms and in protein stability.

In all datasets, the FCB and RFCB models achieved better results than the others (Fig. 4). 

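For the EAR dataset the 3 estimators were fitted on the 1141 genes with protein in the part of Table S1 used here, with 10-fold cross-validation. In the vestibule the mean square error of the log2 protein level was 0.352 for FCB, 0.399 for AP and 0.484 for APTR. In the cochlea it was 0.341 for FCB, 0.396 for AP and 0.441 for APTR. FCB had the lowest error in each tissue, and AP the next.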

For all models, the weighted/relaxed versions achieved better results than their unweighted counterparts. The difference was very apparent for the MMT dataset, where the presence of two related tissues, brain and cerebellum, lowered the prediction error dramatically for those tissues; analysis of this dataset after the removal of one of the two still showed an advantage for the weighted versions, albeit smaller (Additional file 2: Figure S8). These findings support the use of a weighted estimator, which gives higher weights to tissues that are closer in their protein levels and PTRs.

**Fig. 4:**
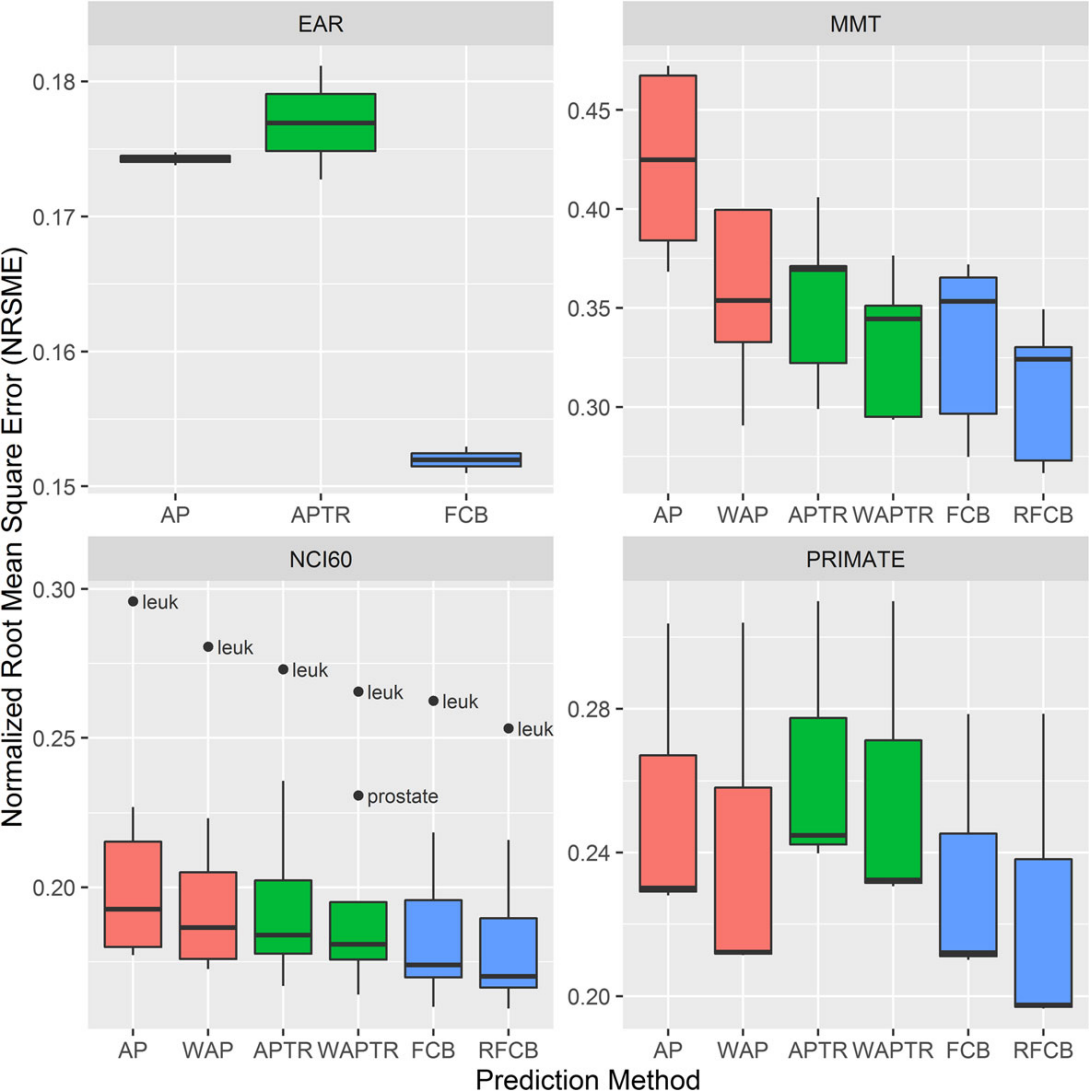
Performances of methods for protein level prediction. Boxplots show the distribution of the normalized root mean square error (NRMSE) in the prediction of protein levels, using six described methods: Averaged Protein (AP), Weighted Average Protein (WAP), Average PTR (APTR), Weighted Average PTR (WAPTR), FC Based (FCB), and Relaxed FCB (RFCB). In each tissue, RMSE values are divided by the standard deviation of the protein levels in that tissue. The error sizes are averages over tissues of 10-fold cross validation. In the EAR dataset there are only two groups, so the weighted/relaxed versions are irrelevant. Boxplots show median, a box for the middle 50% and whiskers to the largest and smallest values that are not classified as outliers. If the distance of an observation from the box is higher than 1.5 times the box size, it is classified as an outlier. Outliers are labeled

The average improvement in the Mean Square Error (MSE) using the RFCB model over the next best weighted/relaxed model was 24.0%, 15.2%, 14.3%, 8.9% in the EAR, MMT, PRIMATE, and NCI60 datasets. 

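On the genes used here, the error of FCB was 11.7% lower than that of AP in the vestibule and 13.8% lower in the cochlea, a mean of 12.8% for EAR. With each sample left out in turn the mean was between 10.6%, without cochlea replicate 3, and 23.4%, without protein sample V55. Restricting the genes to those with at least 1 RPKM on average gave 19.6%.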

Overall, the superiority of the FCB and RFCB supports the model of constant compression or expansion ratio between mRNA and protein fold-changes. Our previous analysis supports compression, at least for the EAR, MMT, and PRIMATE. The value of the compression parameter, α, of the FCB model is directly linked to the extent of compression. High variance between datasets and between groups was observed in the estimated value of this parameter (Additional file 2: Supplementary Results, Figure S9). We thus conclude that this parameter should be adjusted separately for each protein level prediction task. We also compared the protein prediction power between the different datasets, and showed that the task of predicting protein levels where one is given expression data from a similar tissue, is easier than predicting using data from less similar tissues (Additional file 2: Supplementary Results). This explains why the lowest MSE is achieved in the EAR dataset and the highest in MMT.

So far, our analysis showed the superiority of the RFCB method at the level of a dataset. This superiority still holds when moving to the level of a group, as in all groups the MSE of the RFCB predction is the lowest among all methods. Focusing on the NCI60 dataset, the greatest improvement in predictions in terms of normalized MSE is achieved for the leukemia and prostate, these cell lines having the lowest protein prediction power to begin with (Additional file 2: Supplementary Results, Figure S10). Next, we focused on the gene level, checking how well our prediction performs in predicting oncogene levels in cancer cell lines. Out of the 24 oncogenes surveyed in [20], we had full protein and mRNA data for CTNNB1, NRAS, and RB1. Using the six described methods, we predicted their protein levels in each NCI60 group, and compared the results to the measured protein levels (Additional file 2: Figure S11). For 21 out of 27 combinations of gene and group, all six predictions method performed well, with less than 2-fold difference between the expected and predicted levels. In the few cases where the difference was greater than 2-fold, the six methods were biased in their prediction in the same direction. An exception to this agreement was found in the prediction of NRAS expresion in breast and prostate cell lines, where the predictions of the AP and APTR methods suffered from ~1.4-fold prediction biases in opposite directions. In both cell lines the FCB and RFCB methods had a nearly perfect prediction.

### Differential expression indicates protein profiles are more similar than their RNA counterparts

We compared the DE genes between tissues in the EAR dataset, both at the protein and the mRNA domain. This type of comparison, as well as the comparison of the functional enrichment of the DE genes on the mRNA and protein levels, can suffer from several biases (Additional file 2: Supplementary Results). There is detection bias against lowly expressed proteins, which tend to have more missing measurements, and so our power to detect DE for a lowly expressed protein is lower. Consequently, the power to detect up-regulated functions that are performed mainly by lowly expressed proteins is lower. The problem of missing data was evident in our data for the protein domain (Additional file 2: Supplementary Results, Figure S12). 

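In the part of Table S1 used here, the number of rows with a value was 1111 in C15, 1149 in C55 and 1182 in C85 for the cochlea, and 1112 in V15, 1770 in V55 and 1286 in V85 for the vestibule. Of the rows measured in V55, 431 had a value in no other sample. A value in the cochlea was present for 1373 rows and in the vestibule for 1923, or 1371 without V55. The median log2 LFQ of the measured rows was 24.39 in V55 and between 24.98 and 25.66 in the other samples. Over the rows complete in all 6 samples the medians lay between 25.86 and 26.20.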

To account for this effect, we reran DE using different filters on the minimum number of measurements in the protein domain. We focus here on the results when analyzing only proteins for which all measurements were available.

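Over the 14723 genes tested, 1711 were up-regulated in the cochlea and 2325 in the vestibule at an FDR of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 27.4% of those tested. At an unadjusted p under 0.05 there were 5730 genes. Of the 4036 called genes, 3983 had all 3 libraries of one tissue above all 3 of the other, and 6154 of all genes tested did (41.8%), where chance gives 10% for 3 against 3. As a ratio of the higher tissue to the lower, the median fold change was 1.94 for genes up in the cochlea and 2.42 for genes up in the vestibule (-0.95 and 1.28 on the log2 scale). The biological coefficient of variation between replicates was 0.195. The scaling moved the direction most: with library sizes alone and no TMM, 1249 genes were up in the cochlea and 2754 in the vestibule, so that the share of calls up in the vestibule rose from 57.6% to 68.8%. That scaling shifts the median log2 fold change of all genes to 0.13. Leaving out vestibule replicate 2 gave the fewest calls, 925 and 1342, and leaving out cochlea replicate 3 the most, 1863 and 2694. Without cochlea replicate 2, 1034 genes were up in the cochlea, and without vestibule replicate 1, 1522 in the vestibule. Among the 1141 genes with protein in each tissue, 95 were up in the cochlea and 121 in the vestibule in mRNA. For 171 of these genes the protein changed in the same direction, and for 159 the protein change was smaller. Their median absolute log2 fold change was 0.78 in mRNA and 0.48 in protein, but they were chosen for their mRNA change, which favours a smaller change in protein. Over all 1141 genes the SD of the log2 fold change was 0.62 in mRNA and 0.64 in protein, and over the 762 genes with all 6 protein values 0.51 and 0.53. Among the 762 genes with all 6 protein values, 61 and 67 were called in mRNA, 109 with protein in the same direction and 94 with a smaller protein change. Proteins were not called DE here.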

Plotting the RNA and protein fold-changes of the DE genes (Fig. 5), we observed that (i) more DE genes were found in the mRNA domain (235 versus 46 and 358 versus 156, upregulated in the cochlea and vestibule, respectively), (ii) genes found to be DE in protein were usually DE also in mRNA in the same direction (in the cochlea, of the genes upregulated in protein, 78% were upregulated in mRNA and only 2.2% were downregulated; in the vestibule, the corresponding numbers were 76 and 2.6%, respectively), and (iii) genes found to be DE in both domains had more extreme mRNA fold changes than those found to be DE only in mRNA (median FC: 2.90 versus 1.62 and 2.37 versus 1.69 for genes upregulated in the cochlea and vestibule, respectively*; q − values* = 9.4 × 10^−11^, 4.8 × 10^−20^, one-sided Wilcoxon rank sum-test). These observations imply that we expect the similarity between protein profiles to be higher than between their mRNA counterparts. We note that these results remain valid when using other filters or other DE detection procedures (Additional file 2: Supplementary Results). We could not perform this type of analysis on the MMT dataset as statistically reliable DE techniques require replicates.

**Fig. 5:**
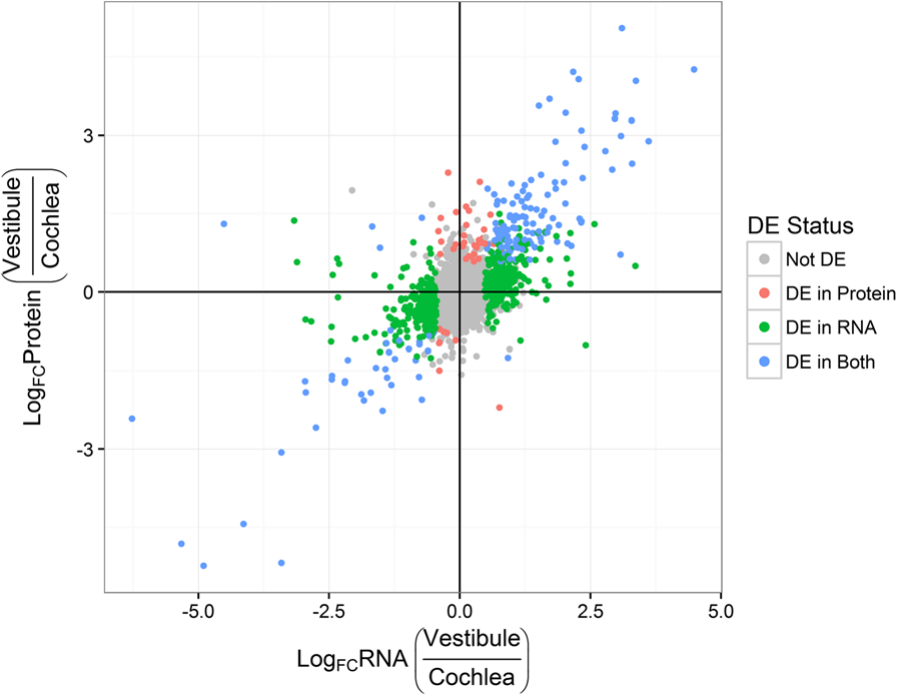
RNA and protein expression fold changes between inner ear tissues. For mRNA differential expression and fold-change estimation we used the edgeR package, with a detection threshold of *q − value* ≤ 0.05. For protein we used the samr package (two class unpaired test) with threshold *q − value* ≤ 0.1. Only proteins with measurements in all samples were included. Note that to emphasize the DE status, significant (*colored*) genes are drawn at the front and may occlude some non-significant ones

### Some tissue-functionalities coded in mRNA are not manifested in protein

For mRNA and protein, we looked for GO enrichment in the set of genes up-regulated in the cochlea versus the vestibule and vice-versa (Additional file 6: Table S5). We observed that the terms found in the mRNA domain represent a far broader list of functions than those found in the protein domain, when summarizing over the enrichments found using all filters. However, when comparing only the lists of enrichment terms found in the full data filter (i.e., using only the proteins with measurements values in all samples), the lists were similar in size, yet quite distinct in content. Only three terms overlapped in the vestibule, representing 33 and 30% of the enrichments in the mRNA and protein, respectively, and none overlapped in the cochlea. The similar size of the two lists was surprising, considering the much higher number of DE genes in the mRNA domain. It was also unexpected to see so little overlap between the lists, as 77% of the genes found to be DE in protein were also DE in the same direction in mRNA in this analysis.

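Table S5 lists, for each term found with complete proteins, the genes behind it. Of the 25 genes listed for cell morphogenesis in the mRNA domain, 24 were matched and all 24 were up in the cochlea at an FDR of 0.05, with a median log2 fold change of -1.24 (24 also adjusted over the list alone). The study chose this list on these libraries, so the counts are not independent evidence. The largest changes were in Clu (chromosome 14, 65968483 to 65981547 of GRCm38, GENCODE vM21), with a log2 fold change of -4.98 (standard error 0.29, adjusted p = 9.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Matn1. In all cochlear libraries Clu was higher, with a mean of 4964 CPM ± 1503 (SD, n = 3) in the cochlea and 157 ± 18.4 in the vestibule. Of the 50 genes matched for the wider term cellular developmental process, 47 were up in the cochlea (50 adjusted over the list alone). One of its genes with a large fold change, Acta1, was not when adjusted over all genes (log2 fold change -3.25, adjusted p = 0.123 from the same test): its counts were 45, 133 and 4305 in the cochlea, and without cochlea replicate 3 it was higher in the vestibule, at 0.67. The 7 genes listed for sensory perception were found by the study in protein, and 6 of them were up in the cochlea in mRNA (7 adjusted over the list alone), with a median of -2.28. Tecta, a gene of the tectorial membrane on chromosome 9 from 42329619 to 42399929, fell by 4.22 on the log2 scale in the vestibule (standard error 0.24, adjusted p = 8.1e-06 from the same test) and took 0.701% to 0.969% of all counts in a cochlear library and 0.0412% to 0.0555% in a vestibular one. Crym, Uchl1, Mme and Cdkn1b had log2 fold changes of -3.50, -2.28, -2.28 and -0.93, and each stayed past the threshold without each library in turn. Otoa had -0.47 and was not called (adjusted p = 0.0839 from the same test). As a set the 7 genes were shifted towards the cochlea under camera (adjusted p = 0.0247 over 11 terms) and under fry.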

The analysis in the cochlea captured the functions of cell morphogenesis and nucleobase catabolic process in the mRNA domain, and the function of sensory perception in the protein domain. Importantly, the functions enriched in the protein domain were found in the mRNA domain when using less stringent filters, but not vice versa.

The analysis of the vestibule identified functions related to cell development and morphogenesis, biological adhesion, and response to wounding in both domains. 

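For biological adhesion, 34 of the 35 genes listed in the mRNA domain of Table S5 were up in the vestibule (35 adjusted over the list alone), with a median log2 fold change of 1.15, though the list was chosen on these libraries. Of the 31 genes listed for the same term in the protein domain, 22 were up in the vestibule in mRNA and 1 in the cochlea (22 and 2 adjusted over the list alone). Acan (chromosome 7, 79053483 to 79115099 of GRCm38, GENCODE vM21) rose from 2.99 CPM ± 0.720 (SD, n = 3) in the cochlea to 34.4 ± 8.86 in the vestibule, a log2 fold change of 3.52 (standard error 0.25, adjusted p = 2.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col14a1 had 3.20 in mRNA and a protein difference of 3.28 in all 6 samples, and Podxl had 2.70 in mRNA. For response to wounding in the protein domain, 9 of 13 genes were up in the vestibule in mRNA (9 adjusted over the list alone) and 1 in the cochlea. For cell development these were 13 and 2 of 22 genes (14 and 2 adjusted over the list alone), and for cell morphogenesis involved in differentiation 6 and 2 of 12. Dab2 (1.94) was among the largest increases in these last 2 lists, and Matn1 goes the other way in each. The 11 terms of the protein domain were also tested as sets on the mRNA counts with camera, with the correlation between genes estimated for each set. At an adjusted p of 0.05, 8 were shifted the way the study found in protein, among them adhesion and cell development (each with an adjusted p of 0.0447). Response to wounding (0.0548) and cell morphogenesis involved in differentiation (0.304) did not pass camera. All 8 hold under fry, where 10 of 11 were shifted the same way. The camera calls rest on the set of libraries and the scaling: 1 term passed without TMM, 1 without cochlea replicate 1, none without cochlea replicate 2 or 3 or vestibule replicate 3, 5 without vestibule replicate 2 and 8 without vestibule replicate 1.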

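Of the 27 genes listed in Table S5 for regulation of cellular component movement in the mRNA domain, 23 were up in the vestibule (26 adjusted over the list alone), and of the 51 listed for regulation of localization, 46 were (50 adjusted over the list alone). Of the 54 matched genes of regulation of multicellular organismal process, 49 were up (53 adjusted over the list alone). For renal system development it was 8 of the 10 matched genes (10 adjusted over the list alone), with a median log2 fold change of 0.81. The study chose these lists on these libraries, so the counts are not independent evidence. Apoa4 (chromosome 9, 46240696 to 46243459 of GRCm38, GENCODE vM21) had a log2 fold change of 3.27 (standard error 0.34, adjusted p = 0.000187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at 1.71 CPM ± 0.861 (SD, n = 3) in the cochlea and 16.5 ± 2.23 in the vestibule. Trf had 2.05, Ptgs1 2.49 and Stab1 2.19. Of the renal genes, Lamb2 had 1.47 and Pdgfra 1.15, and Apc, at 0.91, was not called (adjusted p = 0.0551 from the same test, against 0.00939 from DESeq2, 0.0161 from edgeR's likelihood ratio test, and 0.0357 and 0.00827 without replicate 3 of the cochlea or of the vestibule). Except for Apc, each gene named here stayed past the threshold without each library in turn.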

Responses to general stimulus and chemicals, localization and cellular component movement, and renal system development, known to be related to ear development [21], were functions observed only in mRNA enrichments. 

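The genes behind these terms were found by the study in protein, and their mRNA is given here. Of the 33 matched genes of anatomical structure morphogenesis, 20 were up in the vestibule in mRNA and 2 in the cochlea (22 and 3 adjusted over the list alone), and of the 48 of system development 30 and 2 (35 and 3 adjusted over the list alone). Aldh1a1 (chromosome 19, 20492715 to 20643465 of GRCm38, GENCODE vM21) had the largest increase, 4.40 on the log2 scale (standard error 0.17, adjusted p = 2.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 24.2 CPM ± 4.13 (SD, n = 3) in the cochlea and 510.5 ± 11.4 in the vestibule. For extracellular matrix organization 7 of 9 genes were up, Thsd4 with 2.24, and for positive regulation of cell adhesion 5 of 7 (6 adjusted over the list alone), Itga5 with 0.87. Of the 6 genes of phagocytosis, 4 were up in the vestibule (4 adjusted over the list alone): Colec12 (1.75), Thbs1 (1.35), Coro1a (1.25) and Tgm2 (0.75). Myo7a (0.57, adjusted p = 0.157, and 0.0203 without cochlea replicate 3) and Itgav (0.19, adjusted p = 0.384 from the same test) were not called, while the protein of Itgav differed by 0.72 over 3 samples per tissue. Of the 4 genes of cartilage development involved in endochondral bone morphogenesis, Thbs1 and Hspg2 (0.75) were up in the vestibule (3 genes adjusted over the list alone, with 1 up in the cochlea), and Hspg2 lost its call without cochlea replicate 1 (adjusted p = 0.0839) or 2 (0.0726) and without vestibule replicate 1 (0.0800) or 2 (0.0639, each from edgeR's quasi-likelihood test). Col9a1 was higher by 0.45 without passing the threshold (adjusted p = 0.0902, against 0.0117 from DESeq2 and 0.0230 without TMM), and its protein differed by 1.97. Matn1 (chromosome 4, 130944385 to 130955475) was up in the cochlea instead, with a log2 fold change of -4.60 (standard error 0.17, adjusted p = 2.9e-06 from the same test). The median of these 4 genes was 0.60 and their mean -0.51, and camera and fry gave the set as lower in the vestibule (adjusted p of 0.416 and 0.0350). Matn1 had 151 CPM ± 10.9 (SD, n = 3) in the cochlea and 6.23 ± 1.07 in the vestibule, and its protein is not in the part of Table S1 used here.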

Terms relating to anatomical structure morphogenesis, and specifically to the process of endochondral bone morphogenesis, were enriched in the protein, as was the less expected term of phagocytosis. Here also, all the functions enriched in the protein domain were either found, or similar terms to them were found, in the mRNA domain with less stringent filters. In contrast, none of the functions unique to the mRNA domain were found in the protein domain when using less stringent filters. These observations fit the hypothesis that some functionalities coded in mRNA are not manifested in protein.

An exception to this behavior, that is, a function that is relatively more ‘active’ in the protein domain, was found using a different approach for detecting post-transcriptional regulated functionalities, in which we compared the functional profiles [22] of the DE genes between protein and mRNA. Using this approach, we concluded that the function of cell adhesion is post-transcriptionally controlled in the vestibule, with a relatively large number of genes that are not DE in the mRNA, but are so in the protein (Additional file 2: Supplementary Results; Additional file 7: Table S6).

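Table S6 divides the cell adhesion genes by the domain in which the study found them DE in the vestibule. In mRNA, 29 of the 30 genes listed for both domains were up in the vestibule (30 adjusted over the list alone), 23 of the 27 listed for mRNA only (26 adjusted over the list alone), and none of the 11 listed for protein only by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lists were chosen by the study on these libraries, so these counts are not independent evidence. The 11 genes listed for protein only had a median log2 fold change of 0.19, and 5 of them were lower in the vestibule. One of these, Tnc (chromosome 4, 63959785 to 64047015 of GRCm38, GENCODE vM21), was up in the cochlea, with -0.81 (standard error 0.23, adjusted p = 0.0280 from the same test), and lost that call without TMM (0.0594), without cochlea replicate 2 (0.105) or 3 (0.0587) and without vestibule replicate 1 (0.0506), 2 (0.0974) or 3 (0.0801). Adjusted over the list alone, none of the 11 genes was up in either tissue, so Tnc lost its call there as well. Lama5 (0.50) and Rap2b (-0.46) were not called with all libraries, and were without cochlea replicate 3 (adjusted p of 0.0443 and 0.0304 from the same test). As a ratio of the vestibule to the cochlea, the median fold change was 2.46 for genes in both domains and 1.78 for genes in mRNA only, a difference of 0.46 on the log2 scale (two-sided permutation test of the medians with 100000 resamples, p = 0.00757, and p = 0.0154 for the means). The permutation treats genes as independent, though all fold changes come from the same libraries, so these p-values do not measure the spread between libraries. With each library left out in turn the difference stayed between 0.36 and 0.63. Dsp (2.02) and Pecam1 (1.77) were among the largest changes of the genes in mRNA only. From the number of genes DE in protein but not in mRNA, the paper concludes that cell adhesion is controlled after transcription in the vestibule.

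**Figure D1:**
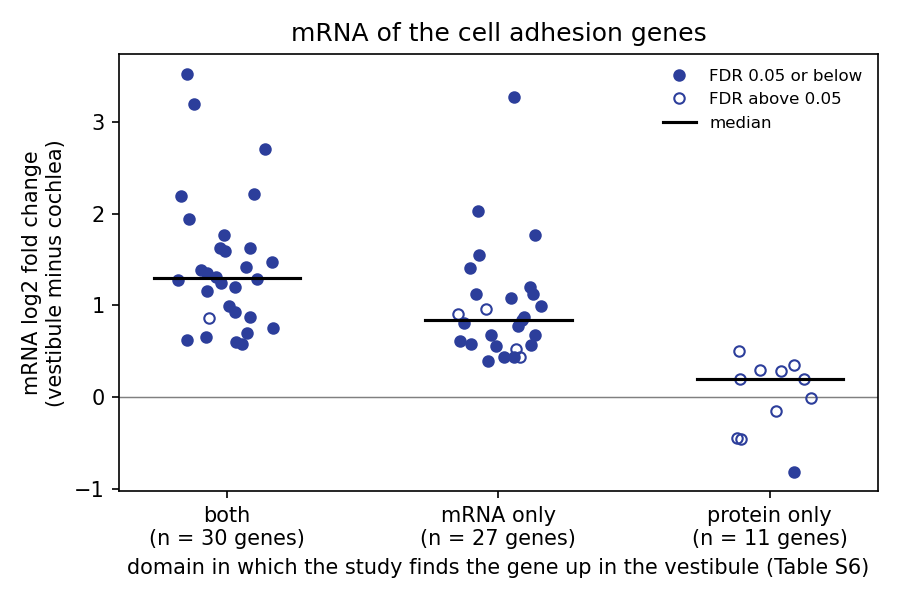
The log2 fold change in mRNA, vestibule minus cochlea, of each cell adhesion gene of Table S6 on 1 axis, grouped on the other by the domain in which the study found it DE, with each gene as a point, filled where the adjusted p is at most 0.05. The genes listed for protein only lie around 0, with a median of 0.19.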

We performed enrichment analysis on the MMT dataset as well, by ranking the genes according to their fold-changes in protein and mRNA, and using a cut-off independent approach [23] to identify enrichments in both domains (Additional file 8: Table S7; see Additional file 2: Supplementary Methods). Inspired by [24], we scored each pair of tissues according to how specific the terms that arise from the enrichment analysis are, to either the protein or the mRNA domain (Additional file 2: Figure S13). For most pairs of tissues, this analysis showed that there are more functions unique to the mRNA than to the protein. This was very prominent in functions upregulated in the heart compared to the liver. In contrast, functions up-regulated in the cerebellum, compared to the liver and kidney, were more specific to the protein domain. Next, we pooled the unique terms from all pairs, to determine which functions are uniquely enriched in one of the domains. After aggregating the results at the level of ‘GO slim’ [25], we observed that protein modification and amino acid metabolism, as well as transport, including vesicle-mediated transport, tend to be unique in the protein domain (Additional file 2: Figure S14). In contrast, lipid metabolism and catabolic processes, along with stress response, are more transcriptome-specific functions. Terms related to cell death, cell adhesion, and immune system response, all appeared multiple times (≥5) and only in the mRNA comparisons.

To complete the analysis we also analyzed genes that show relatively high expression in the mRNA, but their measurements are completely missing from the protein. We performed this analysis on all datasets. For some of the cancerous cell lines, we found tumor related functionalities that are controlled through post-transcriptional repression (Additional file 2: Supplementary Results; Additional file 9: Table S8), namely, functionalities that are coded in mRNA but are less ‘active’ in protein.

## Discussion

In this study we compared mRNA and protein expression across diverse datasets: mouse inner ear tissues, mouse organs, cancer cell lines and primate lymphoblastoids. We observed that the correlations in protein expression between groups are higher than the correlations in mRNA expression, across all datasets. It was previously observed that across *taxa* protein levels are more conserved than mRNA levels [8]. We showed this phenomenon across *tissues* as well, and explained it by changes in the transcript level that are attenuated at the protein levels. A direct outcome of this phenomenon is the compression of large differences in mRNA expression to smaller ones in the protein domain. This is the first observation of this phenomenon for non-proliferating tissues, though it was previously seen in proliferative ones [7]. Moreover, the aforementioned studies used OLS regression, which is known to suffer from a strong dilution bias [12]. Using the more robust MA regression instead, we provided evidence for such compression in EAR, PRIMATE and in MMT (except for one tissue pair). In NCI60 and the brain-cerebellum pair [MMT] the regression results supported expansion, instead of compression.

When comparing tissues that are very similar in level of expression, small biases can render the regression invalid. In order to solve this issue, we tried a non-parametric approach, which can be less powerful but is not dependent on an underlying linear model. Using this approach, we showed buffering for all datasets except NCI60. We therefore conclude that a partial buffering between translation and transcription exists in the MMT, EAR, and PRIMATE datasets. For NCI60, the results were insignificant, and supported neither compression nor its opposite, signal amplification. Perhaps a more powerful test (for example, a random effects model [12]) may provide the answer. For the PRIMATE dataset such an observation was made previously [10]. In this study, by addressing some of the limitations of that statistical analysis, we reaffirmed the correctness of the observation (Additional file 2: Supplementary Results).

We did not necessarily expect to see the same phenomena in cancer cell lines as in healthy tissues, for obvious reasons: cell lines are programmed to proliferate, whereas cells in healthy tissues divide slowly, if at all; cell lines somewhat lose their resemblance to their tissue of origin, thus becoming more similar to a “global cancer pattern”; and cell lines of the same origin may diverge in their transcriptomic and proteomic profiles as they follow different paths of cancer evolution. In addition, the post-transcriptional regulation may be altered or even damaged in cancer. We showed one manifestation of these biological differences, namely the lesser ability to separate NCI60 samples based on their origin, compared to the EAR and MMT datasets. Since the cell lines are more similar to each other in their expression profiles, the compression effect is expected to be less dominant in cancer.

A translational model has been proposed, where transcriptional signals are amplified by translational regulation [12]. The existence of an amplifying mechanism might appear to contradict the buffering suggested here. However, the authors studied budding yeast, a single cell type. In this model an increase in the mRNA level of a transcript would translate into an exponential increase of the matching protein, while our analysis is based on multiple tissues. In each tissue the transcriptional, translational and post-translational regulations are fine-tuned to enable the correct function of the tissue. Both mechanisms can coexist, i.e., the expression profiles that we observed result from a balance between compressing and amplifying mechanisms. The first is related to the tissue identity (perhaps through epigenetic marks), and the second is connected to the way the translational apparatus of a cell functions. A very similar argument was made in [12], in the context of different species. We speculate that the contradicting evidence we observe for buffering in groups that are more similar to one another might be the result of such balance; i.e., in such groups, the balance between the two mechanisms leans towards amplification.

What biological mechanism explains the buffering observation? Decoupling is achieved by changing the translation rates, the protein degradation rates, or both. We cannot distinguish between these three options using our analysis, yet according to the literature, protein translation is assumed to be the major contributor to the variance of protein concentration [18], and was shown to change through tissue differentiation [5]. Hence we can speculate that the translation rate is the factor that is changing between the two tissues, although in a different context, of expression quantitative trait locis in LCLs, the buffering observed between protein and mRNA was attributed mainly to protein degradation [26]. In Supplementary Results [Additional file 2] we discuss explanations from the literature [6, 7] as to how the coordination of translation and transcription is achieved, and demonstrate that alternative polyadenylation, one of the proposed mechanisms [7], plays only a minor role, if any, in this balance in the EAR dataset.

We acknowledge the possibility that mRNA measurement error might cause an overestimation of the buffering effect. It is well known that distinct tissues may contain different amounts of RNAase that degrade mRNA at dissimilar degrees and with different specificities [27]. Given the impact mRNA integrity has on transcript quantification [28], these differences may result in measurement errors that are inconsistent between tissues. By using ribosome profiling data instead of RNA-seq measurements, one can avoid this problem altogether, and obtain more rigorous results. Another source of error is the number of amplification cycles and the precise PCR conditions used for each sample. We used the Spearman’s correction to mitigate the between-replica error but we did not account for systemic errors between tissues. Tighter experimental controls, together with more elaborate statistical normalization techniques, can address this potential error.

We demonstrated how the prediction of protein can be improved by taking the range compression into account. Models that allow PTR to vary between tissues in a direction that buffers the change in protein levels (R\FCB), performed better than models that did not allow this variation or ignored RNA levels altogether. The improvement in the prediction error was between 9 and 24%, depending on the dataset. The largest improvement was achieved in the EAR, but in this dataset the prediction was very good to begin with. In the PRIMATE dataset the smaller improvement of 14% can make a large difference in the prediction quality. This enhanced ability to predict protein levels can be utilized, for example, to better predict disease status using machine learning. The higher accuracy exhibited by the RFCB method in the prediction of the NRAS protein level in breast cancer cell lines, supports its usage in disease status evaluation, as overexpression of NRAS is associated with poor prognosis in breast cancer [29]. In the future, as understanding of mRNA-protein relationship improves, more sophisticated prediction tools can be developed that will be aware of this mechanism and explore different features of it (for example, whether it saturates in higher mRNA expression levels).

If buffering worked in the linear fashion captured by the FCB model, and the noise level was similar in the measurements of protein and mRNA, we would expect the correlations between tissue pairs in the protein and the mRNA domains to be almost equal. We observed, however, that the correlations in the protein domain were higher. This is a surprising finding, especially in light of the higher noise level in protein, suggesting that a more powerful nonlinear buffering model could be described. Another support for a stronger buffering comes from the number of DE genes we found, which was much higher in the mRNA domain. As mentioned, the protein measurements are slightly noisier, though probably not to the extent that justifies these high differences.

In the enrichment analysis we observed that the functionalities represented at the protein domain were, by and large, a subset of the functionalities represented at the mRNA domain, which were far more numerous. The fact that we find less enrichment categories in protein is partially explained by the missingness pattern in the protein measurements: we have less chance to detect categories in which some or all of the genes are lowly expressed in the protein domain (or characterized by low detectability by MS). Focusing on the subset of genes with full measurements in protein allows a more fair comparison, but nearly ignores the possible differences between those ‘low expression’ categories. In that comparison we found a similar number of enrichment categories for protein and mRNA. The lists differ greatly; however, we notice that the categories that were found in the protein and not in the mRNA, were represented in the analysis of the full, non-filtered, mRNA data. We can conclude that all the functionalities that are represented in the protein are also evident in the mRNA data. For the opposite direction it is much harder to tell; to accurately answer this question we need to somehow predict the missing values in the protein, or develop an enrichment analysis tool that is aware of the ‘missing not at random’ nature of the data [30].

Why does one tissue maintain higher mRNA levels but the same protein levels compared to another, where such practice requires more energy from the cell? We suggest that functionally distinct tissues possess different mRNA profiles but similar protein profiles, in rest, as part of a preparation for a stimulus. Under some stimulus a translational inhibition is removed from a gene (or group of genes) that is DE between the tissues only at the mRNA domain, so that the tissue that possesses higher levels of the gene’s transcript will synthesize the protein faster. Indeed, one of the virtues attributed to translational control is the possibility of rapid response to external stimuli [31]. Moreover, when exposing mammalian cells to stress induced by dithiothreitol, mRNA- and protein-level regulation contribute equally to the change in protein expression [32], demonstrating the importance of protein-level regulation under stress. If our suggestion is correct, it might be beneficial to measure both mRNA and protein levels in order to deduce functionality of genes. If a gene is DE at the protein domain, then the protein is important to the function of the resting tissue. If a gene is DE only at the mRNA domain, then it is required for the tissue functionality under some stimulus.

The fact that the vestibular up-regulated genes are enriched for response to stimulus and chemicals only in the mRNA domain might be a manifestation of this hypothesis, as a role for these responses in the normal development of the ear is not known. Also fitting this hypothesis are the multiple immune related terms found in the mRNA domain, in the analysis of the non-filtered data. Nevertheless, the lack of these terms from the protein analysis might be related to a relatively low expression of the genes in these categories. In the MMT analysis we see a similar pattern. Response to stress terms are enriched in mRNA data and not in protein, and those of immune system response are unique only to mRNA. In the literature we can find examples where the translational regulation of genes changes in response to heat shock [33], hypoxic stress [34], changes in iron concentration [35], and exposure to EGF [24]. It is interesting to explore whether the genes activated in these responses are highly expressed in the mRNA domain, compared to a tissue that is not normally subjected to these types of stress, even before the actual exposure.

## Conclusions

Our work demonstrates that protein levels are more conserved between tissues than mRNA levels. We employed this observation to improve the prediction of protein levels in a non-proliferating tissue based on the mRNA levels measured in that tissue, by using data from several other tissues. A biological explanation is proposed as to why tissues maintain different levels of mRNA and similar levels of protein, by providing examples where this phenomenom serves as a preparation for a stimulus.

## Methods

### EAR mRNA data generation

Cochlear and vestibular sensory epithelia were dissected from 20 inner ears of 10 P0 C57Bl/6 J mice, generating 2.4 and 1.5 μg of total RNA, respectively. Four hundred and fifty nanogram RNA from each sample was used to create libraries with the TruSeq Stranded mRNA Sample Prep Kit (Illumina), followed by high-throughput sequencing at 100 bp paired end (PE) at the Technion Genome Center, Haifa, Israel. Six samples were generated, three cochlear and three vestibular, for sequencing in triplicate. 

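The share of all listed counts that fell on no gene was 4.30%, 4.73% and 7.45% in cochlea replicates 1, 2 and 3, and 6.85%, 7.00% and 5.77% in the vestibular ones. Between 20097 and 22113 genes had at least 1 count.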

Read quality was assessed using ShortRead and reads were aligned using tophat2 against a mouse reference genome (Mus_musculus.GRCm38.74). BAM files were manipulated using Samtools and per-gene counts of the reads were computed using htseq-count. edgeR was used for calculating DE, fold changes and RPKM normalized values. 

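The deposited log2 RPKM can be recomputed from the counts with the library sizes alone: the difference between both varied over the 6 libraries by at most 9.4e-14 for any gene, against a median of 0.24 with TMM factors. The TMM factors used for the tests on counts were 0.977, 0.921 and 0.981 for cochlea replicates 1 to 3 and 1.09, 1.05 and 0.990 for the vestibular ones. The correlations and slopes given for the matrix are thus on values scaled by library size only, and the calls of DE on values with TMM.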

Only genes that have one read per million in three or more of the samples were included in the analysis. See [36] for references to each software tool.

### EAR proteomics data generation

Cochlear and vestibular sensory epithelia were dissected from 15 P0 C57Bl/6 J mice, with samples from each set of five mice pooled to generate one of three replicates of protein from cochlear or vestibular tissues. Protein samples were reduced with DTT and alkylated with iodoacetamide followed by in-solution digestion with trypsin. Peptides from two replicates were analyzed by single LC-MS runs and one replicate was further separated into six fractions, each analyzed by LC-MS on the EASY-nLC1000 UHPLC coupled to the Q-Exactive MS. Raw MS files were analyzed with MaxQuant and the Andromeda search engine. The label-free algorithm was used for protein quantification with a minimum two ratio counts for normalization. The database search was performed against the Mouse Uniprot database (2013) with 50,807 entries and a list of common contaminants. False discovery rate (FDR) was determined using the forward-reverse approach, and set to 1% FDR on the peptide and protein levels. Database search parameters included Trypsin/P as the proteolytic enzyme, N-terminal acetylation and methionine oxidation as variable modifications, and carbmidomethyl cysteine as a fixed modification. Maximum two miscleavages and a maximum peptide charge of +7 were allowed. First database search was used for mass recalibration with an error tolerance of 20 ppm followed by the main Andromeda search with mass tolerance of 4.5 ppm for MS spectra and 20 ppm for the MS/MS spectra. Peptide length was set to a minimum of seven amino acids. Analysis of the raw MS data identified 7244 proteins, with correlations of 0.9 and 0.95 between biological replicates of cochlea and vestibule, respectively. The expression profiles are available in Additional file 1: Table S1. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium [37] via the PRIDE partner repository with the dataset identifier PXD003379.

### MMT RNA data preprocessing

Multiple Mouse Tissues (MMT) data were downloaded as fastq files from ArrayExpress database (www.ebi.ac.uk/arrayexpress) under accession number E-GEOD-30352 and processed into read counts using the same protocol and reference genome as the EAR data. Out of 36,441 genes, only 16,969 genes that have one read per million in three or more of the samples were included in the analysis. We used samples for both wild mice and C57Bl/6 J mice. There was clear separation of the samples by tissue and only poor separation by strain (Additional file 2: Figure S15). Therefore, we chose to summarize tissue information from both strains in order to increase the statistical power.

### MMT protein data preprocessing

Proteomic data was taken from [15]. For each tissue, the study provides two types of measurements, the MS intensity of the light version of the peptide, and the intensity ratio of heavy and light versions of the peptide. The choice of which quantity to use in each analysis is detailed in section ‘Units of measurements’.

Protein samples of three different brain regions were merged into a single summary sample by computing a weighted mean. This summary sample can be compared to the RNA brain samples that were produced from entire brain except olfactory bulb and cerebellum [14]. The weights used, based on the volume proportions of the regions in an adult C57BL/6 J mouse brain [38], were 61.9, 24.3, and 13.8% for the cortex, medulla and midbrain respectively. The midbrain volume is computed from the sum of volumes of the superior and inferior colliculi, central gray, and the structure named “the rest of midbrain”. Similarly, protein samples of two different kidney regions were merged into a single representing sample. The weights used here were volume proportions of the regions in a newborn Swiss Webster mouse [39] (58.5 and 41.5% for the cortex and medulla, respectively).

### NCI60 RNA data retrieval

Transcriptomics (series accession GSE32474 [16, 40]) and proteomics [17] data were downloaded from: http://129.187.44.58:7070/NCI60/.

### Units of measurement

In the MMT and PRIMATE datasets proteins were quantified using the SILAC technique, which gives for each protein the ratio of expression between an individual sample to an internal standard (SILAC tissue). In both datasets, we also quantified the protein levels based on the intensity of the peptides in the light version, which corresponds to peptides from the non-SILAC tissue. The absolute levels were used in the production of summary statistics, calculation of correlations, and prediction of protein levels, whereas the SILAC ratios were used in MDS plotting, DE analysis, and testing whether PTRs vary in a direction that reduces protein divergence. The use of SILAC ratios was preferred in the last scenarios as it yields a more accurate estimate of protein abundance between two proteomes [41].

#### EAR

The protein unit is *LFQ Intensity*/*MW*, where LFQ is a commonly used normalization for protein intensity [42], and MW is the molecular weight in kDa. The mRNA unit is RPKM (Reads Per Kilobase per Million mapped reads) [43]. For DE analysis using edgeR [44], the read counts were used.

#### MMT

The unit used for absolute protein levels is *Intensity. L*/*MW*, where Intensity.L is the sum of the measured intensities of the light version of the peptides composing the protein. The unit used for relative protein levels is Ratio.H.L.normalized, where Ratio.H.L.normalized is the ratio of the heavy to light intensities, after applying normalization as in [15]. A mix of SILAC mouse tissues served as an internal standard. The mRNA unit is RPKM. For DE analysis using edgeR, the read counts were used.

#### NCI60

The protein unit is *LFQ Intensity*/*MW*. The mRNA unit is the intensity level measured from the microarray chip, normalized as in [16].

#### PRIMATE

The unit used for absolute protein levels is iBAQ [18], based on the intensities of the light version of the peptides composing the protein. The unit used for absolute mRNA levels is RPKM. The unit used for relative protein levels is Ratio.H.L.normalized. A single human SILAC served as an internal standard. The unit used for relative mRNA levels is *RPKM*_*sample*_/*RPKM*_*standard*_, using the same reference cell line. The relative mRNA levels were used for the same purposes as the relative protein levels.

### Spearman’s correction

When we wish to compute the correlation between two parameters, measurement errors of each parameter weaken our results. Spearman’s correction accounts for this effect and utilizes repeated measurements to correct it. We can infer the Pearson correlation between the latent variables φ and ψ, given N measurements of φ, marked *x*_1_, …, *x*_*N*_, and M measurements of ψ, marked *y*_1_, …, *y*_*M*_. The following estimator for the Pearson correlation between φ and ψ is then used [12]:

$$ {\widehat{r}}_{\phi \psi}=\frac{{\left({\displaystyle {\sum}_{i, j}^{N, M}{r}_{x_i,{y}_j}}\right)}^{\frac{1}{N\times M}}}{{\left({\displaystyle {\sum}_{i< i\hbox{'}}^N{r}_{x_i,{x}_{i\hbox{'}}}}\right)}^{\frac{1}{N\left( N-1\right)}}{\left({\displaystyle {\sum}_{j< j\hbox{'}}^M{r}_{y_j,{y}_{j\hbox{'}}}}\right)}^{\frac{1}{M\left( M-1\right)}}} $$

Where $$ {r}_{x_i,{y}_j} $$ is the empirical correlation between measurements *x*_*i*_ and *y*_*j*_. We assume that all the empirical correlations are positive. The estimator is in [0,∞).

To correct the mRNA correlation between the groups, we treat φ as the levels of mRNA in one group, and ψ as the levels in the other group. We do the same for protein levels. Note that this method can also be used to correct mRNA-protein correlations within a group, treating φ as the levels of mRNA, and ψ as the levels of protein in that group.

### MDS plots

Multi-dimensional scaling was used to plot and visualize sample similarity. Plots were calculated using the function cmdscale in package stats (https://www.r-project.org/). For the MMT dataset, the relative protein levels were used.

### Regressing log ***FC***_*protein*_ on log ***FC***_*mRNA*_

For all pairs of groups in all datasets, we regressed log ***FC***_*protein*_ on log ***FC***_*mRNA*_ using ordinary least square (OLS) or a variant of the major axis (MA) regression. For EAR, MMT, and PRIMATE we used regular MA. For NCI60 we used scaled MA (SMA). The choice of which variant of MA to use followed [45] (see Additional file 2: Supplementary Methods). We employed three different versions of F − test supplied in the smatr package [46] to test whether the slope is significantly different from 1 for OLS and (S)MA regression. We applied FDR correction for each dataset and method separately.

### Protein levels prediction models

Assuming we have *T* − 1 groups with matching mRNA and protein profiles, and we want to predict the protein levels in a new group *T*, using the data from the first *T* − 1 groups and the mRNA levels in group *T*.

We compared three different estimators:

1. **Average PTR (APTR):** It was previously suggested to use the average translational efficiencies measured in the first *T* − 1 groups, and multiply them by the matching mRNA levels in group *T* [8]. A trivial linear model describing this prediction for a single gene is:

$$ \log {P}_T=\frac{1}{T-1}{\displaystyle \sum_{i=1}^{T-1} \log \frac{P_i}{R_i}{R}_T} $$

Where *P*_*i*_ and *R*_*i*_ are the measured protein and mRNA levels, respectively, in group *i*. This model can generalized by giving weights to the different groups. The result is called **Weighted Average PTR (WAPTR)** estimator. Weights are obtained by regression.

2. **FC Based (FCB):** A different model assumes linear relationship between log*P* and log*R* (similar to [7]). If for group *i* log *P*_*i*_ = *α* log *R*_*i*_ + *β*, then for two groups: $$ \log \frac{P_1}{P_2}=\alpha \log \frac{R_1}{R_2} $$. α is estimated by regression. We expect 0 < α < 1, in concordance with our previous results. By averaging over all groups, we obtain the following estimator for log *P*_*T*_:

$$ \log {P}_T=\frac{1}{T-1}{\displaystyle \sum_{i=1}^{T-1}\left(\alpha \log \frac{R_T}{R_i}+ \log {P}_i\right)} $$

Or in a different form, which shows the relation to the APTR estimator:

$$ { \log {P}_T}_{FCB}={ \log {P}_T}_{APTR}+\frac{1}{T-1}{\displaystyle \sum_{i=1}^{T-1}\left(1-\alpha \right) \log \frac{R_i}{R_T}} $$

To generalize the model by allowing group weights, the simplest way assumes an exponential scaling of the protein levels between different groups, that is *γ*_*i*_ log *P*_*i*_ = *α* log *R*_*i*_ + *β*, with *γ*_*T*_ = 1. This would yield the **Relaxed FCB (RFCB)** estimator:

$$ \log {P}_T=\frac{1}{T-1}{\displaystyle \sum_{i=1}^{T-1}\left(\alpha \log \frac{R_T}{R_i}+{\gamma}_i \log {P}_i\right)} $$

The group-specific exponents are obtained by regression.

3. **Average Protein (AP):** The simplest estimator is averaging over the protein levels in the other groups, ignoring the mRNA data:

$$ \log {P}_T=\frac{1}{T-1}{\displaystyle \sum_{i=1}^{T-1} \log P} $$

This model can also be expanded to give weights for the different groups (**Weighted Average Protein (WAP)** estimator). Weights are obtained by regression.

### Scoring prediction models

For each dataset we included only the genes for which we had proteomic and transcriptomic data from each of the groups, i.e. a measurement was available for at least one sample belonging to the group (5048, 3514, 3223, and 3394 genes in EAR, MMT, NCI60, and PRIMATE datasets, respectively). We then averaged the data over the repeats in each group. We iterated over the groups, each time setting another one as missing. For each of the aforementioned models we fitted a regression model that allowed scaling of the original estimator and also included an intercept. We performed 10-fold cross-validation on the fitted model, and collected the Root Mean Square Error (**RMSE**), using the DAAG package (cran.r-project.org/web/packages/DAAG). For each group we divided the RMSE by the standard deviation of the protein levels in the group. The result is a dimensionless measure for prediction quality called **NRMSE**, which can be used to compare predictions across datasets.

We followed a different procedure when calculating how much of the variance in protein level is explained by a specific model. We fitted the model for each group separately, and took the median percentage of variance explained. A similar technique [47], which is more appropriate for the evaluation of prediction under a cross-validation scenario, gave results within a range of <1% of the reported results.

For the prediction of protein levels of oncogenes in the NCI60 dataset, we fitted the regression models using data from all genes except the selected oncogenes.

## Additional files

Additional file 1: Table S1. Protein Data for EAR. Results from mass spectrometry and metadata used to normalize protein intensities and to connect proteins with genes. (XLSX 1184 kb)

Additional file 2: Supplementary Data. Supplementary table legends, figures, methods and results. (PDF 2108 kb)

Additional file 3: Table S2. Summary Statistics for Datasets. Statistics are available at the level of a dataset, a group within a dataset, and a sample, for samples quantified for both RNA and protein. All statistics are based on genes with some measurements in both protein and RNA. (XLSX 46 kb)

Additional file 4: Table S3. Log FC Regression. Results of OLS and (S)MA regression of log*FC*_*protien*_ on log*FC*_*mRNA*_. (XLSX 17 kb)

Additional file 5: Table S4. Non Parametric Tests for the Relation of PTR and DE between Pairs of Groups. Results of the nonparamteric approach in demonstrating relation of PTR and DE between pairs of groups, using either *global* or *local* testing procedures. (XLSX 29 kb)

Additional file 6: Table S5. EAR Differential Expression and Enrichment. Statistics of the differential expression analysis in the EAR dataset, and emerging terms in the enrichment analysis. (XLSX 87 kb)

Additional file 7: Table S6. Cell Adhesion Annotated Genes. List of genes up-regulated in the vestibule [EAR] in either protein or mRNA, and annotated for the GO term ‘cell adhesion - GO:0007155’. (XLSX 17 kb)

Additional file 8: Table S7. MMT Enrichments and Domain Specificity. Emerging terms in the enrichment analysis of the MMT dataset, and scoring of their specificity, to either the protein or the mRNA domain. (XLSX 1597 kb)

Additional file 9: Table S8. Post-Transcriptional Repression. Statistics of the post-transcriptionally repressed genes analysis, and emerging terms in their enrichment analysis. (XLSX 63 kb)

## Abbreviations

(R)FCB: (Relaxed) FC Based
(R)MSE: (Root) mean square error
(W)AP: (Weighted) average protein
(W)APTR: (Weighted) average protein-transcript ratio
DE: Differentially expressed
FC: Fold change
FDR: False discovery rate
GO: Gene ontology
LCL: Lymphoblastoid cell line
MA: Major axis
MDS: Multi-dimensional scaling
MMT: Multiple mouse tissues
mRNA: messenger RNA
MS: Mass spectrometry
OLS: Ordinary least square
P0: Post-natal day 0
PTR: Protein-transcript ratio
RPKM: Reads per kilobase per million
SILAC: Stable isotope labeling with amino acids in cell culture

# Supplementary material for: Reduced changes in protein compared to mRNA levels across non-proliferating tissues
**Source:** BMC Genomics. 2017 Apr 18;18:305. doi: 10.1186/s12864-017-3683-9
**Supplement:** Supplementary file 2 — Supplementary Data. Supplementary table legends, figures, methods and results.

## Reduced changes in protein compared to mRNA levels across non-proliferating tissues

Kobi Perl, Kathy Ushakov, Yair Pozniak, Ofer Yizhar-Barnea, Yoni Bhonker, Shaked Shivatzki, Tamar Geiger, Karen B. Avraham and Ron Shamir

### Supplementary Data

---

#### CONTENTS

## SUPPLEMENTARY TABLES LEGENDS

**Table S1.** Protein Data for EAR. Sheets: Mass.Spectrometry – Results from mass spectrometry; Proteins.Metadata – Metadata used to normalize protein intensities and to connect proteins with genes; Common columns: Majority protein IDs - uniprot identifiers; 'Mass.Spectrometry' columns: Gene names - MGI symbols; Protein names; Protein IDs - uniprot identifiers; LFQ intensity C15, C55, C85 - LFQ normalized intensities of the gene in the three cochlear samples; LFQ intensity V15, V55, V85 - same for vestibule; PEP - Posterior error probability score; Intensity - MaxQuant raw intensity; 'Proteins.Metadata' columns: MW - Molecular weight in Dalton; ENSG - Associated Ensembl gene.

**Table S2:** Summary Statistics for Datasets. Statistics are available at the level of a dataset, a group within a dataset, and a sample, for samples quantified for both RNA and protein. All statistics are based on genes with some measurements in both protein and RNA. Sheets: Datasets, Groups, Paired.Samples – The different levels at which we calculated the summary statistics; Columns: Dataset, Group, Sample – Identifiers; N - Number of genes that have some measurement in both protein and RNA; Correlation – Correlation between protein and RNA expression levels; Unit – Unit of measurement of RNA and protein; Mean, Min, Max, IQR (interquantile range), SD (standard deviation) – Summary statistics for RNA and protein.

**Table S3.** Log FC Regression. Dataset, Group1, Group2 - group pair identifier; n - number of genes for which we had at least one measurement in both groups, in both domains;  $r^2$  - Pearson's correlation between mRNA FCs and protein FCs; OLS.slope, OLS.p, OLS.q - slope of OLS regression, p- and q-values of the regression; (S)MA.slope, (S)MA.p, (S)MA.q - same for (S)MA regression; MA.variant – the major axis variant used, either MA or SMA.

**Table S4.** Non Parametric Tests for the Relation of PTR and DE between Pairs of Groups. Sheets: Spearman - the Spearman's rank correlation between the  $\log FC_{PTR}$  and the  $\log FC_{mRNA}$  vectors (*global* approach); DE\_FDR\_0.05 and DE\_FDR\_0.10 - the results of the Wilcoxon test using either FDR thresholds to declare DE genes (*local* approach); Common columns: Dataset, Group1, Group2 - group pair identifier; N - number of genes for which we could calculate both  $\log FC_{PTR}$  and the  $\log FC_{mRNA}$ ; 'Spearman' columns: spearman.rho, spearman.p, spearman.q - Spearman's correlation, p- and q-values of the significance test; 'DE\_FDR\_x' columns: n.up, n.lo - number of genes detected as DE in each direction; logFC(PTR).median.up, logFC(PTR).median.lo - The median  $\log FC_{PTR}$  of the genes DE in each direction; wilcox.p, wilcox.q - p- and q-values of the Wilcoxon test. All numeric measures are medians over the sample selection scheme.

**Table S5.** EAR Differential Expression and Enrichment. Sheets: Enrichments – Enrichments of DE genes; Metadata – Number of emerging DE genes and GO terms when using different filters; DE.Statistics - Statistics of the differential expression analysis; Common column: Filter - the filter applied on the genes before the DE analysis (see Supplementary Results for filter names); 'Enrichments' columns: Domain - mRNA / protein; Group - Cochlea / Vestibule; Enriched with - GO term; #genes - number of genes annotated with the term; Raw p-value, Corrected p-value - p-value was corrected within a domain and a filter; Frequency in set (%) - frequency of genes annotated with the term in background; Gene List - the genes annotated for the GO term; 'Metadata' columns: Genes - Number of genes passing the filter; Up c, Up v - Number of genes up-regulated in the cochlea and vestibule respectively; GO c, GO v - Number of GO terms found in enrichment analysis; NT - Only for protein data, the number of genes not tested for differential expression by SAM; 'DE Statistics' columns – Up c, Up v, NT – same definitions as in 'Metadata'; logFC - Log fold-change (cochlea / vestibule); % Up in c agree w other domain, % Up in v agree w other domain - Percent of genes up-regulated in the cochlea ( \ vestibule) in the specific domain (mRNA \ protein) that are also up-regulated in the cochlea ( \ vestibule) in the other domain; % Up in c+Up in v in other domain, % Up in v+Up in c in other domain - Percent of genes up-regulated in the cochlea ( \ vestibule) in the specific domain (mRNA \ protein) that are DE in the opposite direction in the other domain; Higher FC when up in c agree w other domain, Lower FC when up in v agree w other domain - P-values of testing whether fold-changes are more extreme when the gene is DE in both domains than when it is DE in one domain (mRNA \ protein); One-sided Wilcoxon rank sum-test; We use mRNA FCs and protein FCs for the mRNA and protein domains respectively.

**Table S6.** Cell Adhesion Annotated Genes. List of genes up-regulated in the vestibule [EAR] in either protein or mRNA, and annotated for the GO term 'cell adhesion - GO:0007155'. Columns: Entrez, Symbol - identifiers; DE in mRNA, DE in protein - whether the genes were DE in either domains.

**Table S7.** MMT Enrichments and Domain Specificity. Sheets: MMT.Enrichments - Enrichments in the MMT dataset for each pair of groups being compared (q-value  $\leq$  0.1, GOrilla); Pair.Specificity - For each pair of groups, the specificity of terms to either the protein or the mRNA domain; Slim.Specificity - For each GO slim term, the specificity of the descendant terms to the protein or the mRNA domain; Common columns - Group.Up, Group.Down (MMT.Enrichments, Pair.Specificity) - The groups being compared; GO.Term \ GO.slim, Description (MMT.Enrichments, Pair.Specificity) – Relevant GO term and its description; mRNA.Specificity, Protein.Specificity (Pair.Specificity, Slim.Specificity) – Specificity of the GO terms to the mRNA \ protein domain after aggregating by the groups being compared, or by an ancestor GO slim term (0-1, 1 is most specific); Combined.Specificity (Pair.Specificity, Slim.Specificity) - Protein.Specificity minus mRNA.Specificity; 'MMT.Enrichments' columns: Domain - mRNA / protein; p.value, q.value - p-value and q-value for the enrichment. q-values provide correction for multiple testing within a pair of groups and a direction; Enrichment,N,B,n.small,b.small – GOrilla's parameters of

enrichment, detailed in the 'README' sheet; Genes - The list of associated genes that appear in the optimal top of the list; Max.Similarity - The maximal similarity (0-1) of the GO term to a term in the equivalent list in the other domain; 'Slim.Specificity' columns - N.Terms.Unique, N.Terms.Total - Number of unique \ non-unique GO terms that were aggregated into the GO slim; p.value, q.value - P-value and q-value for testing whether the proportion of unique mRNA terms out off all unique terms equals p ( $p=0.56$ , two-sided proportion test).

**Table S8.** Post-Transcriptional Repression. Sheets: Enrichments - enrichments of the post-transcriptionally repressed genes; Metadata - metadata about the number of genes post-transcriptionally repressed; Common columns: Dataset, Group - group identifier. 'Enrichments' columns: Enriched with - GO term; #genes - number of genes annotated with the term; Raw p-value, Corrected p-value - p-value was corrected within a dataset and a group; Frequency in set (%) - frequency of genes annotated with the term in background; Gene List - the genes annotated for the GO term. 'Metadata' columns - Detected - number of genes for which both mRNA and protein were detected; Not detected - Number of genes for which only mRNA was detected; Above Threshold - number of genes above the 'detectability' expression threshold; Post-Transcriptionally Repressed - number of genes that are post-transcriptionally repressed out of those above the expression threshold.

## SUPPLEMENTARY FIGURES

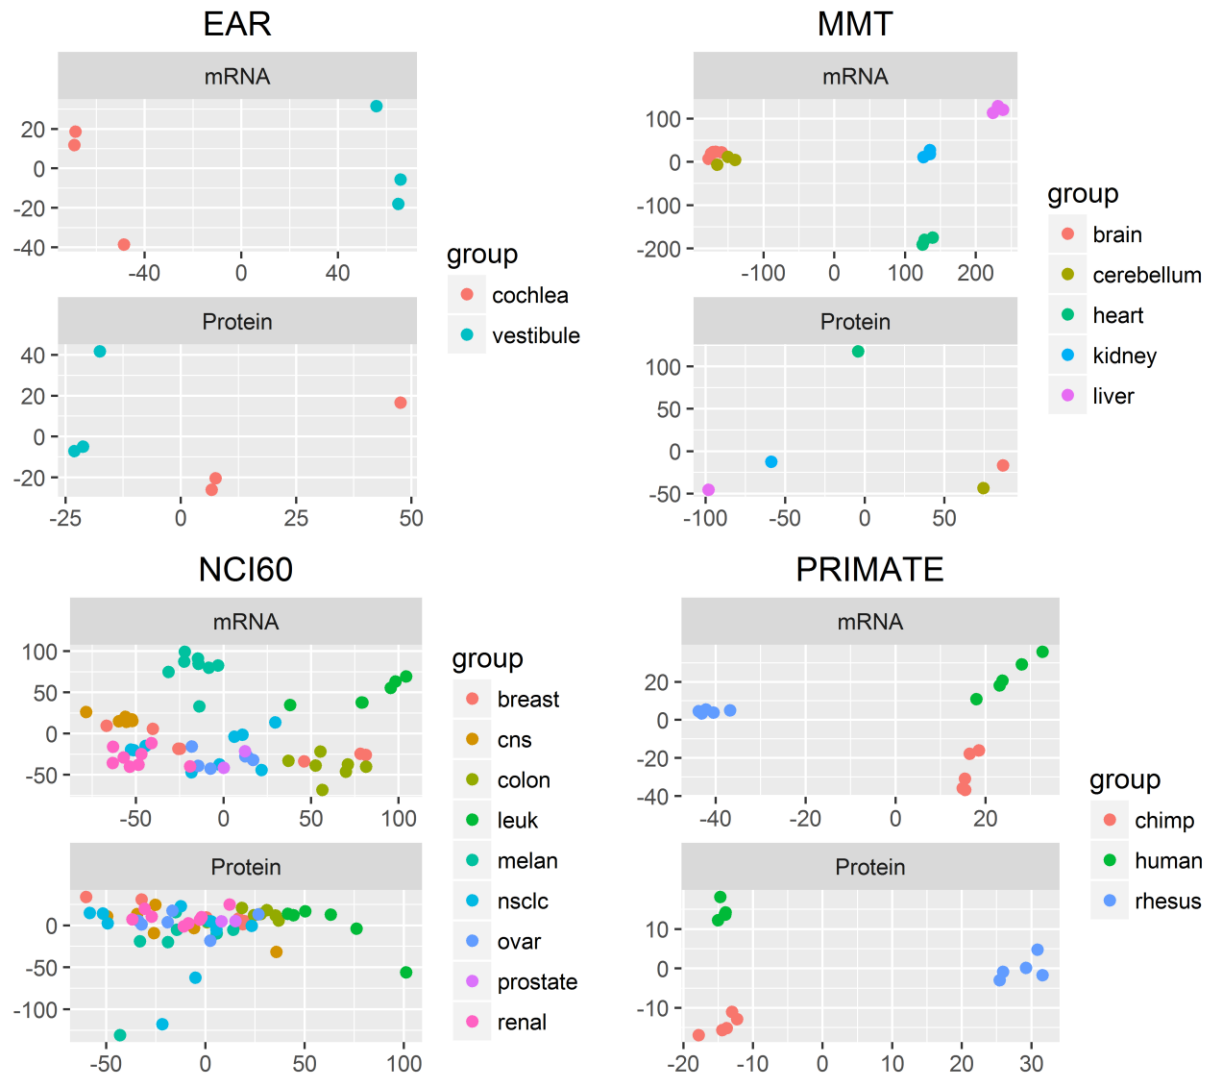

**Figure S1.** MDS plots comparing samples in the different datasets according to their mRNA or protein expression. The upper and lower figures for each dataset are the MDS plots according to the mRNA or protein expression, respectively. The x- and y-axis are the first and second coordinates, respectively. The samples are colored by their group. The groups are clearly separable by both mRNA and protein, in all but the NCI60 dataset, where the separation becomes less clear. The MDS plots are based on all the data, and not just the portion of genes for which we find expression in both domains.

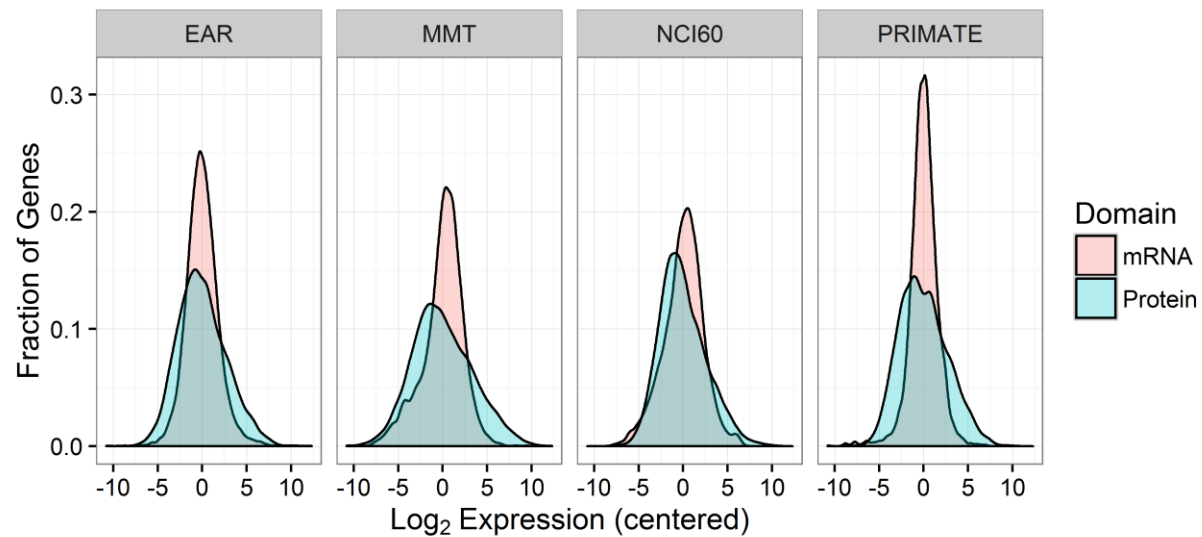

**Figure S2.** Dynamic range of expression in mRNA and in protein. The absolute levels of expression in mRNA (red) and protein (blue) are displayed in a density plot. The levels were centered around 0 to allow comparison of the dynamic range between mRNA and protein. For measures of variability (standard deviations and interquartile ranges), see Table S2 [Additional file 3].

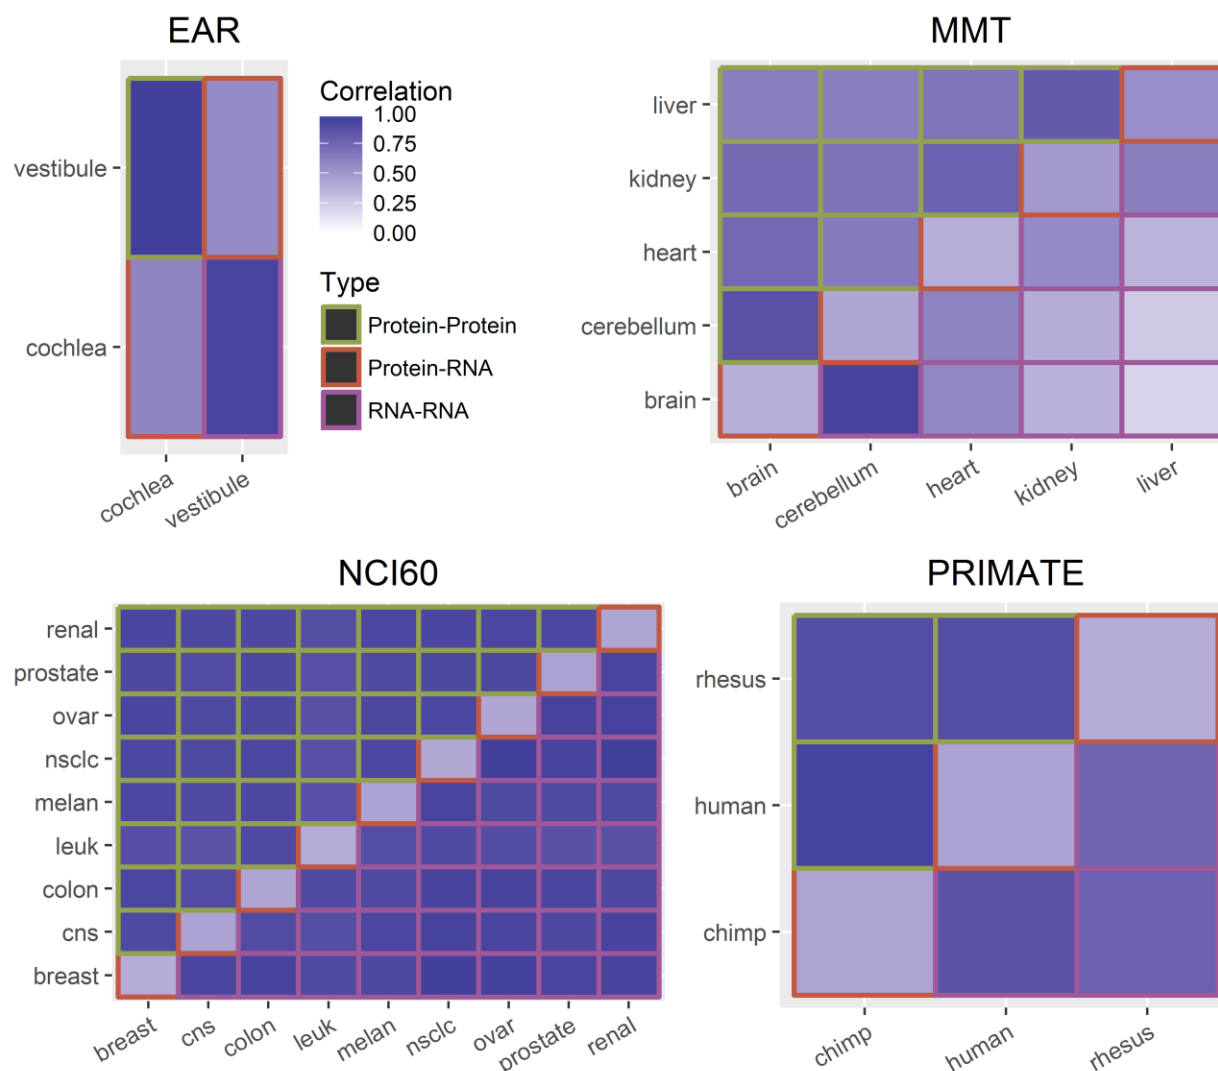

**Figure S3.** Protein and mRNA correlations between groups for different datasets. Each subfigure describes the Pearson's correlation ( $r$ ) between expression levels in one dataset. The upper and lower triangles contain the protein-protein and mRNA-mRNA correlations between pairs of groups, respectively. The diagonal contains the protein-mRNA correlations within each group. Darker color corresponds to higher correlation. The correlations are not Spearman corrected because the correction cannot be applied on the MMT dataset, and this figure is intended for comparison between datasets.

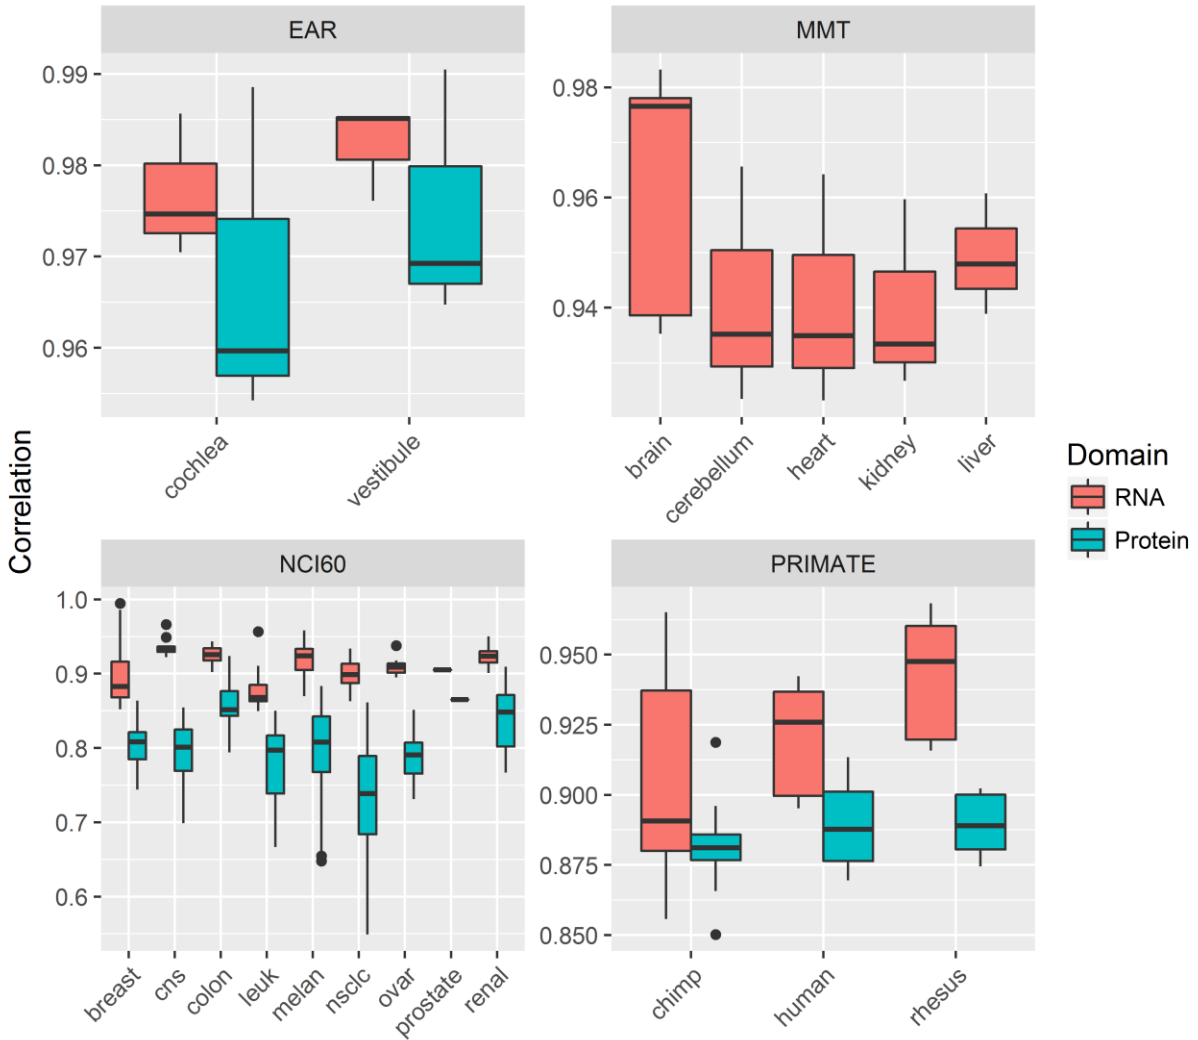

**Figure S4.** Correlation between replicates. By 'replicates' we mean samples from the same group. For each dataset we plotted the boxplots of the distribution of Pearson's correlation ( $r$ ) between replicates in the mRNA levels (pink) and the protein levels (light blue) aggregated by group. For the MMT dataset we had no protein replicates, so only mRNA correlations are presented. See Fig. 4 for box plot structure. Outliers are not labeled.

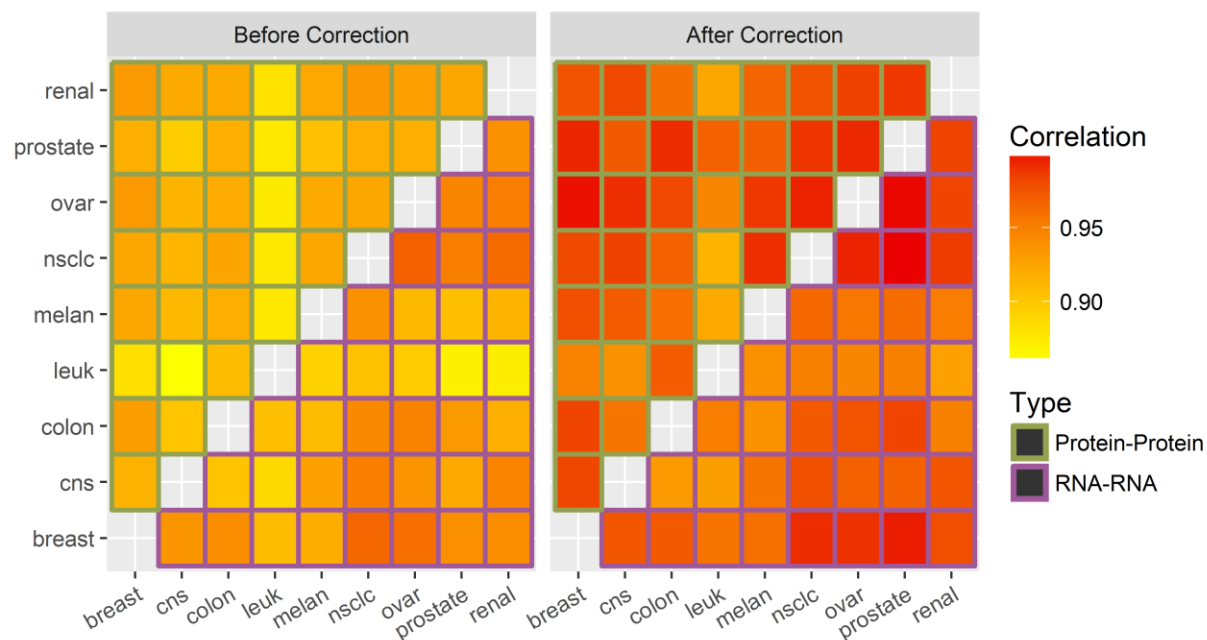

**Figure S5.** Corrected correlation plot for the NCI60 dataset. Left: Pearson's correlation ( $r$ ) before correction. Right: After applying Spearman's method to correct for attenuation of protein-protein and mRNA-mRNA correlations. Note that a corrected correlation is not bound by 1. Before applying the correction only 8/36 pairs had higher correlations in the protein domain. After applying the correction the number increased to 24. See caption in Fig. 1 for the structure of the plot.

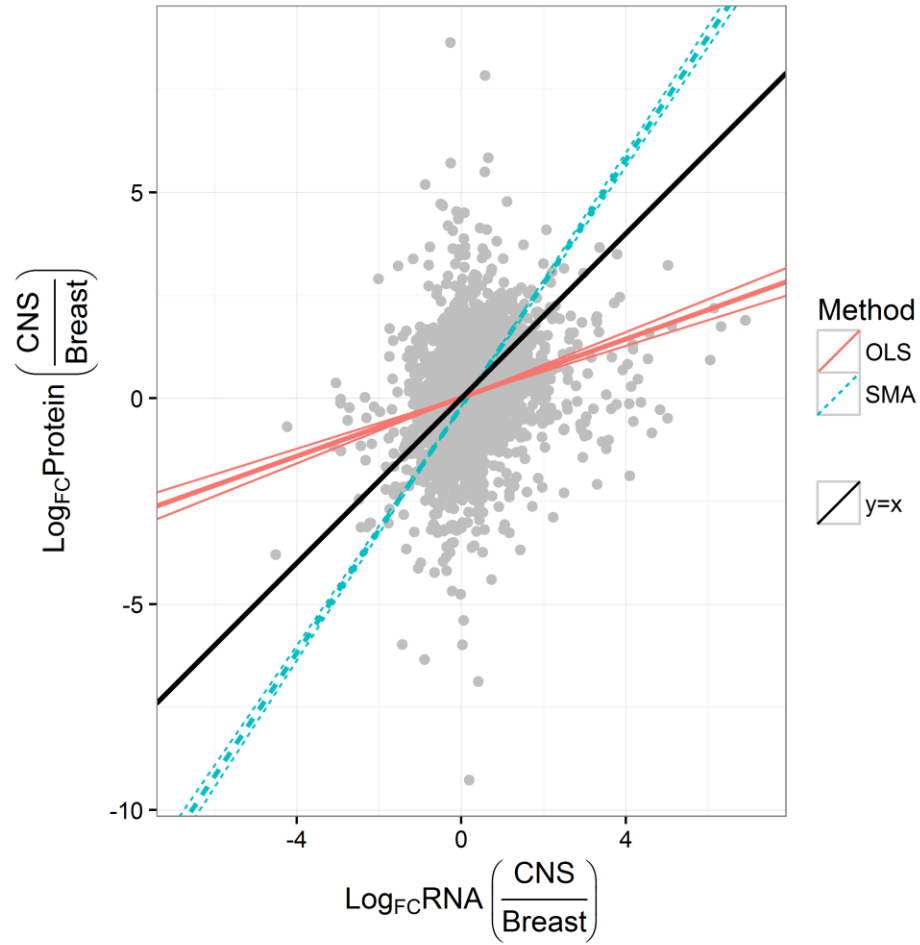

**Figure S6.** Discordance between SMA and OLS regression methods. Comparing the CNS and the breast NCI60 cell lines, the protein fold changes (y-axis) were regressed on the mRNA fold changes (x-axis). The fitted regression lines using either OLS (red, solid) or SMA (blue, dashed) were plotted, along with their 95 percent confidence interval (thinner lines). The black line is  $y=x$ . While the OLS slope is significantly lower than 1, suggesting range compression, the more reliable SMA slope is significantly higher than 1, in accordance with range expansion.

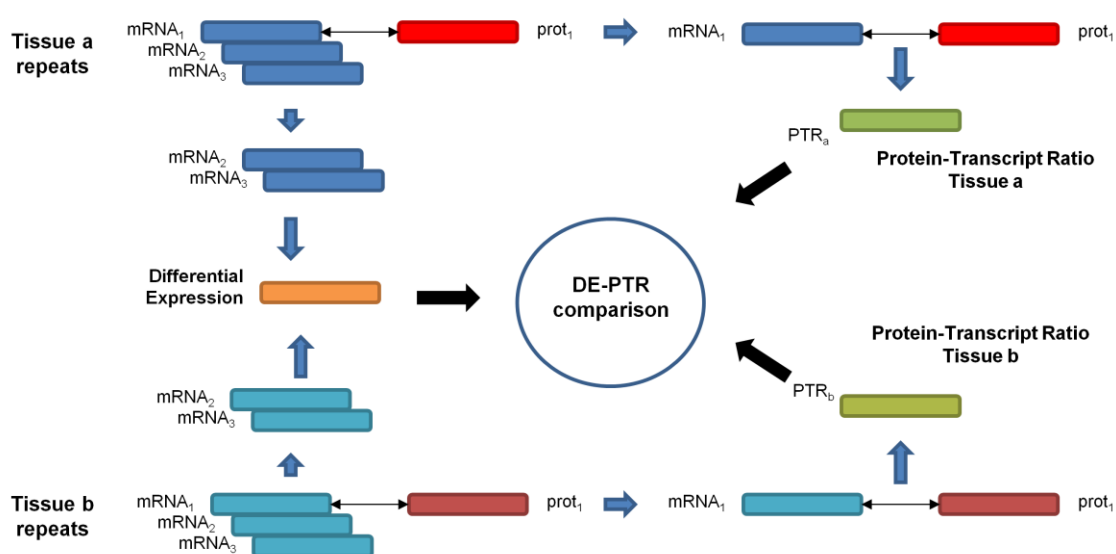

**Figure S7.** Illustration of how mRNA samples are split in order to decouple differential expression analysis from protein-transcript ratios calculation. The latter requires integration with protein data, that can be a matched sample when such pairing exists, or averaged protein levels otherwise. This decoupling is needed for the Wilcoxon test to be unbiased.

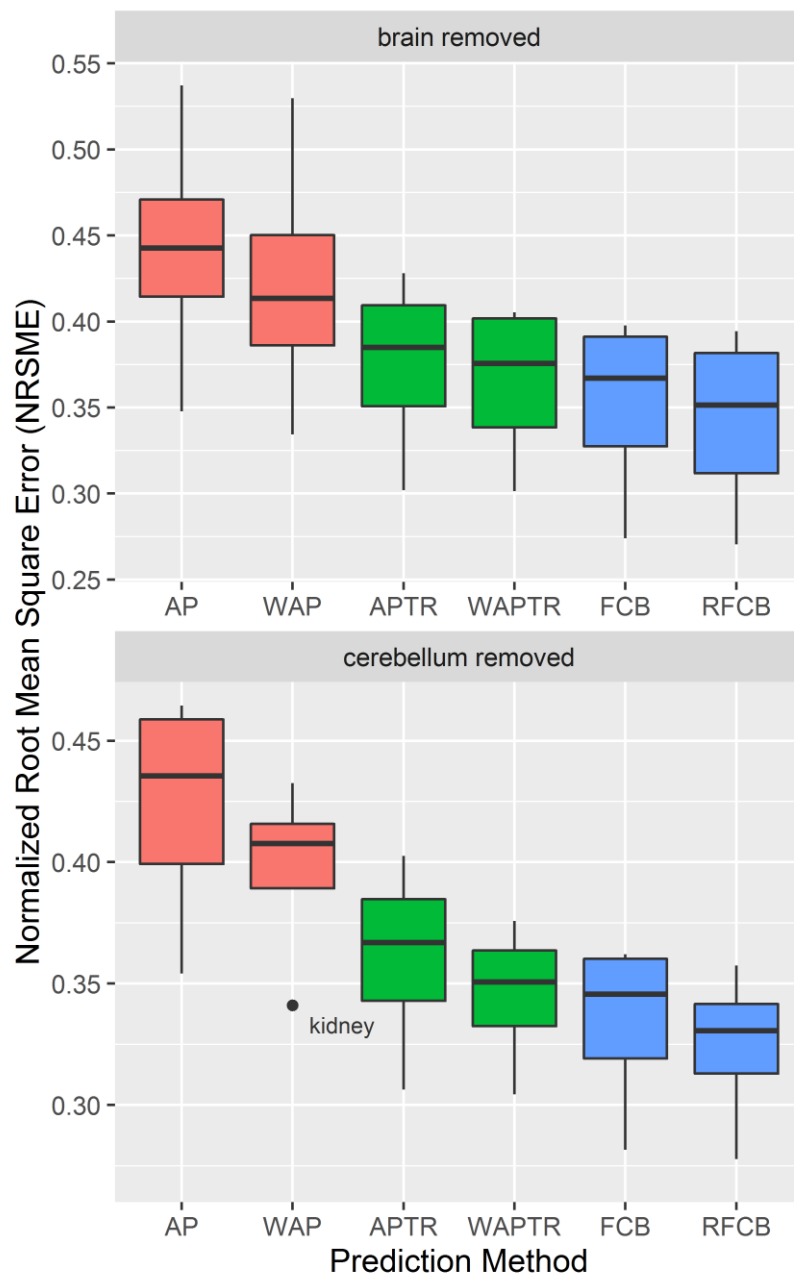

**Figure S8.** Quality of protein level prediction methods on the MMT dataset. Results are shown after the removal of either the brain tissue (up), or the cerebellum tissue (down). For more details see the captions in Fig. 4.

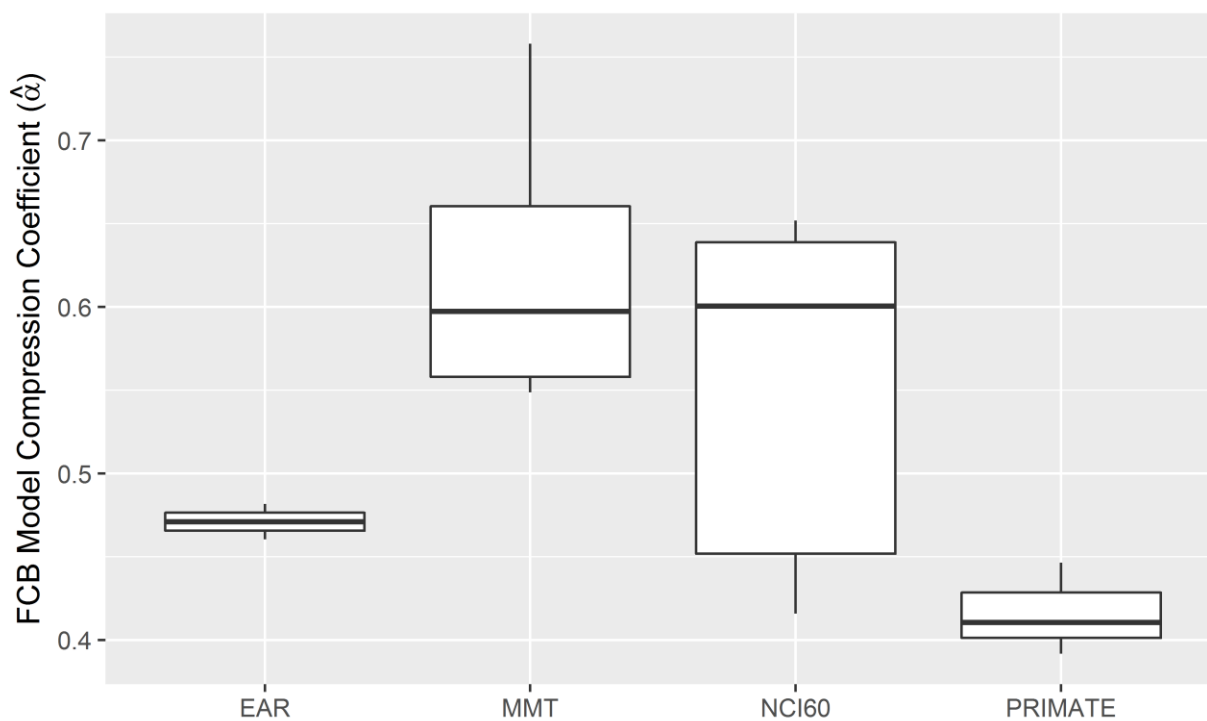

**Figure S9.** Estimated FCB model compression coefficient  $\alpha$ . The FCB model was fitted separately for each group using linear regression. The boxplots show the distribution of  $\alpha$  in the different datasets. See Fig. 4 for box plot structure.

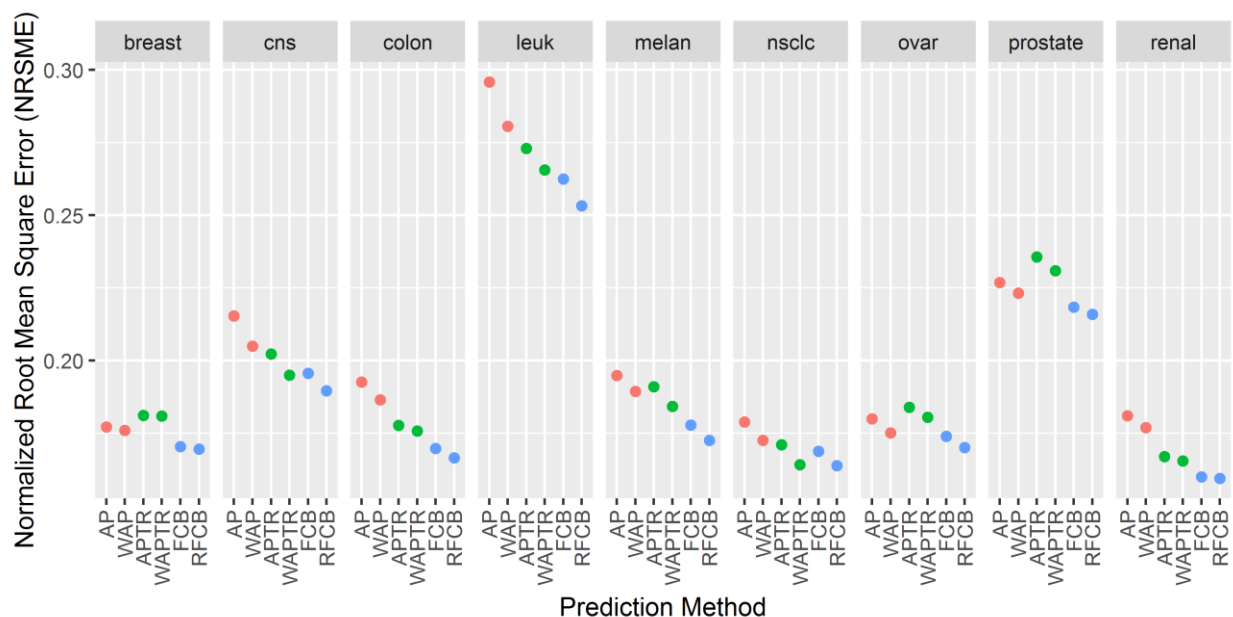

**Figure S10.** Quality of protein level prediction methods in NCI60 groups. For each group, we plotted the normalized root mean square error (NRMSE) in the prediction of protein levels, using six described methods: Averaged Protein (AP), Weighted Average Protein (WAP), Average PTR (APTR), Weighted Average PTR (WAPTR), FC Based (FCB), and Relaxed FCB (RFCB). Each box contains the prediction quality for a single group.

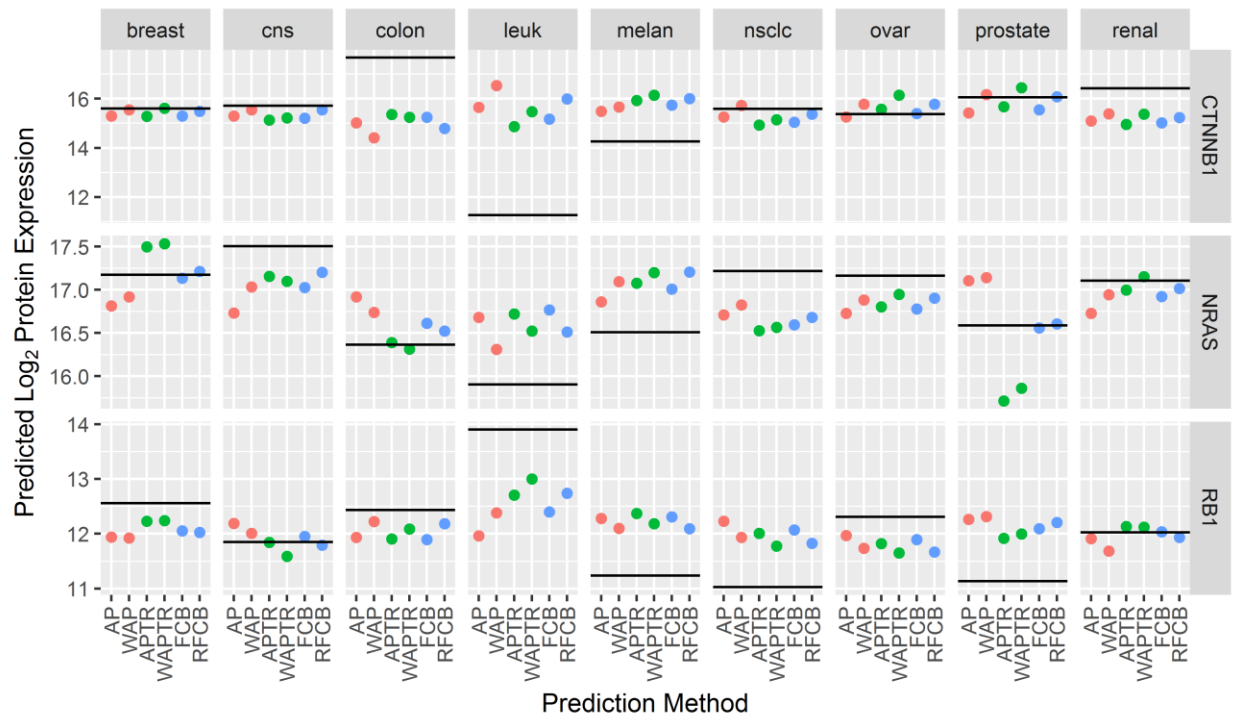

**Figure S11.** Quality of protein level prediction methods for oncogenes in the NCI60 dataset. For each group (columns) and gene (rows), we plotted the prediction of protein levels for that gene, using six described methods (see legend for Figure S10). The true (measured) protein levels are marked by horizontal lines.

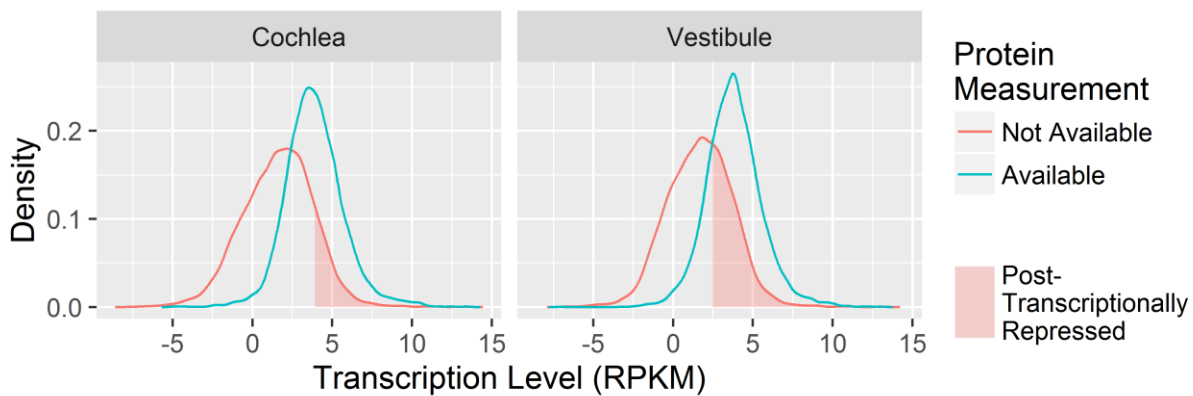

**Figure S12.** Distribution of mRNA levels in the cochlea (right) and vestibule (left). Density plots are shown for the mRNA levels of genes for which measured protein is available (blue), or not available (red). The red area marks the fraction of the distribution where genes with no protein measurement are considered post-transcriptionally repressed (Supplementary Results).

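Over the 14721 genes with an mRNA value in each tissue, the mean log2 RPKM was 2.42 in the cochlea and 2.65 in the vestibule, with interquartile ranges of 2.99 and 2.80. Gene means ran from -7.09 to 13.49 in the cochlea and from -7.06 to 13.29 in the vestibule.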

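The Supplementary Results give a threshold for each tissue, in RPKM. Read as log2 RPKM, 3612 of 14722 genes lay above it in the cochlea and 7904 of 14721 in the vestibule. Read as RPKM, 8876 and 10829 genes did. The gene counts that the study gives for these thresholds lie close to the log2 RPKM reading and far from the RPKM reading.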

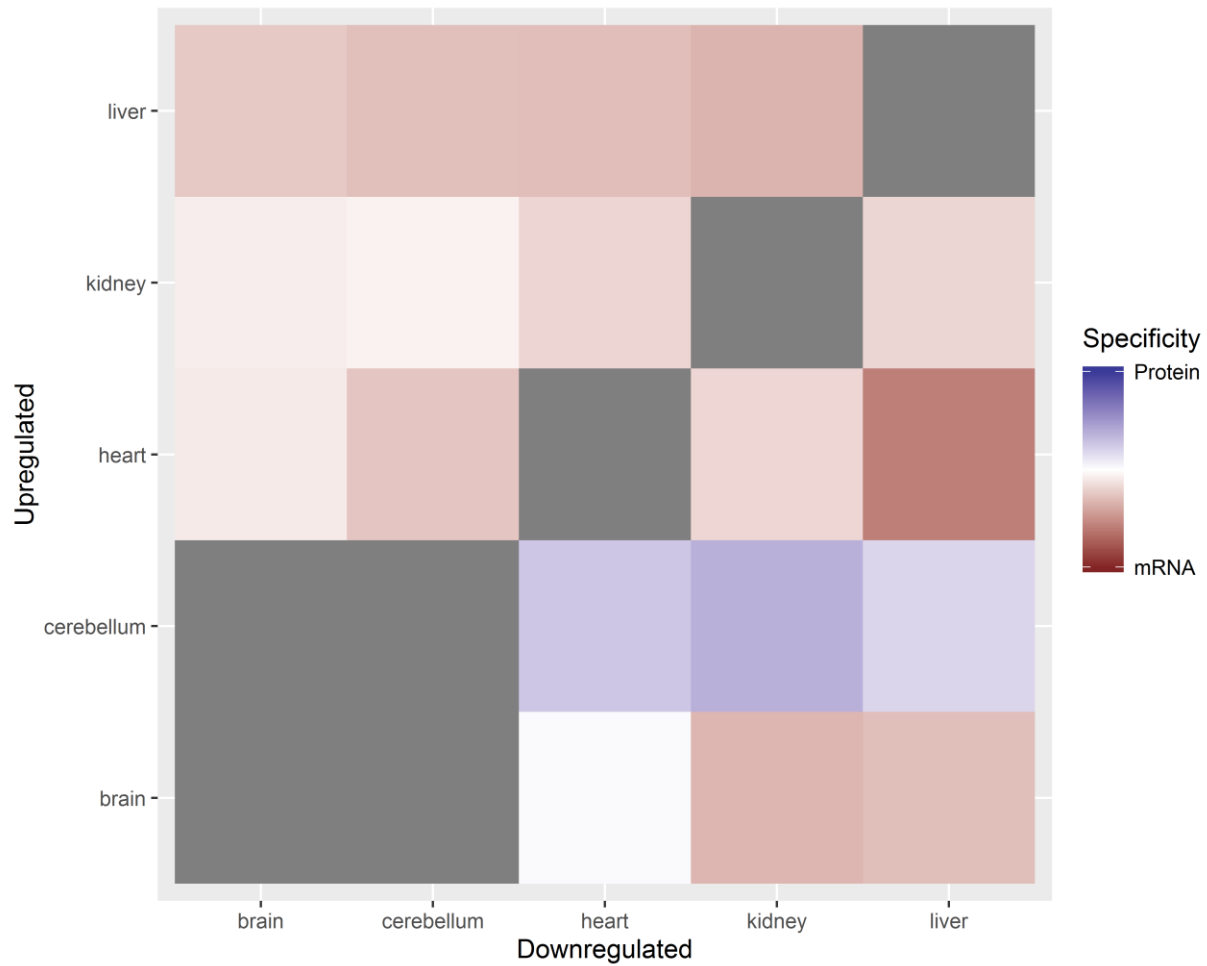

**Figure S13.** Semantic specificity of enrichments to protein or mRNA in the comparison of pairs of tissues [MMT]. Each tile represents a comparison between a pair of tissues in a certain direction, i.e., the terms emerged from genes that are up-regulated in the tissue of the y-axis compared to the tissue of the x-axis. The color of the tile indicates how much the enrichment terms tend to be specific to a single domain, ranging from full specificity to protein (blue) to full specificity to mRNA (red). Pairs, for which no terms were found, are colored in gray. The tiles on the diagonal do not represent a valid comparison.

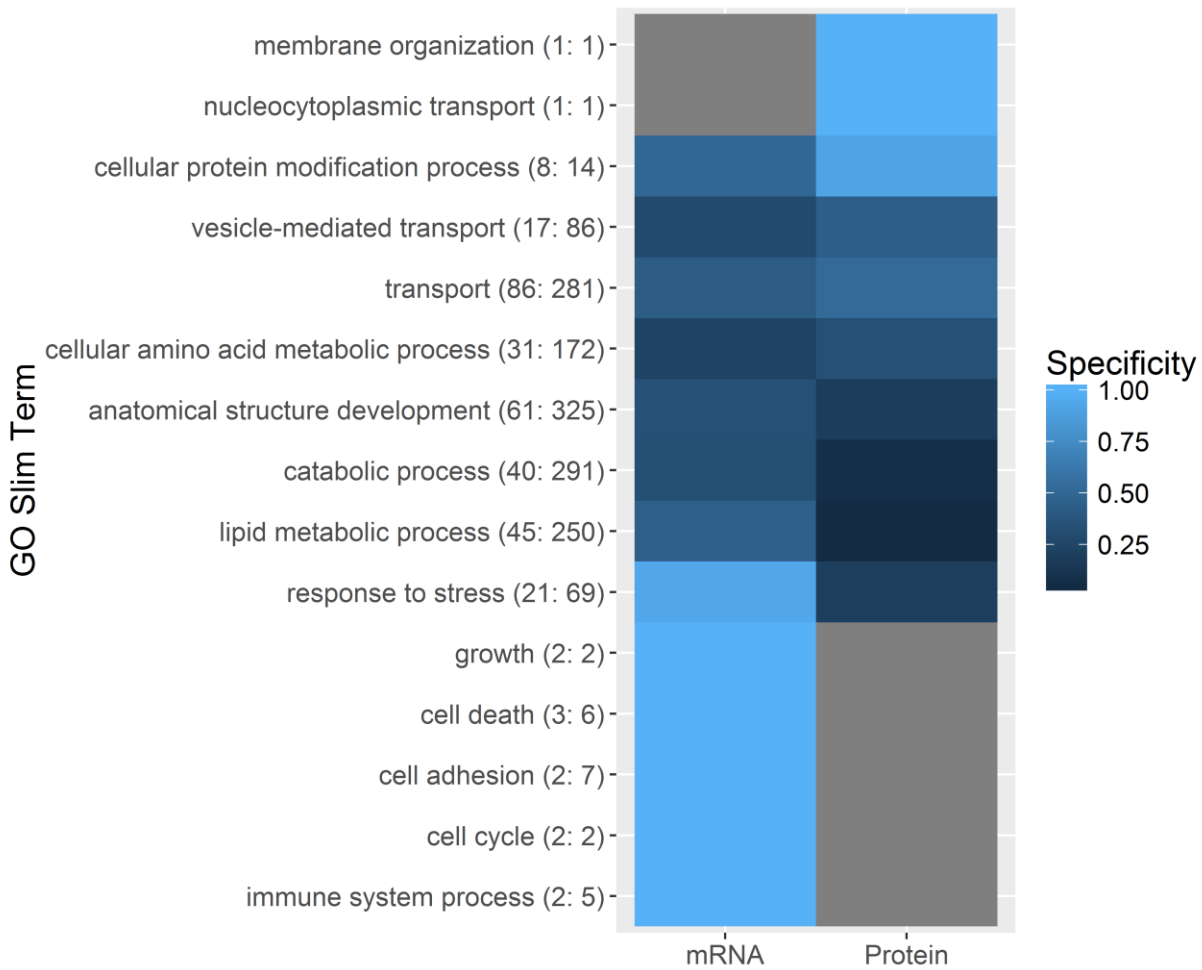

**Figure S14.** Transcriptome versus translome specificity degrees associated with GO slim terms [MMT]. The heatmap illustrates the specificity of GO slim terms (rows) to the transcriptome and the translome (columns), where a specificity of 1 indicates that all appearances of the GO term and its descendants are unique to the respective domain, and a specificity of 0 indicates that all these appearances are present in the other domain as well. For each term, the number of unique GO terms that were aggregated and the overall count of their appearances are listed in parenthesis. Included in this figure are only the GO terms for which the proportion of RNA unique terms, out of all unique terms, is significantly different than a background probability of 0.56 (two-sided proportion test,  $q\text{-value} \leq 0.1$ ), or that were spotted only in one of the domains (in such a case the tile of the other domain is colored in gray).

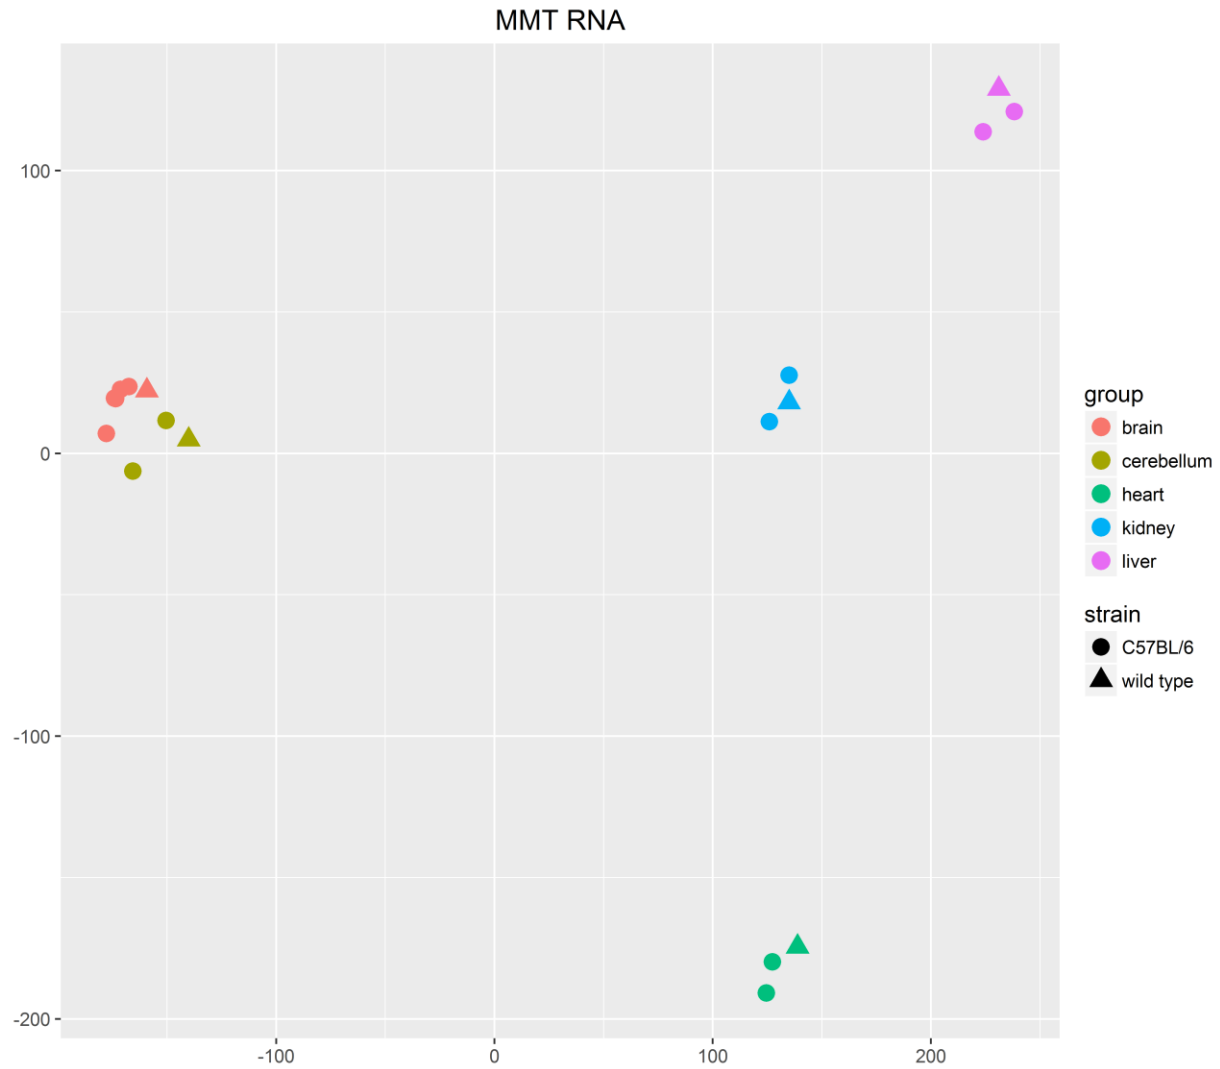

**Figure S15.** MDS plot comparing samples in the MMT dataset according to their mRNA expression. Color indicates the tissue, whereas the shape fits the mouse strain. It is clear that the tissue identity separates the samples better than the strain.

## SUPPLEMENTARY METHODS

### Avoiding biases in correlation measurements

mRNA and protein levels were  $\log_2$ -transformed, and averaged across all samples from the same group, disregarding missing values. Correlation was measured between pairs of groups, for mRNA and protein separately. Protein-mRNA correlations for each group were also calculated.

For each pair, correlation was measured between all genes that were expressed in at least one sample of protein, and one sample of mRNA, in both groups. Applying this filter is critical, as lowly expressed genes and proteins suffer from low detection rates, with a higher detection threshold in the protein domain. By applying this filter, we reduced the bias that is caused by the difference in the detection abilities.

Another bias that should be accounted for is the different levels of noise in the mRNA and protein domains. The mRNA replicates are more correlated with each other than the protein replicates in all relevant datasets (Supplementary Result 'Higher correlation between replicates in the mRNA domain'; Figure S4). The higher noise in the protein domain would cause a larger reduction in the observed correlations compared to the real correlations (i.e. before the induction of noise) for protein. To account for this bias, we used Spearman's method to correct for attenuation of correlation, and obtained better estimators for protein-protein and mRNA-mRNA correlations. The effect of the correction is demonstrated in Figure S4 for the NCI60 dataset.

### Choice of variant of major axis

We followed the recommendations in [1] in order to choose which variant of major axis (MA) to use. For a pair of groups, the variance of error of  $\log FC_{mRNA}, E_{mRNA}$ , is approximately the sum of the variances of error of the log-transformed mRNA expression levels in both groups. We make the simplistic assumption that the errors are independently and normally distributed with the same variance across genes and replicates. Hence, within a group, the variance of error in a single measurement can be estimated from replicates, by taking the mean of gene expression levels' variances. To account for the averaging we do over the replicates when calculating gene expression, we divide the variance by the number of replicates in order to get the variance of error in a group. The same can be done to estimate the variance of error of  $\log FC_{protein}, E_{protein}$ . For protein, the estimator  $\widehat{E_{protein}}$  would be an underestimate, due to the large number of missing measurements. The variance of the variable  $\log FC_{mRNA}, V_{mRNA}$ , can be estimated by reducing  $E_{mRNA}$  from the observed variance. The same can be done to estimate the variance of  $\log FC_{protein}, V_{protein}$ . If the ratio  $\widehat{E_{mRNA}}/\widehat{E_{protein}}$  is closer to 1 than to the ratio  $\widehat{V_{mRNA}}/\widehat{V_{protein}}$ , MA is preferred over Scaled MA (SMA) and vice-versa. Performing these calculations on our data, we observed that for the EAR and PRIMATE MA is preferred, and for NCI60 SMA is preferred (for most pairs). 

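For the cochlea and vestibule, over the 1141 genes in the part of Table S1 used here, the error variance of the fold change was 0.0729 for mRNA and 0.171 for protein, a ratio of 0.425. After subtracting these errors, the ratio of the mRNA to the protein variance was 1.34. The value 0.425 is closer to 1 than to 1.34, which selects MA under the rule given. The scaled variant, SMA, gave a slope of 1.02. Error variances were averaged over the number of values each gene had, which for proteins is often fewer than 3.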

For

MMT, since there are no replicates in protein, the error cannot be estimated. Assuming that the error in protein for MMT is similar to the error in other MS platforms, the data supports the overall use of MA.

### Non-parametric approach

We used a nonparametric approach to test whether genes that are up-regulated in one group versus the other in the mRNA domain will show lower PTR in that same group versus the other. This idea allows us to use established tools for differential expression (DE) analysis of mRNA that have high power in discovering such genes.

For each dataset, for each pair of groups, we conducted the following analysis (compare Figure S7):

1. We separated one mRNA sample from each group for PTR calculation.
2. For each group, we took the matching protein sample for PTR calculation. For unpaired datasets (EAR and MMT) we took the average over all protein samples in the group for PTR calculation.
3. For each group we divided the protein levels in the mRNA levels, to get a PTR vector. We will refer to the difference  $\log PTR_{group2} - \log PTR_{group1}$  as  $\log FC_{PTR}$ .
4. Using the remaining mRNA samples, we performed DE analysis. edgeR [2] was used for the analysis in EAR and MMT RNA-seq datasets and samr (<https://cran.r-project.org/web/packages/samr>, see [3]) was used for the NCI60 microarray-based data, as well as the PRIMATE RNA-seq dataset (as the counts matrix was not directly available). Both methods also output estimations of  $\log FC_{mRNA} = \log mRNA_{group2} - \log mRNA_{group1}$  for every gene, referred to as the *DE value*. These estimations differ slightly from those calculated by us in the regression analysis. We chose to work with them, in order for the PTR calculation to be consistent with the DE analysis.
5. We tested the significance of the Spearman's rank correlation between the  $\log FC_{PTR}$  and the  $\log FC_{mRNA}$  vectors, using the function cor.test in stats package (www.R-project.org). If our buffering assumption is correct, we expect significant negative correlations. We refer to this test as a *global* test.
6. We tried two FDR thresholds (0.05, 0.1) for defining which genes are DE. For each FDR threshold, we tested whether the genes up-regulated in the first group have higher  $\log FC_{PTR}$  than the genes in the other group. We used a one-tailed Wilcoxon rank sum test. We refer to this test as a *local* test.

In the DE testing, we excluded genes for which one or both protein values were missing and thus the PTR could not be calculated. We repeated this analysis by for every possible pair of repeats selected in step 1 for the PTR calculations. In order to summarize the results we took a median over the results of all

pairs. We report both original p-values and FDR corrected q-values. The correction was applied for each dataset and for each test (correlation, Wilcoxon rank sum with FDR 0.05, and with FDR 0.1) separately, over all pairs of groups.

### **EAR enrichment analysis**

For mRNA DE we used the edgeR package, with a detection threshold of  $q\text{-value} \leq 0.05$ . For protein we used the samr package, two class unpaired test, with threshold  $q\text{-value} \leq 0.1$ . We used a less strict FDR threshold for the protein in order to obtain a large enough list of genes for this analysis. The default parameters of samr allow some missing data imputation using the k-nearest neighbor algorithm. Still, for some genes samr could not assign a test score, and they were removed from the background set. We performed the enrichment analysis using the Expander software [4], checking for enrichment in Gene Ontology (GO) (<http://www.geneontology.org>) 'biological process' (BP) ontology ( $\text{corrected } p\text{-value} \leq 0.05$ ) (see 'Choice of Enrichment Analysis Tool' as to why Expander was used). For mRNA and protein, we looked for enrichments in the set of genes up-regulated in the cochlea versus the vestibule and vice-versa, using as a background set all the genes that passed the filter and were tested for DE.

For comparing lists of enrichments terms we used the REVIGO tool [5]. A threshold of 0.7 was used to define similar terms.

### **EAR GOProfile analysis**

The package goProfiles [6] was used to examine whether DE genes are different between the domains. We used the function 'compareGOProfiles' with the default parameters to check if the functional profiles of the genes differ. We began the comparison from a 6th level of the BP ontology, performing a global test for difference of function profiles. If it was significant, we stopped and performed a class-by-class test to identify significant classes (Fisher's exact test with FDR correction, using the function 'fisherGOProfiles', FDR threshold 0.05). If no classes were found we restarted the process at one level higher.

### **MMT enrichment analysis**

For each pair of tissues, and each direction of comparison, we calculated  $FC_{protein}$  and  $FC_{mRNA}$  (for  $FC_{protein}$  the relative protein levels were used). We filtered out genes for which we could not calculate either quantity. We created two different orderings of the genes, one by  $FC_{protein}$  and the other by  $FC_{mRNA}$ . We ran GOrilla [7] on both lists, using the 'biological process' (BP) ontology, with an FDR threshold of  $1 \cdot 10^{-3}$  (see 'Choice of Enrichment Analysis Tool' as to why GOrilla was used). This analysis provided us with two lists of terms for each combination of tissues and comparison direction.

In order to determine the semantic similarity between an mRNA list and a protein list of terms, we adopted the method of [8]. The semantic transcriptome specificity is defined as 1 minus the averaged maximal similarities between each term in the mRNA list with any term in the protein list; the semantic translome specificity is defined as 1 minus the averaged maximal similarities between each term in the protein list with any term in the mRNA list. The semantic similarity between two GO terms is a score between 0 (no similarity) to 1 (full similarity), and it is calculated using the Rel method [9] provided by GOSemSim [10]. The difference between the semantic translome and transcriptome specificities is a score between -1 to 1.

To calculate the transcriptome versus translome specificity degree associated to GO slim terms, we followed [8]. For each GO slim term  $t$  the transcriptome specificity degree is calculated as the ratio between the number of times a descendant term of  $t$  was mRNA specific to the number of times a descendant term of  $t$  appeared, across all combinations of tissue pairs and direction. The translome specificity is calculated similarly, using the protein specific list of terms. These measures are slightly different from [8], in which the aggregation at the level of GO slim was performed after calculating a term specificity scores. This modification provides a more accurate estimator in a scenario with relatively low number of terms. In order to set a significance threshold on the term specificity to one of the domains, we assumed that the unique enrichments we see are randomly sampled, with each enrichment coming from the mRNA domain in probability  $p$  and the protein domain in probability  $1-p$ . We estimated  $p=0.56$  as the proportion of unique enrichments that were found in the mRNA domain. Then, we asked for each GO slim term whether the corresponding proportion is different than  $p$  (two-sided proportion test,  $q\text{-value}\leq 0.1$ ). A proportion larger than  $p$  would indicate transcriptome specificity, and vice versa. This simplistic null hypothesis, made for the sake of the test, ignores the inherent dependence that exists between the uniqueness of mRNA terms and protein terms. The same significant terms were obtained when using a semantic similarity threshold to determine whether a GO term is unique ( $threshold=0.7$ , Rel method [9]).

### **Choice of enrichment analysis tool**

We used different tools to check for functional enrichment in the EAR and the MMT datasets. For the EAR we used the TANGO algorithm in Expander [4]. This algorithm considers the hierarchical tree-like structure of the gene ontology, using it to provide a good estimation of statistical significance for each term, one that takes multiple testing into account. Also, the reported terms are filtered for redundancy.

For the MMT we decided to forfeit these advantages, in favor of an approach that is cut-off independent. In the MMT dataset there are no replicates (in protein), so a gene DE status cannot be assigned a p-value. If we had chosen to use a cut-off dependent tool like Expander, we would have had to set some arbitrary threshold on the fold-changes in order to define target gene sets. This is different from the analysis in the EAR, where we used a statistical threshold on the corrected p-values, and not on a

threshold based on fold-changes. A statistical threshold allows estimating the amount of noise that enters the enrichment analysis, whereas a threshold on the fold-changes would not allow such estimation and would make the enrichment results questionable. For this reason we chose to work with GOrilla [7], to which we entered the genes in order of decreasing fold-changes.

### **Post-transcriptionally repressed genes**

In order to find the post-transcriptionally repressed genes of a group, we ordered the genes in decreasing levels of mRNA expression. We then iterated over the list and calculated the fraction of genes that have a valid measurement in the protein domain, out of those that we already iterated upon. For a given value  $q$ , the index of the last iteration, before which we saw ten fractions in a row above  $q$ , used as a threshold. All genes appearing before this index that have no protein measurements, were defined as post-transcriptionally repressed. We note that this definition is more robust than the one used [11], as it avoids inclusion of borderline genes.

We then used the Expander software [4] to perform enrichment analysis on these genes, exploring all ontologies, 'biological process' (BP), 'molecular function' (MF) and 'cellular component' (CC) (corrected  $p$ -value  $\leq 0.05$ ). As background we chose all genes with expression above the threshold.

We ran this process for all the groups in datasets EAR, MMT, and NCI60. For PRIMATE, we ran the process on the entire dataset without separation into groups, as an internal test showed that the post-transcriptionally repressed functions in LCLs are similar between species, and such separation would only reduce our power in detecting these functions.

We note that between datasets and between groups within the same dataset, there is high variability in the number of genes with mRNA expression above the threshold (Additional file 9: Table S8, Metadata sheet), suggesting that  $q$  could be set per group.

### **EAR ID conversion and annotation mapping**

Calculation of molecular weight was done from protein sequences retrieved from UniProt.ws ([www.bioconductor.org/packages/release/bioc/html/UniProt.ws.html](http://www.bioconductor.org/packages/release/bioc/html/UniProt.ws.html)) for canonical sequences and from Uniprot's [12] file 'uniprot\_sprot\_varsplic.fasta' for isoforms (Additional file 2: Table S1, Metadata sheet). Conversion of protein IDs to Ensembl IDs was done using UniProt.ws. Ambiguities in the conversion were solved by prioritizing an assignment of IDs that will increase the overlap between the mRNA and the protein domains (Additional file 2: Table S1, Metadata sheet). The conversion from Ensembl IDs to Entrez IDs needed for enrichment and GOProfile analyses was done using Bioconductor [13] annotation packages `org.Mm.eg.db` and `org.Hs.eg.db`.

### **Summary Statistics**

Summary statistics were calculated at the levels of a dataset, a group within a dataset, and a sample, for samples quantified for both RNA and protein (PRIMATE and NCI60 datasets). All statistics were based on genes with some measurements in both protein and RNA. For statistics at the level of a dataset, we first averaged the gene expression by group, and then averaged the expression in different groups. For statistics at the level of a group, we averaged the expression of a gene over the samples in each group. The statistics calculated were the average, range, and standard deviation of the RNA and protein expression values, as well as the correlation between RNA and protein.

## Plotting

All heat maps, scatter plots, box plots, and histograms were plotted using the ggplot2 package ([cran.r-project.org/web/packages/ggplot2](http://cran.r-project.org/web/packages/ggplot2/)). Source data for figures will be provided upon request.

## Alternative polyadenylation

Using cuffdiff [14] v2.2.1 we calculated the expression of transcript isoforms in units of FPKM (Fragments Per Kilobase per Million mapped reads) from our EAR RNA-Seq data, against the same reference genome as used in mapping. We found 116,684 isoforms mapping to 37,746 genes. We filtered out 32,675 genes for which we did not have a protein measurement in both tissues. Another 108 genes were filtered out because we did not have an mRNA measurement for them in both tissues, in the processed EAR mRNA dataset, i.e., the dataset used throughout this article. We were left with 24,162 isoforms mapping to 4963 genes. Then, for both tissues, we calculated the proportion of each transcript isoform for each gene. Proportions in the vestibule were subtracted from those in the cochlea to determine the differences in isoform usage. The vector of the differences is marked  $prop_{c-v}$ . It contains values ranging from -1 for isoforms only present in the vestibule, to 1 for isoforms only present in the cochlea. For each isoform, we also determined the presence of miRNA binding sites using package microRNA [15]. For each miRNA separately, we aggregated the sum of  $prop_{c-v}$  by gene, over all isoforms containing a binding site for it. The resulting vector for miRNA  $i$  will be marked  $miRNA_i$ . A positive entry in this vector indicates that the matching gene is more susceptible to miRNA regulation in the cochlea than in the vestibule, and vice-versa. The vector entries are also in  $[-1,1]$ , with 0 marking no difference in susceptibility. As in [16], we treated the presence of a binding site in an isoform as a binary property, ignoring site multiplicity. Finally, for each miRNA  $i$ , we regressed  $\log FC_{protein}$  on  $\log FC_{mRNA}$ , treating  $miRNA_i$  as a covariate. The fold change data was the same as the one used for the regression analysis. We performed a generalized likelihood ratio (GLR) test, comparing the model with the covariate, to the model without it. We built a model for each of the 553 miRNAs included in the microRNA [15] package, and applied FDR correction to the results. We note that in [16] multiple comparisons were treated using a different technique of bootstrap analysis.

## SUPPLEMENTARY RESULTS

### EAR RNA-seq consistency and accuracy

We compared the results from our previous microarray-based study [17] to those of the current experiment. We followed the preprocessing stages of the original article: computing expression levels using the robust multiarray average (RMA) method (with a quantile normalization scheme), and filtering probe sets with no 'Present' calls according to the Affymetrix MAS5 method. The filtering reduced the number of probe sets from 45,101 to 29,539; 27,347 of which were mapped to Ensembl gene IDs using biomaRt [18]. Probe intensities were averaged by tissue. We resolved multiple matching of IDs by taking the median. Finally, we remained with 16,669 genes, out of which 12,994 mapped to genes detected in the RNA-seq experiment, 5048 mapped to *proteins* detected in the cochlea, and 6453 to *proteins* detected in the vestibule in this study.

The mRNA expression levels from [17] correlate well with those of the new one (0.71 for both tissues). They also show good correlation with the protein expression (0.49 and 0.47 for the cochlea and vestibule). However the correlation is not as high as the correlations observed between the RNA-seq data and protein (0.59 and 0.56 for the vestibule and cochlea). 

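In the part of Table S1 used here, single libraries gave a protein-mRNA r between 0.448 and 0.519 in the cochlea and between 0.445 and 0.504 in the vestibule. The ranges overlap, so the order of the tissues is within the spread between libraries.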

The higher correlations observed for the RNA-seq may be due to its higher accuracy.

In the previous study 488 genes were found to be up-regulated in the cochlear system and 1365 in the vestibule system ( $t$ -test,  $q$ -value $\leq$ 0.1,  $FC\geq$ 1.3). Using the same FDR and FC thresholds on the new data, we found 1247 and 2004 genes, respectively (edgeR). 

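At an FDR of 0.1 and a fold change of at least 1.3, 2137 genes were up in the cochlea and 2804 in the vestibule among the 14723 tested with edgeR's quasi-likelihood test. Without TMM these counts were 1551 and 3363. With each library left out in turn they were 1266 to 2470 and 1783 to 3369. Each lowest count came without vestibule replicate 2 and each highest without cochlea replicate 3. The 10 genes with the largest changes, 5 for each tissue, were taken among those called at an FDR of 0.05 whose libraries do not overlap and whose mean is at least 1 CPM. Each is given with the ratio of its counts per effective library size and a 95% interval for counting error. Higher in the cochlea were Spink5 (chromosome 18, 43963235 to 44022501 of GRCm38, GENCODE vM21) with 2541 counts against 4, a ratio of 713 (278 to 2619.5), and Nr2e1 (chromosome 10, 42561963 to 42583632) with 3813 against 12, a ratio of 357 (204 to 691). Trh (chromosome 6, 92242061 to 92244650) had 755 counts against 8, a ratio of 106 (53.5 to 246), and Trpa1 (chromosome 1, 14872648 to 14918862) 684 against 7, a ratio of 109.7 (53.0 to 274). The gene 2410124H12Rik (chromosome 16, 92478742 to 92497366) had 290 against 2, a ratio of 163 (44.7 to 1351), and is annotated as overlapping another gene on the same strand, so its counts are uncertain. Higher in the vestibule were Otop1 (chromosome 5, 38275972 to 38304217) with 1946 counts against 2, a ratio of 867 (239.6 to 7161), and Pyy (chromosome 11, 102106676 to 102107832) with 553 against 1, a ratio of 493 (88.0 to 19490.3). Skor2 (chromosome 18, 76856405 to 76900342) had 1309 against 4, a ratio of 291 (114 to 1071). Prss56 (chromosome 1, 87183313 to 87188405) had 2617 counts against 13, a ratio of 179 (105 to 337), and Sox1 (chromosome 8, 12395295 to 12400126) 2854 against 17, a ratio of 149.5 (93.2 to 257). Adjusted p-values of the 10 genes were between 2.9e-06 and 0.000107 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

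**Figure D2:**
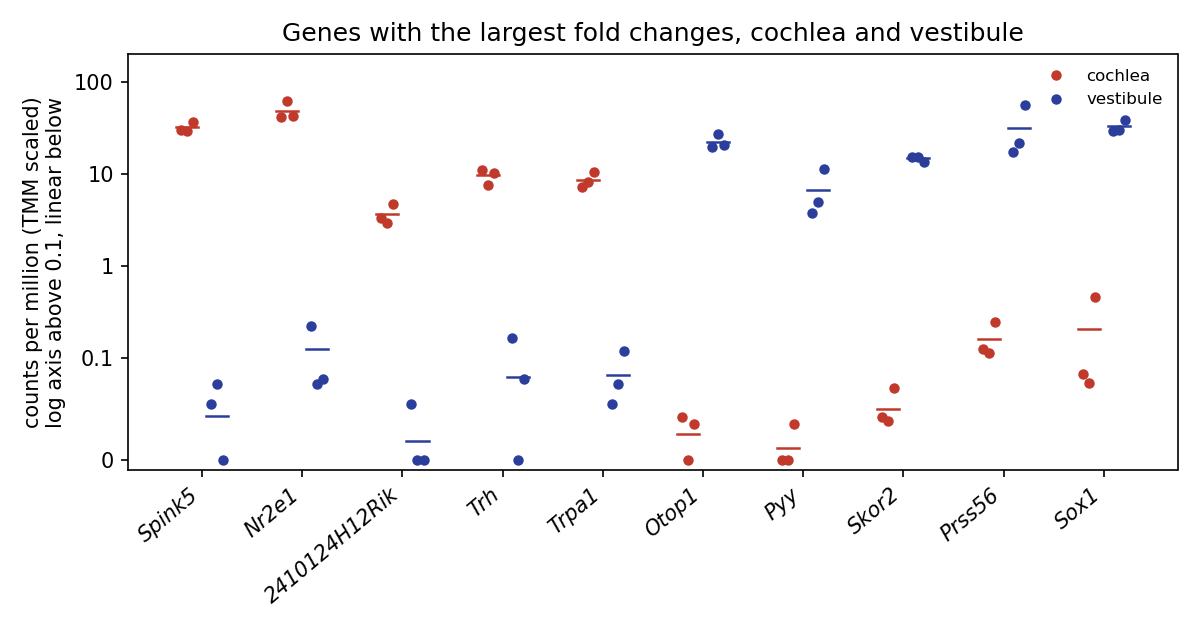
CPM after TMM of the 10 genes in each of the 6 libraries, on an axis that is logarithmic above 0.1 CPM and linear below, with 1 point per library and the tissues told apart by colour. For each gene the 3 libraries of one tissue lie above the 3 of the other.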

The studies show high concordance: 295 and 792 genes are up-regulated in the cochlea and vestibule in both studies, respectively. 

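With 1 extra 0 taken out of 8 of them, the 9 identifiers correspond to Corin, Cfi, Prss35, Col22a1, Pde4b, Astn1 and Synpo2, and to Adh1 and Meg3. The first 7 were all up in the cochlea in the RNA-seq at an FDR of 0.05. Corin (ENSMUSG00000005220, chromosome 5, 72300025 to 72504473 of GRCm38, GENCODE vM21) had a log2 fold change of -3.41 (standard error 0.35, adjusted p = 0.000156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.52 CPM ± 1.15 (SD, n = 3) in the cochlea and 0.326 ± 0.0462 in the vestibule. Cfi had -1.58, Prss35 -1.05, Pde4b -0.82, Col22a1 -1.05, Astn1 -1.05 and Synpo2 -0.70. Col22a1 lost its call without cochlea replicate 2 (adjusted p = 0.0621) or vestibule replicate 2 (0.0798 from the same test). Astn1 lost it without cochlea replicate 1 (0.115) or 2 (0.126) and without vestibule replicate 1 (0.0544), 2 (0.129) or 3 (0.0804), and Synpo2 without cochlea replicate 2 (0.0500) or 3 (0.0605) and without vestibule replicate 2 (0.130) or 3 (0.0819). Without TMM, Astn1 (0.0633) and Synpo2 (0.0783) were not called either. Adh1 (chromosome 3, 138260991 to 138290698) was up in the vestibule with 2.06 (standard error 0.26, adjusted p = 0.000554 from the same test). Meg3, a long noncoding RNA on chromosome 12 from 109541001 to 109571726, was higher in the vestibule by 2.08 with a standard error of 0.75 and an adjusted p of 0.0711 from the same test, so it passes the FDR of 0.1 and the fold change of 1.3 used for that comparison and not an FDR of 0.05. At an FDR of 0.05 edgeR's likelihood ratio test called it (0.0181), as did the first test without cochlea replicate 3 (0.00428) or vestibule replicate 3 (0.0345). Its libraries overlapped: 4.61, 6.34 and 29.1 CPM in the cochlea and 97.2, 52.7 and 19.8 in the vestibule.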

Only 7 were found to be up-regulated in the vestibule in the previous study and in the cochlea in the current study; and only 2 of the opposite directions (ENSMUSG00000005220, ENSMUSG000000058952, ENSMUSG000000033491, ENSMUSG000000079022, ENSMUSG000000028525, ENSMUSG000000026587, ENSMUSG000000050315; ENSMUSG000000074207, ENSMUSG000000021268). The higher number of DE genes in the current study expresses the increased sensitivity of the RNA-seq technology, and the power of the differential expression (DE) tool.

### EAR MS consistency and accuracy

We compared the results from our previous protein mass spectrometry (MS) study [17] to those of the current experiment. In [17], 456 proteins were identified in one or both tissues. In comparison, 7244 proteins were identified in this experiment. We compared how well the two studies agree on the levels over the overlapping proteins. We mapped the protein GI numbers used in [17] to Ensembl gene IDs, using the tables gene2accession and gene2ensembl available on NCBI site (<ftp://ftp.ncbi.nlm.nih.gov/gene/DATA>, downloaded on December 18, 2015). We resolved multiple matching of IDs randomly. 399 proteins mapped to proteins detected in the MS experiment, 390 mapped

to proteins detected in the cochlea, and 398 to proteins detected in the vestibule in this study. The data from [17] were  $\log_2$ -transformed.

The protein expression levels from [17] correlates poorly but significantly with this study for the cochlea ( $r=0.15$ ;  $p\text{-value}=3.70\times10^{-3}$ ) but not for the vestibule ( $r=-0.04$ ;  $p\text{-value}=0.49$ ). A better correlation is observed when comparing  $\log FC_{protein}$  between the studies ( $r=0.23$ ;  $p\text{-value}=3.50\times10^{-6}$ ) for the 388 genes with all four measurements. The increase in the correlation when comparing fold-changes, suggests that the division reduces a study-specific bias factor. For that reason, we used fold-changes in the following comparison with mRNA levels.

Comparing  $\log FC_{protein}$  from [17] with  $\log FC_{mRNA}$  from this study, the correlation is moderate but significant ( $r=0.24$ ;  $p\text{-value}=2.5\times10^{-6}$ ) for the 389 genes with all four measurements. It is lower than the correlation of protein fold-changes between the studies, as expected from not comparing the same platforms. It is also much lower than the correlation between  $\log FC_{protein}$  and  $\log FC_{mRNA}$  from this study ( $r=0.59$ ;  $p\text{-value}<2.2\times10^{-6}$ ) for the 380 genes with all six measurements. The higher correlations observed for the proteomics from this study may be due to its higher accuracy.

Another advantage of the current study over [17] is the existence of multiple replicates per tissue. This allows to assess the variation per protein in protein expression between replicates, and to use validated statistical testing, such as t-test, to identify DE genes.

### **Comparison of protocols used to collect mRNA and protein data**

Collecting the mRNA and the proteomic data for a dataset from two different published articles, raises the concern that different protocols for sample preparation and source animals will lead to improper results. While this is not the case for the EAR and the PRIMATE datasets, for which the protocols were similar to allow such comparison, the NCI60 and the MMT datasets should be carefully analysed. In the case of NCI60, this concern is alleviated by the genetic identity of the cell lines used in the two experiments, and by the fact that a comparison of proteomic and transcriptomic data was previously made and showed a significant degree of correlation between the two [19]. As for MMT, we included only adult mice samples in the analysis, carefully choosing which samples to include, though not all RNA samples were of the same species as the protein data (C57BL/6J). Also, we attentively handled tissues for which we had to merge several protein samples from different sub-regions of a tissue, to create a sample comparable to the RNA data. Finally, we provide summary statistics for all four datasets to allow this analysis (Additional file 3: Table S2).

### **Higher correlation between replicates in the mRNA domain**

We plotted the correlation between the replicates in the protein domain and in the mRNA domain (Figure S3). For all relevant datasets we can see that the mRNA replicates are more correlated with each other than the protein replicates. 

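Between the 3 pairs of libraries of a tissue, Pearson's r of log2 RPKM was 0.971 to 0.986 in the cochlea (mean 0.978) and 0.976 to 0.986 in the vestibule (mean 0.982) across all genes. Over the 1141 genes with protein in each tissue, the range was 0.955 to 0.978 in the cochlea (mean 0.969) and 0.952 to 0.984 in the vestibule (mean 0.972). The mean r between protein samples in the part of Table S1 used here was 0.964 in the cochlea and 0.974 in the vestibule. Each protein r rests on the genes with a value in both samples of the pair, so it covers fewer of the 1141 genes than the mRNA r. Over the 762 genes with all 6 protein values, the geometric mean r in the cochlea was 0.969 for mRNA and 0.964 for protein. In the vestibule these were 0.972 and 0.978. In each gene set the mean was higher for mRNA in the cochlea and higher for protein in the vestibule. Over the 1141 genes both differences are smaller than the range over the mRNA pairs.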

This was also confirmed by ANOVA testing in the two large datasets of NCI60

and PRIMATE. We treated the correlations between the replicates as the dependent variable, and the group identity and the data type (mRNA or protein) as explaining factors. For both NCI60 and PRIMATE, the estimated data type coefficients are in the direction that support lower correlation between protein replicates ( $p\text{-value}=1.8\times 10^{-75}$ ,  $6.4\times 10^{-11}$  respectively).

### **MMT mRNA correlations are probably higher than protein correlations**

In the main text it was shown that the observed mRNA correlations are higher than their protein counterparts in MMT. It might be that the observed correlations are higher in the protein than in the mRNA, but this is not the case for the real correlations, i.e. before the induction of noise. One such scenario can happen if measurements in the mRNA are noisier than these in the protein domain. We cannot rule this scenario; however, we have strong reasons to believe that the protein levels are noisier, as the measuring methods used in MMT are similar to those used in the EAR and the NCI60 datasets, where this is the case (see previous section). Moreover, the lack of replicates in the protein domain, prevented the noise reduction by averaging, suggesting that the protein levels estimation is even noisier for the MMT dataset than these two other datasets.

The only pair in the MMT dataset for which the mRNA correlation is higher is brain-cerebellum (0.95 versus 0.87). Still, this might be an artifact caused by higher levels of noise in protein measurements. These are also the two highest correlations measured in this dataset, which is not surprising in light of the resemblance in function of these organs.

### **Comparing major axis and ordinary least square regression**

For all pairs of groups in all datasets, we regressed  $\log FC_{protein}$  on  $\log FC_{mRNA}$  using ordinary least square (OLS) or a variant of the major axis (MA) regression (either MA or scaled MA (SMA)). OLS regression is more standard, and the asymmetrical nature of its formulation fits the paradigm of the protein levels being the "output" of the mRNA levels; However, it is more sensitive to regression dilution bias, which can severely lower the estimate of the slope [20]. (S)MA is more robust to noise in any of the axes. Furthermore, the question we are facing concerns the underlying connection of two variables, and thus it is symmetric, and should be evaluated using (S)MA [20]. As for which variant of major axis (MA) to use, we followed the recommendations in [1] (see Supplementary Methods).

Table S3 [Additional file 4] summarizes this analysis. Using OLS all the slopes calculated were significantly less than 1 ( $q\text{-value}\leq 0.01$ ; medians: EAR: 0.47, PRIMATE: 0.27, NCI60: 0.46, MMT: 0.57), consistent with the aforementioned range compression phenomenon. Moving to (S)MA estimates, we find an increase in coefficients across all pairs. For the EAR and PRIMATE datasets all slopes are significantly less than 1 (medians: EAR: 0.90, PRIMATE: 0.40). For the MMT dataset the slopes of all pairs but one are significantly less than 1 (median = 0.71). For the brain-cerebellum pair the slope is 2.43,

significantly higher than 1. For the NCI60 dataset all slopes (median = 1.46) are significantly higher than 1.

Using MA it seems that the range compression is a common phenomenon for pairs of tissues, or species. For cell lines, an opposite phenomenon of range expansion is occurring. We should be cautious with this statement, as the analysis of pairs that are highly similar in their transcriptomic and proteomic profiles is more sensitive to deviations from the assumptions made by the (S)MA analysis. Such highly similar pairs are the cochlea-vestibule in EAR, brain-cerebellum in MMT, and all the pairs in NCI60.

### **FCB compression parameter varies between groups**

The value of the compression parameter  $\alpha$  of the FCB model is directly linked to the extent of compression ratio between mRNA and protein fold-changes. This parameter was learned separately for each group using linear regression. Its estimated value varied greatly between datasets and between groups within a dataset (Figure S9). Its median value was the highest in the NCI60 (0.6) dataset. A value lower than 1 supports compression between mRNA and protein fold-changes, however, the estimation of  $\alpha$  from the data can be severely biased toward a lower value by noise in the mRNA measurements.

### **Protein expression prediction power in different datasets**

The error measure presented in Fig. 4 and Figure S8 is normalized to allow the comparison of prediction quality between datasets. According to this measure, all models perform best on the EAR dataset, then on the NCI60, PRIMATE and MMT datasets in decreasing order of performance. In addition, we scored these differences by measuring the extent of variance in protein levels that is explained by the RFCB model in each of the datasets. In the EAR and NCI60 datasets 95.7% and 93.2% were explained respectively, decreasing to 89.8% in the PRIMATE dataset, and only 82.4% in the MMT dataset. 

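For EAR, on the genes used here, FCB explained 93.8% of the variance in protein levels in the vestibule and 93.9% in the cochlea. With 2 tissues the relaxed model RFCB does not apply, as Fig. 4 states.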

The ranking is also the same using the AP model to score the datasets (94.3%, 91.6%, 87% and 65.7% respectively). 

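On the same genes AP explained 93.0% in each tissue, and APTR 91.4% in the vestibule and 92.2% in the cochlea.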

We can conclude that the task of predicting protein levels, where one is given expression data from a similar tissue (EAR), or under the scenario of cancerous cell lines (NCI60, see next section regarding outliers), is easier than predicting using data from the same tissue but in different species that were separated millions of years ago (PRIMATE, [21]), or from less similar tissues (MMT).

### **Cell lines with lower protein expression prediction power**

In the NCI60 dataset, the prediction scores in the prostate and leukemia cell lines were consistently worse across all methods (Fig. 4 and Figure S10). This suggests either a biological deviation of these two types of cancers from the rest, or a stronger experimental noise in the measurements of protein in both. For the prostate, it may also be the low number of samples that renders the estimators inaccurate.

## **Missing protein measurements makes it more difficult to compare data between mRNA and protein**

A direct comparison of the genes DE on the mRNA and protein levels is not trivial for the following reasons: (1) Levels of noise in each domain is different, affecting the overall accuracy. Data missing at random has a similar effect. (2) There is a detection bias against lowly expressed genes in the protein domain; as a result, proteins with low expression in one or both of the tissues that are being compared are more likely to have more missing measurements across samples. Thus, the power to detect DE proteins with this property is lower. In contrast, the detection bias in the mRNA domain is much smaller, and the power to detect DE transcripts is much less affected by the detection probability.

Resorting to enrichment analysis alleviates the first problem. Failure to see a single gene DE in one domain but not the other, due to noise, is more probable than missing an entire group of genes that share a function and are coexpressed because of noise. The second problem is more complex, as our ability to detect a function in the protein domain depends on the expression levels of the proteins annotated for it; i.e. there is a bias against detecting functions performed mainly by lowly expressed proteins, as these proteins have lower detection probabilities, and are less likely to be classified as DE.

## **EAR low abundance proteins have less chance of being observed**

Out of the 7018 proteins that have at least one measurement, only 5101 have at least one measurement in both cochlea and vestibule, 4443 have at least two in each tissue, and 3678 were measured in all six samples. The data are clearly not missing at random, as indicated by the increase in median logarithmized protein level across the four groups (19.91, 20.11, 20.28, and 20.63, respectively), consistent with known literature [22]. For the mRNA data this problem is negligible. One of the filtering stages performed in the preprocessing of this data is including only the genes that have one read per million in three or more of the samples. 

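In the deposited matrix, 29 genes had a count of 0 in at least 1 library and 14693 had counts in all 6.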

After this stage 14,722 genes remain, out of which 14,693 genes have full data.

Only 201 genes have some measurements in protein, but not in mRNA. For the rest, we can compare the mRNA levels distribution of the genes that have some measurements in protein, to those without a measurement. We did so separately for the cochlea and vestibule (Figure S12), and observed that the levels of genes that have protein measurements is higher than the levels of genes without a measurement ( $p\text{-value} < 2.2 \times 10^{-16}$  for both, one-sided Two-Sample Kolmogorov-Smirnov test). The mRNA levels that we are comparing do not correlate perfectly with the protein levels, yet this still supports the 'missing non at random' quality of the protein data.

## **Comparing differential expression results using samr**

In the main text, we used DE results for the EAR dataset to show that protein profiles are more similar than their RNA counterparts. However, these results were obtained using different DE tools and thresholds for protein and mRNA. Thus, we reran the analysis using the same tool (samr) and the same FDR threshold of 0.1 for both protein and mRNA.

We found 752 and 956 genes up-regulated in the cochlea and vestibule respectively in the mRNA domain, and 46 and 156 genes in the protein domain. 85.1% of the genes found to be differentially expressed (DE) in protein were also DE in the same direction in mRNA, and 3.5% in the opposite direction. The  $FC_{mRNA}$  of genes that were up-regulated in one tissue in both mRNA and protein domains, was significantly more extreme than the  $FC_{mRNA}$  of the genes that are DE only in the mRNA domain ( $q\text{-value}=4.8\times10^{-16}$ ,  $5.5\times10^{-40}$ , where *group2* is the cochlea and vestibule respectively, one-sided Wilcoxon rank sum-test; Median FC: 2.72 versus 1.29 in cochlea, 2.29 versus 1.35 in vestibule).

As in the main text, we observed that (i) more DE genes are found in the mRNA domain, (ii) genes found to be DE in protein were usually DE also in mRNA in the same direction, and (iii) genes found to be DE in both domains had more extreme mRNA fold changes than those found to be DE only in mRNA. These findings make less likely the explanation that the power of the DE analysis tool is what causes the differences observed.

### EAR enrichment analysis

We reran DE using different filters on the number of measurements in the protein domain: (1) No filter (*NF*). (2) At least one measurement (*1M*). (3) At least one, two or three measurements in both tissues (*1MB*, *2MB*, *3MB*; the last one is the complete cases filter).

Comparing the enriched terms after applying the different filters in protein, it appears that the list of terms obtained using the *3MB* filter is nearly inclusive compared to the list of terms obtained using the other filters. It contains almost all the terms appearing in the enrichment list of *NF*, except for 'skeletal muscle tissue development - GO:0007519', 'locomotion - GO:0040011', 'regulation of cell motility - GO:0010817', and 'regulation of biological quality - GO:0065008'. It also includes all the functions obtained for *1MB* analysis, except for 'regulation of hormone levels - GO:0010817'. And it is almost identical to the one obtained in *2MB*, except for 'regulation of cell motility' again, and also 'cell-substrate junction assembly - GO:0007044'.

Performing the same comparison for the mRNA enrichment, the *NF* analysis provides a very comprehensive list of 37 enriched terms in the cochlea, and 78 in the vestibule. The size of the list decreases when moving to stricter filters (13 and 38, 4 and 22, 5 and 12, and 3 and 9; For the *1M*, *1MB*, *2MB*, and *3MB* filters respectively). 77% and 87% of the terms enriched in cochlea and vestibule respectively in *1M* analysis emerge also in *NF* analysis. The corresponding numbers for *1MB*, *2MB*, and *3MB* are 75% and 73%, 60% and 83%, and 33% (1/3) and 78%. This suggests that many but not all the

functions found are represented in the *NF* analysis. Specifically, the terms 'nucleobase catabolic process - GO:0046113' and 'taxis - GO:0042330' that are enriched in the cochlea in the *1M* analysis and the terms 'secondary metabolic process - GO:0019748', 'response to stimulus - GO:0050896', 'regulation of plasma lipoprotein particle levels - GO:0097006', and 'regulation of coagulation - GO:0050818' that are enriched in the vestibule in the same analysis, do not appear in the *NF* analysis. The vestibular enriched terms 'biological regulation - GO:0065007', 'retinoic acid metabolic process - GO:0042573', and terms related to renal system development (GO:0072001, GO:0032835) appear in the *1MB* analysis but neither in *NF* nor in *1M* analyses. We avoided reporting differences when a similar term was found according to REVIGO.

Summarizing data from all filters, for the protein domain, we see that the only enrichment in the cochlea is related to its role in sensory perception (GO:0007600), whereas the vestibule shows enrichment for general terms related to development and morphogenesis (GO:0009653, GO:0000904, GO:0048468, GO:0048731), more organ-specific terms doing with bone morphogenesis (GO:0060351) and skeletal muscle development (GO:0007519), and less expected terms relating to biological adhesion (GO:0022610), response to wounding (GO:0009611), phagocytosis (GO:0006909) and locomotion (GO:0040011). Regulation of hormone levels (GO:0010817), biological quality (GO:0065008), cell motility (GO:2000145), and cell adhesion (GO:0045785) are enriched regulatory processes.

In the mRNA domain, the cochlear enrichment fits the cochlea's role in sensory perception (GO:0007600). Often enriched categories are connected to tissue morphogenesis (GO:0048729) and cell development (GO:0048468) with an emphasis on neuronal cell development (GO:0045685, GO:0014014, GO:0007417, GO:0048663, GO:0050768, GO:0045664, GO:0045665). Other terms relate to different aspects of development, such as organ development (GO:0007423, GO:003527, GO:0031016), developmental processes (GO:0032502, GO:0051094), and anterior/posterior pattern specification (GO:0009952). Many are related to cell-cell signaling and cell communication (GO:0023052, GO:0007267, GO:0010646, GO:0035637), including the use of neurotransmitters (GO:0006836) and the serine/threonine kinase signaling pathway (GO:0090092). Others are related to behavioral patterns ('taxis - GO:0042330' and 'behavior GO:0007610'). 

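Table S5 lists 5 genes for nucleobase catabolic process with complete proteins, and all 5 were up in the cochlea (5 adjusted over the list alone, on libraries from which the study chose the list). Crmp1, on chromosome 5 from 37241940 to 37292133 of GRCm38 (GENCODE vM21), had the largest log2 fold change, -2.09 (standard error 0.34, adjusted p = 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 65.9 CPM ± 26.1 (SD, n = 3) in the cochlea and 15.4 ± 4.55 in the vestibule. Dpysl2 (chromosome 14, 66802864 to 66868688) had -1.41, Dpyd (chromosome 3, 118562129 to 119432924) -1.21, Dpysl5 (chromosome 5, 30711564 to 30799375) -1.08 and Dpysl3 (chromosome 18, 43320984 to 43438286) -0.81. All 5 stayed past the threshold with each library left out in turn. Dpysl3 is in the part of Table S1 used here, with a log2 protein difference of -0.21 over 3 samples per tissue.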

Nucleobase catabolic process (GO:0046113) also represents a function enriched in the genes up-regulated in the cochlea. Terms related to signaling were completely absent in the *3MB* analysis, perhaps due to relative low expression of the proteins associated with these categories.

The vestibular enrichment terms include response to stimulus or stress (GO:0050896, GO:0080134) as well as specific responses to wounding, organic substance or other organism, and inflammatory responses (GO:0009611, GO:0010033, GO:0051707, GO:0006954). 

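Of the 22 genes listed in Table S5 for response to wounding in the mRNA domain with complete proteins, 20 were up in the vestibule (21 adjusted over the list alone, on libraries from which the study chose the list), with a median log2 fold change of 1.00. F13a1 (chromosome 13, 36867178 to 37050244 of GRCm38, GENCODE vM21) had 3.00 (standard error 0.17, adjusted p = 7.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 15.8 CPM ± 1.78 (SD, n = 3) in the cochlea and 127 ± 22.1 in the vestibule. Fermt3 followed with 2.21, and its adjusted p was at most 0.00141 with each library left out in turn.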

Other terms related to the immune response include 'antigen processing and presentation - GO:0019882', 'B cell receptor signaling pathway - GO:0050853', 'leukocyte chemotaxis - GO:0030595' etc. The list contains general signaling related terms (GO:0007267, GO:0023052), as well as those of more specific signaling pathways: 'regulation of

protein secretion - GO:0050708', 'regulation of hormone levels - GO:0010817', and 'regulation of cAMP metabolic process - GO:0030814'. The positive regulation of peptidyl-tyrosine phosphorylation, a similar metabolic function, is also enriched (GO:0050731). Some terms are related to morphogenesis (GO:2000027, GO:0009653), development (GO:0032502), cell proliferation (GO:0042127), and cell death (GO:0010941). Few terms are related to biological adhesion (GO:0022610, GO:0016337), extracellular matrix organization (GO:0030198), and tissue remodeling (GO:0034103). There are terms related to vasculature development and blood circulation (GO:0001944, GO:0008015). Regulation of plasma lipoprotein particle levels (GO:0097006) is an enriched metabolic process. Locomotion (GO:0040011) is also an enriched term. In this tissue too, terms related to signaling are not present in the *3MB* analysis, as are immune related terms.

### **GO profiles comparison in EAR**

Comparing the sets of terms emerging in enrichment analysis is sensitive to the significance threshold set for the analysis. In order to gain another perspective on the difference in functions between the mRNA and the protein, we used goProfiles [6], which enabled us to ask whether the functional profiles of the DE genes are different between the domains without presuming a threshold on term significance. A functional profile is defined here as the joint frequencies of annotation in a given set of GO classes.

For each tissue, we compared the functional profile of the genes up-regulated in the protein domain, with the functional profile of the genes up-regulated in the mRNA domain using goProfiles [6]. We followed the methodology described in [6] by starting the comparison in a deep level of the GO ('biological process', 6th level), performing a global test for difference of function profiles, and only if it was significant, doing a class-by-class test to identify significant classes (see "Material and Methods"). If such were not found we restarted the process at a level less deep.

How the deposited data were processed for this re-analysis (not part of the article)

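Only the EAR dataset was analysed here, the cochlear and vestibular sensory epithelia of newborn mice, with 3 RNA-seq libraries and 3 mass spectrometry samples per tissue. The other datasets of the paper were not analysed. The grouping of libraries follows the tissue labels given by the authors.

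The authors aligned the reads with tophat2 to GRCm38 and deposited whole read-pair counts per Ensembl gene from htseq-count, with no normalization; tool versions are not stated. They also deposited a matrix of log2 RPKM for the genes past their filter, which was checked against the counts and holds values scaled by library size without TMM. Each count file ends in 5 summary lines, 18.5% to 20.6% of all listed counts, which stayed out of library sizes and tests. Zeros in the matrix were treated as missing. Protein values are the LFQ intensities of Table S1, of which the first 1997 of 7242 rows were used here; the log2 LFQ was reduced by the log2 molecular weight in kDa, and 1811 rows had a molecular weight and an Ensembl identifier.

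Genes with at least 1 CPM in 3 or more libraries were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment and an FDR of 0.05, and without a block for replicate numbers. The test was also tried on simulated data. The paper's further threshold, an FDR of 0.1 with a fold change of 1.3, was applied as well. Terms of the protein domain were tested as sets on the mRNA counts with camera and fry of limma 3.58.1, adjusted over 11 terms. The 2 classes of cell adhesion genes were compared with a two-sided permutation test of 100000 resamples. The log2 CPM for distances, principal components and the correlations between library deviations used edgeR's default prior count. A prior count of 0.5 was used for the tests on the neuron and skeletal muscle lists, the long noncoding RNAs and the thinned libraries. Slopes have 95% bootstrap intervals from 1000 draws over genes. The PTR was computed with 1 library of each tissue held out, for 9 choices, and prediction used 10 folds. Error variances for Deming regression were divided by the number of values of each gene; this was changed after a first value was seen, because many proteins have fewer than 3 values. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

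The genes named were set by a rule written before the data were examined: the 5 with the largest change in each tissue among the genes past the threshold whose libraries do not overlap and whose mean is at least 1 CPM, the genes that the paper names for this dataset, all genes of 4 short terms of Table S5, and the 3 with the largest change in each other list of Tables S5 and S6. Values in the paper's tables had been seen when the rule was written. The result of 1 gene under this rule is not reported here. Gnai3 was named after its values were seen. Lists of markers, also written down beforehand, cover hair cells, supporting cells, neurons, Schwann cells, cartilage and bone, mesenchyme, red blood cells, macrophages, skeletal muscle, melanocytes, endothelium, dark cells and stria, and female and male transcripts. A second list of contractile genes and a list of smooth muscle genes were written later, without their values. Gene coordinates are those of GRCm38 in GENCODE vM21, which is not the Ensembl release the authors counted on.

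In all, 149 alternatives for 25 results were set before the data were examined, among them DESeq2 1.42.0, limma-voom, other scalings and filters, other offsets on the log scale, and leaving out each library or protein sample in turn. With 1 library left out, a tissue keeps 2 libraries. On the part of Table S1 used here no overlap, enrichment or set test was run and no protein was called DE. Groups of 3 libraries are too small for a test of single outlying libraries.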

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

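The 2 tests in this part were chosen after the results were seen. Of the 10 genes with the largest changes, 5 for each tissue, 6 are flagged because neither the paper nor the parts of its supplementary tables used here name them; the other 4 are named in those tables. Each of the 6 had few counts in 1 tissue and many in the other. Given as the ratio of counts per effective library size with the 95% interval for counting error, they are Spink5 (713, from 278 to 2619.5) and 2410124H12Rik (163, from 44.7 to 1351), higher in the cochlea, and Otop1 (867, from 239.6 to 7161), Pyy (493, from 88.0 to 19490.3), Skor2 (291, from 114 to 1071) and Prss56 (179, from 105 to 337), higher in the vestibule. Fitted fold changes of such genes depend on the prior count.

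Without TMM, the 1 other scaling with values for single genes, the smallest absolute log2 fold change of the 10 genes with the largest changes was 6.56. The TMM factors lay between 0.921 and 1.09, too close together to yield such ratios, so that test could hardly have come out otherwise. With each library left out in turn the largest adjusted p of the 10 genes was 0.00196 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These genes were picked for libraries that do not overlap between the tissues, so a single library as the cause was ruled out by the choice and not by this test. Reads shared with an overlapping gene were not tested for 2410124H12Rik and stay open. A difference between the tissues, in the cells of the epithelium or in the other cells of the dissection, may underlie these genes, and the libraries do not separate these 2 possibilities.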

How the results depend on the processing

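Alternatives were set before the data were examined, except thinning each library to the smallest total, taking out the trend with gene length, Spearman's correction on single samples and all alternatives for the squared correlation of the fold changes, which were chosen after seeing the data. Where a value below moved, the cause was not tested unless stated.

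The counts of genes called stayed within 1.5 times under the likelihood ratio test (1895 up in the cochlea, 2561 in the vestibule), the exact test (1881, 2547), DESeq2 (2033, 2467), limma-voom (1690, 2324), no TMM (1249, 2754), DESeq2's size factors (1788, 2230), upper quartile scaling (1607, 2404), no filter (1993, 2798), filterByExpr (1857, 2506) and a filter on all 6 libraries (1345, 1791). Of the genes called with TMM, 3573 were also called without it. With 1 library left out, fewer libraries are tested: 925 to 1863 genes were up in the cochlea, with 1034 without cochlea replicate 2, and 1342 to 2694 in the vestibule, with 1522 without vestibule replicate 1. At an FDR of 0.1 and a fold change of 1.3 these were 1266 to 2470 and 1783 to 3369. Each lowest count came without vestibule replicate 2 and each highest without cochlea replicate 3.

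With the replicate number as a block, 1009 genes were up in the cochlea and 1609 in the vestibule (1410 and 2066 at an FDR of 0.1 and a fold change of 1.3), 0 of the protein-domain terms passed camera, and 5 of the 70 named genes were called only without the block. Whether the numbers pair the libraries stays open. The deviations of same-numbered libraries from their tissue means correlated at -0.188, -0.275 and -0.491, which shows no sign of pairing. These deviations also followed gene length, with opposite signs of Spearman's rho in replicate 1 (-0.247 cochlea, 0.471 vestibule) and replicate 3 (0.313, -0.428). In replicate 2 both were negative (-0.115, -0.0120). Such trends can hide a shared source, and the Methods describe both tissues as dissected from the same inner ears. Whether the block corrects for a shared source is thus not known.

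The terms of the protein domain shifted the same way by camera fell from 8 to 1 without TMM, and were 0 to 8 with 1 library left out (1 without cochlea replicate 1, 0 without cochlea replicate 2 or 3 or vestibule replicate 3, 5 without vestibule replicate 2). The difference between the classes of adhesion genes kept its sign and its side of the threshold in each alternative run.

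Of the 70 named genes, 58 were called, and 53 of these kept the call without each library in turn. DESeq2 gave the same verdict for 66 of 69 genes and called 3 more; the likelihood ratio test, 65 of 70 and 5 more; no filter, 67 and 3 more. Without TMM 65 were the same, Astn1, Synpo2 and Tnc lost their call, Col9a1 gained one, and Serpinb6a changed sign, to 0.0740. Leaving out libraries moved Serpinb6a from -0.15 to 0.0736, the positive value without vestibule replicate 1, and Acta1 from -4.12 to 0.67, the positive value without cochlea replicate 3, which held most of its counts. With all libraries and the filter used here, edgeR's quasi-likelihood test called neither gene.

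For mRNA between tissues across all genes, r was 0.939 with 1 added to each RPKM, 0.919 with 0.1 added, 0.886 with at least 1 RPKM and 0.929 by rank. Dividing the r of tissue means by replicate correlations of single libraries gave 0.924 (0.957 for genes with protein), which corrects too much, since means already hold less noise than single libraries. Spearman's correction on single samples, with the sums of the formula printed in the paper read as products, gave 0.913 across all genes, and for genes with protein 0.937 for mRNA and 0.983 for protein. The SD across genes was 1.79 and 1.73 (cochlea, vestibule) with 1 added, 2.22 and 2.09 with 0.1 added, and 1.67 and 1.61 for genes with protein. Read as log2 RPKM, the cochlear threshold left 3612 genes.

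With only proteins measured in all 6 samples, the protein-mRNA r was 0.545 and 0.534, the OLS slope 0.601 and the PTR median of genes up in the vestibule -0.21. With at least 1 RPKM, the OLS slope was 0.466 and FCB lowered the error by 19.6%. Deming regression gave 0.600, and the same libraries for PTR and fold change a rho of -0.517, where shared errors enter by construction. With a sample left out, the OLS slope was 0.330 to 0.537, the MA slope 0.847 to 1.35 (1.31 without protein sample V85), rho -0.423 to -0.0937 (the highest without vestibule replicate 2), the PTR median of genes up in the cochlea 0.0074 to 0.62 (0.44 without protein sample C15), that of genes up in the vestibule -1.12 to -0.54 (-0.58 without cochlea replicate 2, -0.62 without protein sample C55), and the gain of FCB 10.6% to 23.4%. The squared correlation of the fold changes was 0.322 with all 6 protein values, 0.205 with at least 1 RPKM, and 0.122 (without protein sample C85) to 0.229 (without protein sample V55) with a sample left out, with 0.218 without protein sample C55.

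Depth limits single genes near the filter, where 1 CPM is 24.5 to 33.7 counts. In the simulated data, where 196 of 14522 genes changed, 55.6% of 2-fold changes were called, so genes not called are not shown to be unchanged. With more genes changed the adjustment is less strict, so this share does not carry over to the data.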

Differences from the paper's values

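Protein values rest on the first 1997 of 7242 rows of Table S1. Alternatives named were set before the data were examined unless stated. In this section a value is said to differ when it lies outside a tolerance, which depends on the kind of measure. As a share of the value, the tolerance was wider for gene counts than for correlations and OLS slopes. A count said not to differ can thus still be well above or below the paper's.

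The mean protein-mRNA correlation is 0.58 in the paper and 0.487 here. The paper's text and its Table S2 give the values of the 2 tissues in opposite order, and the values by tissue here are set against Table S2. By tissue it is 0.594 in the paper and 0.493 here for the cochlea, where no alternative comes within the error (all 6 protein values, 0.545; at least 1 RPKM, 0.522; 1 sample left out, 0.474 to 0.509). For the vestibule it is 0.561 in the paper and 0.481 here; with all 6 protein values, 0.534, it no longer differs, while it does with at least 1 RPKM (0.496) and with each sample left out (0.464 to 0.509).

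The prediction error was 24.0% lower for the paper's model than for the next best, against 12.8% here. With at least 1 RPKM (19.6%) and without protein sample V55 (23.4%) the values no longer differ; with all 6 protein values (13.6%) and with any other sample left out (10.6% to 14.9%) they do.

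At an FDR of 0.1 and a fold change of 1.3 the paper gives 1247 genes up in the cochlea, against 2137 here. The paper's count belongs to its comparison with microarrays, and the genes it covers are not stated there, while the count here is over all genes tested. At an FDR of 0.05 alone the counts do not differ (1750 in the paper and 1711 here in the cochlea, 2502 and 2325 in the vestibule). They do in each tissue with a replicate block (1009 and 1609) and without vestibule replicate 2 (925 and 1342). The cochlear count also differs without cochlea replicate 2 (1034), and the vestibular count without vestibule replicate 1 (1522). The values at an FDR of 0.1 no longer differ without TMM (1551), with 1 CPM in all 6 libraries (1732), with a replicate block (1410), and without cochlea replicate 1 (1632) or 2 (1474) or vestibule replicate 1 (1677) or 2 (1266). They do under the likelihood ratio test (2241), the exact test (2231), DESeq2 (2335), limma-voom (2116), DESeq2's size factors (2264), upper quartile scaling (2011), no filter (2560) and filterByExpr (2355), and without cochlea replicate 3 (2470) or vestibule replicate 3 (2142). For the vestibule the paper gives 2004, and the count here, 2804, is higher but within the tolerance for gene counts. The vestibular count lies outside it without TMM (3363), so that leaving out TMM moves the difference to the other tissue. It also lies outside with no filter (3410), with filterByExpr (3067) and without cochlea replicate 3 (3369).

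The OLS slope of the protein on the mRNA fold change is 0.469 in the paper and 0.393 here. It no longer differs with at least 1 RPKM (0.466), without cochlea replicate 1 (0.413), vestibule replicate 1 (0.405) or 2 (0.406), or protein samples C15 (0.404), V15 (0.407), V55 (0.451) or V85 (0.421). It does with all 6 protein values (0.601), with edgeR's fold change (0.389), without cochlea replicate 2 (0.400) or 3 (0.330), vestibule replicate 3 (0.337), or protein samples C55 (0.537) or C85 (0.365). The squared correlation of the fold changes is 0.244 in the paper and 0.148 here. In alternatives chosen after seeing the values, it no longer differs with all 6 protein values (0.322, above the paper's), with at least 1 RPKM (0.205), and without protein samples C15 (0.169), C55 (0.218) or V55 (0.229); it does with any other sample left out (0.122 to 0.157).

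The paper states that MA slopes lie below 1. Its value, 0.898, does not differ from the 1.06 here and lies inside the interval of 0.805 to 1.36, which also includes 1, so only the statement that the slope is below 1 was not reached here. It is below 1 without cochlea replicate 3 (0.847), vestibule replicate 3 (0.875), or protein samples C15 (0.958) or V55 (0.885), and by Deming regression (0.600). The OLS slope, 0.393, lies below 1 as in the paper.

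The paper states that mRNA replicates correlate better than protein replicates. Over the 1141 genes this held in the cochlea (0.969 for mRNA, 0.964 for protein) and not in the vestibule (0.972, 0.974). There each protein r rests only on the genes with a value in both samples of the pair. Over the 762 genes with all 6 protein values the order was the same (0.969 and 0.964 in the cochlea, 0.972 and 0.978 in the vestibule). Across all genes the mRNA values were 0.978 and 0.982.

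The paper places cartilage development involved in endochondral bone morphogenesis among vestibular terms in protein. In mRNA 2 of its 4 genes were up in the vestibule (3 adjusted over the list alone), and Matn1 was up in the cochlea, with -4.60.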

Other observations

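Of the tests in this part, those on the splits, the vestibular pool, library size, gene length, the second contractile list and the length trend in the PTR were set out before their results; those on the cochlear pool, the neuron transcripts in the vestibular libraries, the contractile list within the cochlea, the outside cells, the long noncoding RNAs, neurons, protein sample V55 and the missing gene were chosen after the results were seen.

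Only 1 of the 10 splits of the 6 libraries, the real one, called as many genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the other 9 called 0. With 10 splits this count cannot exclude chance at 0.05, whatever the libraries hold. A difference in library size is argued against: thinned to the smallest total, the libraries gave 4001 genes called, 3926 of them shared with the 4036 at full depth. So is gene length, with a Spearman rho of the fold change with length of 0.0184.

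The gene missing from the deposited matrix, Gnai3, is on line 1 of each count file. A candidate explanation is that the first line of the count table was read as a header; a gene on a line other than 1 would have argued against it.

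Deviations of single libraries from their tissue mean followed gene length, with a Spearman rho from -0.428 in vestibule replicate 3 to 0.471 in vestibule replicate 1. After thinning the largest was 0.465, so a difference in depth is argued against. RNA integrity and nuclear RNA were not tested and stay open. No biological explanation was tested, since the replicates differ in no stated condition.

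In cochlea replicate 3 and vestibule replicate 1 Xist was higher than in the other libraries of the tissue (30.1, 39.7 and 207 CPM in the cochlea, 360.3, 135 and 54.2 in the vestibule). A different share of female ears is argued against as the whole cause, since the autosomal Malat1, Neat1 and Meg3 were higher with it, with a median fold of 3.44. Each RNA was set beside the 200 genes nearest in length among those of like expression. In cochlea replicate 3 Malat1 lay above all of its matched genes (6667 to 7315 bp), which argues against gene length for it. The lowest of the 4 RNAs there, Neat1, was at percentile 98.5, but its matched genes reached down to 6505 bp against its own 20771 bp. Those of Xist and Meg3 also reached much shorter genes, so length stays open for these RNAs. In vestibule replicate 1 the lowest of the 4 was at percentile 90.0, so gene length stays open there as well. The chi-square of Xist against Y-linked reads in the 3 vestibular libraries was 2367, but Xist moved with autosomal RNAs, so the ratio may follow more than sex and does not settle whether they came from 1 RNA pool. The neuron list argues against 1 pool: in vestibule replicate 2 it was lower than in the other 2 vestibular libraries by a median log2 difference of -0.80 (-2.89 to 0.68), and 8 of its 10 genes lay below percentile 5 of 200 genes of like length and expression. Male transcripts (4 genes) had a median log2 fold change between tissues of 0.13 and none was called; Xist, the female one, had 0.99 and was not called.

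Skeletal muscle transcripts were high in cochlea replicate 3: over the 4 genes tested, it exceeded the mean of the other 2 cochlear libraries by a median of 5.24 on the log2 scale (4.87 to 7.66). That argues against 1 RNA pool for the 3 cochlear libraries. Muscle tissue in that dissection may be the source. Of a second list of 12 contractile genes 9 (75%) were highest there, short of the 80% set beforehand, with a median log2 difference of 2.26, against 1 of 5 smooth muscle genes and 0.40, so the measure set beforehand was not reached. The 3 others, Mybpc1, Chrna1 and Xirp2, had more counts in each vestibular library than in cochlea replicate 3. Set against the other cochlear libraries, cochlea replicate 3 was higher on the log2 scale by 0.99 for Mybpc1 and by 0.28 for Chrna1. Xirp2 showed no rise there (-0.013). Beside the other 2 cochlear libraries alone, 11 of the 12 were higher in cochlea replicate 3, as were 3 of the 5 smooth muscle genes by a smaller amount, which is consistent with muscle tissue as the source. Tnni2 had 11, 15 and 570 counts in the cochlea and Myl1 18, 44 and 1180. Between the tissues the skeletal muscle list had a median of -2.44 with no gene called.

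The genes of nucleobase catabolic process could be higher in the cochlea through a larger share of neurons, whose list had a median of -1.71, with 7 of 10 genes up in the cochlea. In cochlea replicate 3 the neuron list was lower than in the other 2 cochlear libraries by a median log2 difference of -1.69, and the 5 genes by -0.29, from -1.18 for Crmp1 to 0.0595 for Dpysl2. Over the 6 libraries, as deviations from the tissue means, the median of the 5 genes followed the neuron list with a slope of 0.153 (95% interval -0.0610 to 0.368), where 0.705 would be needed. Neurons are thus argued against as the whole cause, while a part played by them stays open, above all for Crmp1 (0.694, with 1.22 needed), as does regulation within cells.

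A higher share of cells from outside the epithelium could raise genes in the vestibule. Of 7 lists of such cells 6 had a positive median: macrophages (1.89, 8 of 8 genes up), melanocytes (2.47, 5 of 5), endothelium (1.38, 3 up and 1 down of 5), cartilage and bone (1.27, 4 up and 2 down of 8) and mesenchyme (0.40, 4 up and 2 down of 7), while red blood cells had 0.18, with none of 6 called and a highest value of 0.41, below the lowest of macrophages, 1.64, and melanocytes, 1.57. A like rise of all outside cells is argued against by these values; a rise of single types, macrophages or melanocytes among them, stays open. Of the lists of the ear, hair cells had a median of 1.01 (8 of 12 up in the vestibule), supporting cells -1.19 (7 up in the cochlea and 1 in the vestibule of 10), Schwann cells 0.49 (2 of 6 up in the vestibule) and dark cells and stria 1.61 (3 of 5 up in the vestibule). Composition and regulation within cells are confounded with tissue.

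In the part of Table S1 used here, 615 proteins had a value in the vestibule only and 65 in the cochlea only. Without protein sample V55 these were 184 and 186, which is consistent with the larger number of proteins measured in V55 as the source of the imbalance. Without V55 the MA slope was 0.885, within the range over left-out samples, so whether V55 accounts for the slope stays open.

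With replicate 3 of each tissue held out, rho between PTR change and mRNA fold change was 0.142, above the other 8 choices. Gene length correlated with the PTR change (0.479) and with the mRNA fold change (0.319) for this choice. With the trend taken out, rho was -0.0129, against at most -0.255 for the others, so length may account for part of the difference and is argued against as its whole cause.

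Genes named in the supplement stand at no sentence. Serpinb5 was 28.3 times higher in the cochlea (log2 fold change -4.82, adjusted p = 9.2e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Espn was higher in the vestibule by 1.37. Espnl (0.46, adjusted p = 0.125) was called without cochlea replicate 3 (0.0146) and not with all libraries, and its protein, with 2 values, differed by 1.82. Ank1 (0.66, adjusted p = 0.230) and Serpinb6a (-0.042, adjusted p = 0.873, and positive without TMM) were not called.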
